# Microvascular endothelial scavenger receptor class B type I protects against heart failure with preserved ejection fraction by inhibiting T-cell cardiotropism

**DOI:** 10.1038/s44321-026-00405-9

**Published:** 2026-04-13

**Authors:** Yufei Wu, Xiaomei Yang, Yu Bai, Chenze Li, Peng Wang, Qing Xu, Hui Li, Xiaoli Rao, Yangkai Xu, Jie Chen, Huanhuan Cao, Qi Zhang, Mingming Zhao, Rui Zhan, Xue Fan, Yuedong Hou, Jie Liu, Hong S Lu, Tianyun Wang, Wei Dong Gao, Linzhang Huang, Han Xiao, Lingyun Zu, Alan Daugherty, Mingguo Xu, Lemin Zheng

**Keywords:** Heart Failure with Preserved Ejection Fraction, Cardiac Microvascular Endothelial Dysfunction, Scavenger Receptor Class B Type I (SR-B1), Chemokine C-X-C Motif Chemokine Ligand 10 (CXCL10), Cardiovascular System, Immunology

## Abstract

Cardiac microvascular endothelial cells (CMECs) dysfunction is a well-recognized mediator of heart failure with preserved ejection fraction (HFpEF), but the underlying mechanism remains unclear. Here we find that scavenger receptor class B type I (SR-B1) is predominantly expressed in CMECs and decreased significantly in HFpEF. Endothelial-specific SR-B1 deficiency exacerbates cardiac pathological remodeling and diastolic dysfunction in HFpEF, which can be prevented by endothelial SR-B1 reconstitution through adeno-associated virus serotype 1 (AAV1)-mediated delivery in endothelial-specific SR-B1-deficient mice. Single-cardiac-endothelial-cell transcriptomics and lineage-tracing system reveal that inflammatory CMECs subcluster activation is responsible for the deteriorating HFpEF progression induced by endothelial SR-B1 loss, rather than endothelial-to-mesenchymal transition. Mechanistically, SR-B1 loss drives increased CXCL10 secretion, which orchestrates CMECs activation and CXCR3-positive T-cell cardiotropism to promote diastolic dysfunction—a process associated with endothelial IRF1 activation. Most importantly, the SR-B1-CXCL10-CXCR3 axis is activated in human HFpEF cardiac tissue, and the elevated CXCL10 level in plasma is independently associated with a higher HFpEF prevalence. This study uncovers that activation of the SR-B1–CXCL10-CXCR3 axis in CMECs aggravates HFpEF pathogenesis through the accumulation of CXCR3-positive T-cells in hearts.

## Synopsis

This study demonstrates that SR-B1 deficiency in cardiac microvascular endothelial cells (CMECs) exacerbates heart failure with preserved ejection fraction (HFpEF) by driving the CXCL10-CXCR3 signaling, thereby linking inflammatory CMEC activation to CXCR3 + T-cell recruitment.

- Endothelial SR-B1 reconstitution via AAV delivery prevented cardiac remodeling and diastolic dysfunction in HFpEF mice.
- SR-B1 deficiency activated inflammatory CMEC subclusters and increased CXCL10 secretion, which in turn promoted CXCR3⁺ T-cell cardiotropism - a process associated with endothelial IRF1 upregulation.
- The SR-B1-CXCL10-CXCR3 axis was activated in human HFpEF hearts, and plasma CXCL10 independently correlated with HFpEF prevalence.

## Abstract (web summary)

This study demonstrates that SR-B1 deficiency in cardiac microvascular endothelial cells (CMECs) exacerbates heart failure with preserved ejection fraction (HFpEF) by driving the CXCL10-CXCR3 signaling, thereby linking inflammatory CMEC activation to CXCR3 + T-cell recruitment.

The paper explained **Problem**

Heart failure with preserved ejection fraction (HFpEF) is a common heart disease with limited treatment options. This study investigates how dysfunction of cardiac blood vessel cells contributes to HFpEF development.

**Results**

SR-B1 protein, mainly expressed in heart blood vessel cells, was found to be significantly reduced in HFpEF. Its loss triggers inflammatory activation through the CXCL10 secretion. This inflammation recruits CXCR3 + T-cells into the heart via CXCL10 signaling, worsening heart relaxation. Restoring SR-B1 in blood vessel cells prevented these changes and improved heart function in experimental models.

**Impact**

The study identifies the SR-B1–CXCL10–CXCR3 axis as a key driver of HFpEF. Blood CXCL10 levels may serve as a diagnostic marker, and targeting this pathway offers promising new therapeutic strategies for HFpEF treatment.

## Introduction

Heart failure with preserved ejection fraction (HFpEF) is the most common type of heart failure, and its incidence is increasing (Dunlay et al, 2017; Groenewegen et al, 2020). In the clinic, HFpEF is associated with comorbidities such as obesity, hypertension, diabetes mellitus (DM), systematic inflammation, cardiac arrhythmias, and impaired oxygen utilization (Gao, 2024). Yet, treatments available for HFpEF are not effective, unlike in the heart failure with reduced ejection fraction (HFrEF) population (Borlaug, 2020). Recently, sodium/glucose cotransporter 2 inhibitors have been demonstrated to be beneficial to patients with HFpEF, albeit with limited therapeutic effect (Abraham et al, 2021; Butler et al, 2022). Such findings highlight the urgent need for a better understanding of the underlying mechanisms of HFpEF and effective HFpEF therapeutics (Shah et al, 2020).

Recent studies have shown that HFpEF pathogenesis is complex, involving not only cardiomyocyte dysfunction (Deng et al, 2021; Tong et al, 2021) but also non-cardiomyocytes dysregulation, including cardiac endothelial cells (Li et al, 2024; Paulus, 2020) and immune T cells (Ovchinnikov et al, 2023; Smolgovsky et al, 2023). Among non-cardiomyocytes, endothelial cells constitute the predominant cell type in the heart (Pinto et al, 2016). In patients with HFpEF, the severe dysfunction of cardiac microvascular endothelial cells (CMECs), mainly manifesting as inflammatory activation and impaired endothelial nitric oxide synthase function, has been demonstrated (Franssen et al, 2016; Kolijn et al, 2021). Furthermore, the infiltration of activated CD4 + T cells into myocardial tissue has been identified as a critical contributor to cardiac hypertrophy and diastolic dysfunction in HFpEF (Smolgovsky et al, 2023). CXCR3, a G protein-coupled receptor predominantly expressed on CD4 + Th1 cells, has been shown to facilitate CD4 + T cell recruitment into the heart, thereby inducing cardiac remodeling in HFrEF (Ngwenyama et al, 2019). CXCL10, a specific ligand for CXCR3, has been closely associated with the progression of heart failure (Altara et al, 2016). Notably, in a deoxycorticosterone acetate (DOCA)-induced HFpEF model with diastolic dysfunction, a significant increase in CXCR3 + T cell populations was observed (Smart et al, 2023). Collectively, these findings strongly suggest that CXCR3 + T cells likely play a pivotal role in the development of cardiac dysfunction in HFpEF. In summary, inflammatory activation of CMECs and immune T cell infiltration represent crucial pathological features of HFpEF; however, the regulatory mechanisms underlying their interaction remain poorly understood.

Scavenger receptor class B type I (SR-B1) is widely expressed in numerous tissues and cells, including the liver, adrenal glands, adipose cells, ECs, and monocytes (Shen et al, 2018). SR-B1 has a major role in facilitating cholesterol uptake and transportation in the liver and steroidogenic tissues (Shen et al, 2018). In addition, SR-B1 regulates peripheral EC function *via* activation of several kinases, such as Src kinases, phosphatidylinositol 3-kinase (PI3K), and protein kinase B/mitogen-activated protein kinases after cholesterol (HDL) binding. SR-B1 plays a complex role in the peripheral endothelium (Mineo and Shaul, 2007; Seetharam et al, 2006; Zhu et al, 2008). Previously, our group has shown that SR-B1 is an essential mediator of carotid endothelial repair in vivo (He et al, 2018). Global deletion of SR-B1 leads to the early onset of severe cardiac dysfunction, mainly due to occlusive atherosclerotic coronary artery (Braun et al, 2002). Nevertheless, SR-B1 potentially exerts a protective role in cardiac endothelial cells, especially during heart failure, which remains to be investigated.

Here, we demonstrate that cardiac SR-B1 is located predominantly in CMECs, and its deficiency deteriorates pathological remodeling and cardiac diastolic dysfunction severity in HFpEF. Furthermore, we demonstrate that endothelial SR-B1 deficiency promotes CMECs’ inflammatory activation and enhances CXCR3 + T cell infiltration in the heart through increased CXCL10 secretion, thereby driving cardiac dysfunction in HFpEF.

## Results

### Cardiac microvascular endothelial SR-B1 contributes to HFpEF pathogenesis

Immunofluorescence analysis revealed that SR-B1 was predominantly present in mouse and human ventricular CMECs (Fig. 1A,B; Appendix Fig. S1A,B). We validated that SR-B1 was highly abundant in CD31-positive ECs isolated from mouse ventricles (Fig. 1C,D; Appendix Fig. S1C).

**Figure 1:**
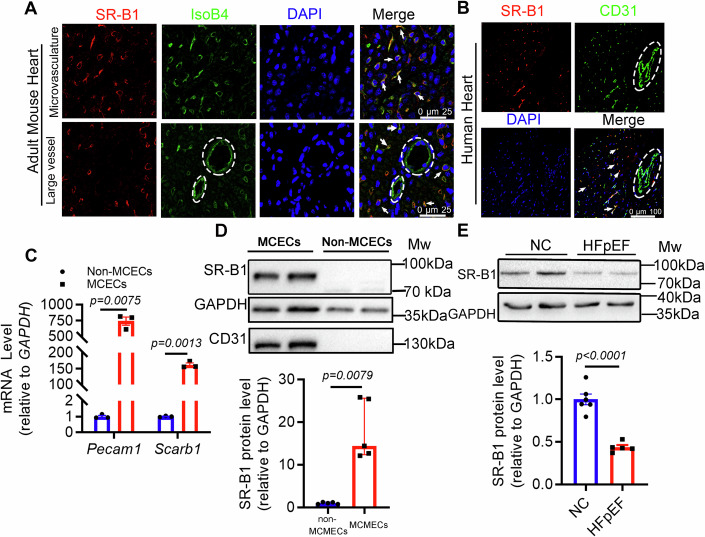
SR-B1 is predominantly present in cardiac microvascular endothelial cells and significantly decreased in the HFpEF heart. (**A**) Immunofluorescence staining of SR-B1 in the mouse cardiac left ventricle co-stained with fluorescence-conjugated isolectin B4 (IsoB4) to label endothelial cells and DAPI to label nuclei. Scale bar, 25 μm. Arrow, SR-B1/IsoB4 co-localization. Dashed ellipse: vascular lumen. (**B**) Double-staining of SR-B1 and CD31 in the cardiac left ventricle of a healthy human. Scale bar, 100 μm. Arrow, SR-B1/CD31 co-localization. Dashed ellipse: vascular lumen. (**C**) *Scarb1* (SR-B1) and *Pecam1* (CD31) mRNA abundance was determined in adult mouse cardiac endothelial cells (MCECs) and non-MCECs by RT-qPCR; *Pecam1* transcript level served as quality control of purified MCECs (*n* = 3). Statistical significance was evaluated by Welch’s *t* test. (**D**) Upper panel, SR-B1 protein abundance was determined in adult mouse cardiac endothelial cells (MCECs) and non-MCECs by immunoblotting; CD31 abundance served as quality control of purified MCECs; GAPDH as a loading control. Lower panel, Quantification of SR-B1 protein abundance in MCECs and non-MCECs (*n* = 5). Statistical significance was evaluated by Mann–Whitney test. (**E**) Relative SR-B1 protein abundance in MCECs isolated from 20 weeks of two-hit HFpEF mice and control mice was measured by immunoblotting (upper panel) and was statistically analyzed *via* Student’s *t* test (lower panel, *n* = 6, 5 independent experiments using pooled samples, with each data point representing 2–3 mouse hearts). All numerical data were presented as mean ± SEM. Source data are available online for this figure.

Single-nucleotide polymorphism rs10846742 (Rasooly et al, 2023) in *SCARB1* (SR-B1) is significantly associated with heart failure pathogenesis (Appendix Fig. S1D), indicating its potential involvement in HFpEF and HFrEF in vivo. Subsequently, endothelial SR-B1 expression was assessed during HFpEF or HFrEF pathogenesis. Firstly, SR-B1 expression decreased significantly in primary mouse cardiac ECs treated with a HFpEF-like stimulation in vitro (Appendix Fig. S1E). Consistently and importantly, SR-B1 protein abundance was decreased significantly in cardiac ECs isolated from “two-hit” HFpEF mice compared with ECs from controls (Fig. 1E). However, SR-B1 transcription in cardiac ECs of HFrEF mice induced by TAC remained unaltered (Appendix Fig. S1F). Importantly, *Scarb1* mRNA expression level in mouse cardiac ECs was sequentially decreased in parallel with the worsening of HFpEF-related cardiac dysfunction (Appendix Fig. S1G). Therefore, SR-B1 in cardiac CMECs could be involved in HFpEF pathogenesis.

### Endothelial-specific SR-B1 deficiency aggravates diastolic dysfunction in HFpEF

To directly investigate the role of endothelial SR-B1 in HFpEF pathogenesis, endothelial-specific SR-B1 knockout mice (*S*^*fl/fl*^; *Cdh5-Cre*^*ER*^: *S*^*ΔEC*^) were designed based on a tamoxifen-inducible Cre-loxP system (Fig. 2A). Briefly, *SR-B1*^*flox/+*^ (S^*fl/+*^) mice were constructed by inserting loxP sequences into the flanking introns of exon 2 (158 bp) of the mouse *Scarb1* (SR-B1) gene using CRISPR-Cas9 gene-editing technology. Subsequently, tamoxifen-inducible endothelial-specific cadherin 5 (Cdh5)-Cre^ER^ mice were crossed with *S*^*fl/+*^ mice to generate *S*^*fl/+*^ *Cdh5-Cre*^*ER*^ mice. Then, *S*^*ΔEC*^ and littermate control *S*^*fl/fl*^ mice were obtained from the cross of *S*^*fl/+*^ *Cdh5-Cre*^*ER*^ mice and *S*^*fl/+*^ mice, which were confirmed by DNA genotyping (Appendix Fig. S2A). In contrast to a previous report (Huby et al, 2006), this loxP-inserting strategy did not disrupt SR-B1 endogenous expression (Appendix Fig. S2B). Finally, SR-B1 abundance and knockout specificity were evaluated, demonstrating that endothelial SR-B1 was specifically deleted, with ~70% reduction in cardiac endothelial cells observed 2 weeks after tamoxifen injection (Fig. 2B,C; Appendix Fig. S2C,D).

**Figure 2:**
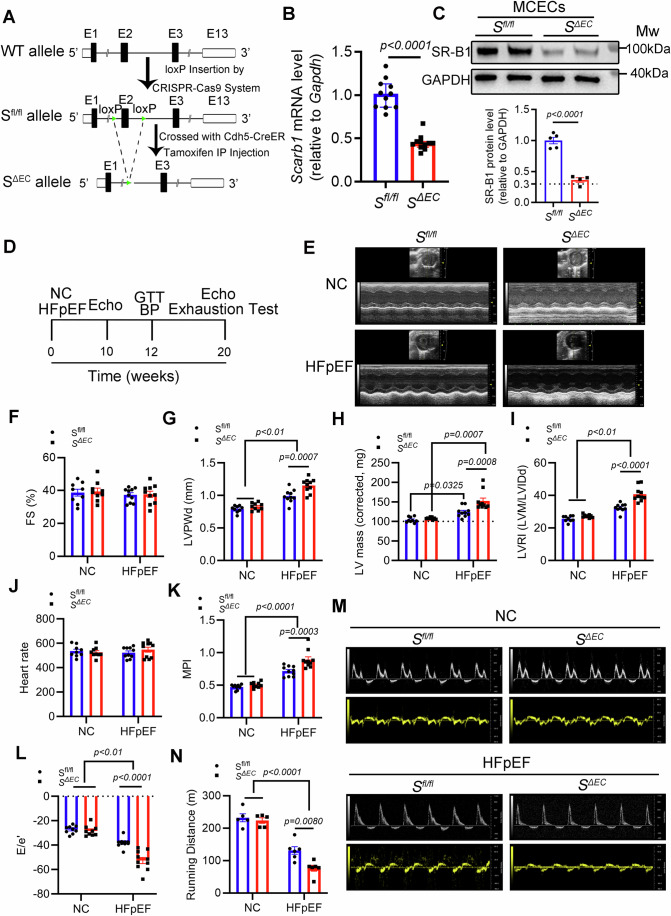
Endothelial-restricted SR-B1 deletion drives cardiac diastolic dysfunction in HFpEF. (**A**) A schematic overview of the CRISPR-based genome-editing strategy used to generate the SR-B1 deficiency mice. (**B**) *Scarb1* (SR-B1) mRNA abundance was assessed in the cardiac ventricle of *S*^*fl/fl*^ and *S*^*ΔEC*^ mice 2 weeks post-tamoxifen administration (*n* = 11, Mann–Whitney test). (**C**) SR-B1 protein abundance was evaluated in mouse cardiac endothelial cells (MCECs) isolated from *S*^*fl/fl*^ mice and *S*^*ΔEC*^ mice 2 weeks after tamoxifen administration by immunoblotting and statistically evaluated *via* Student’s *t* test (*n* = 5, 4). (**D**–**L**) *S*^*fl/fl*^ mice and *S*^*ΔEC*^ mice were fed with a normal diet or HFD plus _L_-NAME regimens for 20 weeks to investigate the effect of SR-B1 deletion on cardiac function of HFpEF mice (*n* = 9, 9, 10, 10; statistical differences were evaluated by two-way ANOVA followed by Bonferroni post-hoc test). (**D**) Workflow of in vivo experiments. (**E**) Representative M-mode images in the parasternal short-axis view. (**F**) FS, left ventricular fractional shortening. (**G**) LVPWd, left ventricular diastolic posterior wall thickness. (**H**) LV mass, left ventricular mass. (**I**) LVRI, left ventricular remodeling index. (**J**) Heart rate in parasternal short-axis view. (**K**) MPI, myocardium performance index, also denoted the Tei index, a fairly new index of combined systolic and diastolic function, is defined as the sum of isovolumic contraction time (IVCT) and isovolumic relaxation time (IRCT) divided by the ejection time (ET). (**L**) E/e′, ratio between mitral E wave and e′ wave. (**M**) Representative pulsed-wave Doppler waveform of mitral valve leaflet tips (top) and tissue Doppler tracing of the mitral valve measured on the side of the left ventricular wall (bottom). (**N**) Running distance during exercise exhaustion test (*n* = 5, 5, 6, 6; statistical differences were evaluated by two-way ANOVA followed by Bonferroni post-hoc test). All numerical data were presented as mean ± SEM. Source data are available online for this figure.

Subsequently, we investigated the role of endothelial SR-B1 in HFpEF mice (i.e., *S*^*fl/fl*^ HFpEF and *S*^*ΔEC*^ HFpEF mice). After 10 weeks of HFD plus _L_-NAME regimens, both *S*^*fl/fl*^ HFpEF and *S*^*ΔEC*^ HFpEF mice exhibited significant left ventricular hypertrophy and diastolic dysfunction with normal fractional shortening (FS) compared with the control *S*^*fl/fl*^ and *S*^*ΔEC*^ mice, confirming the successful establishment of our HFpEF model (Appendix Fig. S3A–G). Notably, compared to *S*^*fl/fl*^ HFpEF mice, *S*^*ΔEC*^ HFpEF mice exhibited a consistent trend toward more severe cardiac hypertrophy (as evidenced by LV mass and left ventricular remodeling index (LVRI) parameters) and worse diastolic dysfunction (indicated by myocardial performance index (MPI) and E/e’ ratio), but these differences did not reach statistical significance.

Remarkably, upon extending the HFD and _L_-NAME regimen to 20 weeks, *S*^*ΔEC*^ HFpEF mice exhibited significantly exacerbated cardiac hypertrophy and diastolic function than *S*^*fl/fl*^ HFpEF mice, suggesting faster deleterious disease progression in the absence of endothelial SR-B1. Specifically, echocardiography showed significantly increased left ventricular diastolic posterior wall thickness (LVPWd), LV mass, LVRI, MPI, and E/e′ ratio with normal FS (Fig. 2D–M). In addition, *S*^*ΔEC*^ HFpEF mice ran significantly short distances during stress exercise testing (Fig. 2N). The data show that endothelial SR-B1 loss accelerated the adverse HFpEF remodeling and progression.

### Endothelial-specific SR-B1 deletion worsens cardiac pathological remodeling in HFpEF, whereas SR-B1 restoration alleviates dysfunction and prevents adverse remodeling in SR-B1-deficient mice

Current research demonstrates that global SR-B1 deficiency robustly increases plasma HDL cholesterol (HDL-C) and total cholesterol (TC) concentration and causes cardiac dysfunction under high LDL cholesterol concentrations. (Rigotti et al, 1997). However, we observed that loss of endothelial-specific SR-B1 did not affect plasma HDL-C, TC, and triglyceride (TG) concentrations in *S*^*ΔEC*^ compared to littermate control *S*^*fl/fl*^ mice (Appendix Fig. S3H), consistent with a recent report (Huang et al, 2019). In addition, *S*^*ΔEC*^ and *S*^*fl/fl*^ mice from the NC or HFpEF group exhibited similar body weight, blood pressure (hypertension), and glucose tolerance capability (obesity) (Appendix Fig. S3I–M). The data show that the worst cardiac diastolic dysfunction in *S*^*ΔEC*^ mice was unlikely due to systemic substrate metabolism (cholesterol, lipid, and glucose) and blood pressure.

To further demonstrate the impact of endothelial-specific SR-B1 deficiency on cardiac structure and function in HFpEF, histological and immunohistological analyses of hearts were performed after a 20-week dietary intervention. The results revealed that, compared to *S*^*fl/fl*^ mice, *S*^*ΔEC*^ HFpEF mice had significantly increased ventricular weight to tibial length (Ventricle/TL) and lung wet weight to tibial length (LW/TL) ratios (Fig. 3A,B). In addition, the extent of cardiac fibrosis in *S*^*ΔEC*^ HFpEF mice was significantly increased compared with the hearts from littermate controls (Fig. 3C–F). Therefore, the loss of endothelial SR-B1 promoted cardiac pathological remodeling in HFpEF.

**Figure 3:**
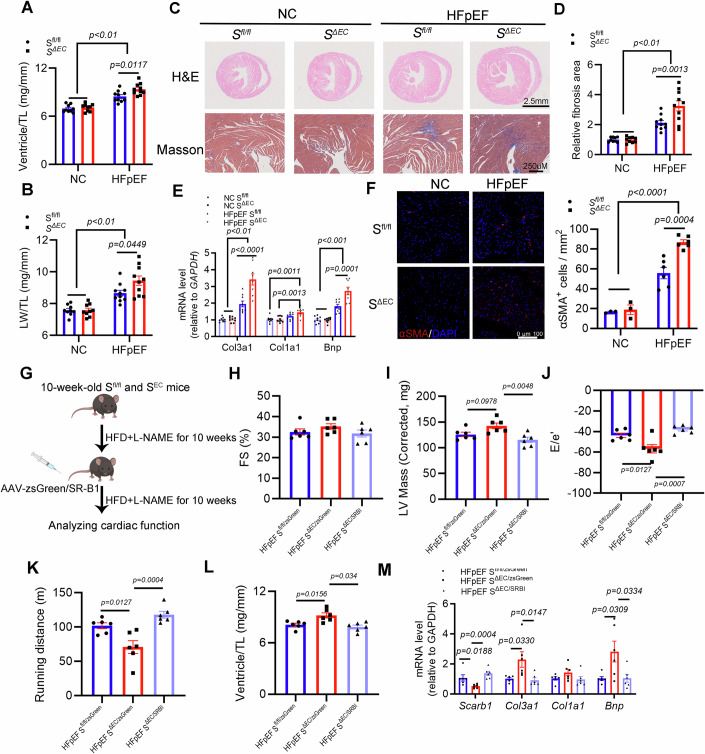
Endothelial-specific SR-B1 deficiency aggravates cardiac pathological remodeling, and AAV-mediated restoration of SR-B1 expression in *S*^*ΔEC*^ mice effectively ameliorates cardiac dysfunction and remodeling induced by SR-B1 deletion. (**A**–**F**) Cardiac pathological examinations were conducted in *S*^*fl/fl*^ and *S*^*ΔEC*^ mice euthanized after 20 weeks of either a normal diet or HFD plus _L_-NAME (A two-way ANOVA followed by Bonferroni post-hoc test was applied to assess the significant difference). (**A**) Ratio between cardiac ventricle weight and tibia length (TL) in *S*^*fl/fl*^ and *S*^*ΔEC*^ mice euthanized after 20 weeks of normal diet or HFD plus _L_-NAME (*n* = 9, 9, 10, 10). (**B**) Ratio between wet lung weight and TL (*n* = 9, 9, 10, 10). (**C**) Representative images of hematoxylin & eosin (H&E; scale bar, 2.5 mm) and Masson’s trichrome (MT; scale bar, 250 μm) staining in transversal sections of heart. (**D**) Fibrosis area in Masson’s trichrome-stained transversal sections was analyzed (*n* = 9, 9, 10, 10). (**E**) *Col3a1, Col1a1*, and *Bnp* mRNA abundance in the left cardiac ventricle were measured *via* RT-qPCR (*n* = 9, 9, 9, 8). (**F**) Representative images of immunofluorescence staining of αSMA to label myofibroblast co-stained with DAPI in the left cardiac ventricle of *S*^*fl/fl*^ and *S*^*ΔEC*^ mice (left panel; scale bar, 100 μm); αSMA-positive cell per mm^2^ was counted (right panel, *n* = 3, 3, 6, 6). (**G**–**M**) Endothelial SR-B1 gain-of-function, achieved through AAV1 tail vein injection in *S*^*ΔEC*^ and *S*^*fl/fl*^ mice, was evaluated using echocardiography and pathological analysis (*n* = 6; statistical analyses were performed using one-way ANOVA with Bonferroni’s post-hoc test or Kruskal–Wallis test with Dunn’s post-hoc test). (**G**) Schematic illustration of the experimental design. (**H**) FS. (**I**) LV mass. (**J**) E/e′ ratio. (**K**) Running distance. (**L**) Ratio between cardiac ventricle weight and TL. (**M**) The mRNA expression levels of *Scarb1*, *Col3a1*, *Col1a1*, and *Bnp* in the left ventricle were quantified using RT-qPCR. All numerical data were presented as mean ± SEM. Source data are available online for this figure.

To determine whether the observed phenotype could be rescued through SR-B1 restoration in cardiac endothelial cells, we employed an adeno-associated virus 1 (AAV1)-mediated endothelial delivery system. Based on previous literature, we preselected four AAV serotypes for initial screening: AAV1 (Chen et al, 2005), AAV2 (Qi et al, 2012), AAV9, and the mutant RGDLRVS-AAV9 (Huang et al, 2021). For endothelial-specific expression, we utilized the Cdh5 promoter, a well-established endothelial cell-specific marker (Appendix Fig. S4A). Through immunofluorescence and Western blot analyses 3 weeks after post-injection virus, we identified that the AAV1 serotype combined with the Cdh5 promoter construct demonstrated optimal transduction efficiency and specificity for subsequent gene delivery experiments (Appendix Fig. S4B–E).

*S*^*ΔEC*^ and littermate control *S*^*fl/fl*^ mice were subjected to HFD plus _L_-NAME for 10 weeks, followed by tail vein injection of AAV1-Cdh5 expressing zsGreen or SR-B1 (Fig. 3G). Ten weeks post-injection, we conducted comprehensive cardiac functional assessments through echocardiography and exercise tolerance tests. The results demonstrated that SR-B1 restoration significantly ameliorated the exacerbated cardiac hypertrophy, diastolic dysfunction, and exercise-induced fatigue caused by SR-B1 deficiency (Fig. 3H–K). Furthermore, and of particular importance, pathological examinations and RT-qPCR analyses confirmed that SR-B1 reconstitution markedly suppressed the progression of cardiac hypertrophy and cardiac fibrosis in SR-B1-deficient mice (Fig. 3L,M). In summary, these findings collectively demonstrate that AAV1-mediated SR-B1 restoration effectively rescues the pathological phenotypes associated with endothelial SR-B1 deficiency.

### Endothelial SR-B1 is dispensable for the pathogenesis of acute HFrEF induced by transverse aortic constriction (TAC) surgery

To investigate the role of endothelial SR-B1 in HFrEF, *S*^*ΔEC*^ and *S*^*fl/fl*^ control mice were subjected to TAC surgery. Blood pressure at the aortic arch ligation site was measured using an ultrasonic flow Doppler module, which verified that both TAC groups (*S*^*fl/fl*^ TAC and *S*^*ΔEC*^ TAC mice) displayed equivalent pressure gradients across the constriction site (Appendix Fig. S5A). Two weeks post-surgery, both TAC mice groups developed severe dilated heart failure with systolic dysfunction, as evidenced by a significant reduction in FS (mean FS < 20%, Appendix Fig. S5C) and increased LVIDd (Appendix Fig. S5F). Notably, echocardiographic analysis revealed that endothelial SR-B1 deficiency did not alter the progression of cardiac systolic dysfunction or remodeling in this acute HFrEF model (Appendix Fig. S5B–I). Furthermore, pathological examinations and histological analyses demonstrated that SR-B1 knockout did not significantly affect TAC-induced cardiac hypertrophy (Appendix Fig. S5K), pulmonary edema (Appendix Fig. S5L), or fibrosis (Appendix Fig. S5M and 5N). Molecular marker analysis *via* RT-qPCR, including *Bnp*, *Col3a1*, and *Col1a1*, confirmed no significant differences in fibrosis or hypertrophy markers between the two HFrEF groups (Appendix Fig. S5O).

To definitively evaluate the temporal impact of SR-B1, we performed TAC on a new batch of endothelial-specific SR-B1 KO mice. Echocardiography at weeks 2, 4, 6, and 8 post-surgery revealed no significant differences in cardiac function between genotypes (Appendix Fig. S5P–S). Survival analysis showed that mice began to die from the 2nd week post-surgery, with the mortality rate reaching up to 30% by the 8th week (Appendix Fig. S5T). In light of this increased mortality risk, the mice were euthanized. Pathological examination revealed that SR-B1 deficiency did not significantly alter cardiac hypertrophy or pulmonary edema (Appendix Fig. S5U,V).

In summary, endothelial SR-B1 deficiency does not appear to influence disease progression in acute HFrEF induced by TAC.

### Lineage-tracing system reveals that endothelial-to-mesenchymal transition does not contribute to HFpEF cardiac diastolic dysfunction aggravated by endothelial SR-B1 loss in vivo

One key feature of HFpEF is systemic inflammation with high concentrations of IL-1β, IL-6, and tumor necrosis factor-alpha (TNF-α) (Paulus, 2020). Since endothelial-to-mesenchymal transition (EnMT) in vivo is also driven by similar proinflammatory factors (Bischoff, 2019; Evrard et al, 2016; Kovacic et al, 2019), we were interested in investigating whether adult mouse cardiac ECs possess EnMT potential and contribute to fibrosis development in HFpEF, and importantly, if it is driven by endothelial SR-B1 loss. Cell morphology of primary adult mice cardiac ECs isolated from wild-type mice changed dramatically when they were stimulated with TGF-β1 (Fig. 4A), along with significant downregulation of the endothelial marker gene *Cdh5* and upregulation of major characteristic genes of myofibroblasts, such as *Col1a1*, *Col3a1*, and *Acta2* (αSMA) (Fig. 4B). When co-incubated with proinflammatory factors H_2_O_2_ or IL-1β and TGF-β1, adult cardiac ECs exhibited significantly decreased expression of endothelial markers, including CD31 and endothelial nitric oxide synthase (eNOS) (Fig. 4B). Notably, IL-1β, not H_2_O_2_, suppressed the transcriptional upregulation of characteristic myofibroblast markers, including *Acta2* and *Col3a1*, compared with that obtained with incubating TGF-β1 alone. Moreover, TGF-β1 treatment, either alone or in combination with H2O2 or IL-1β, significantly reduced *Scarb1* (SR-B1) transcription. The in vitro findings suggest that adult cardiac ECs possess the potential for EnMT, and SR-B1 is likely involved in this process.

**Figure 4:**
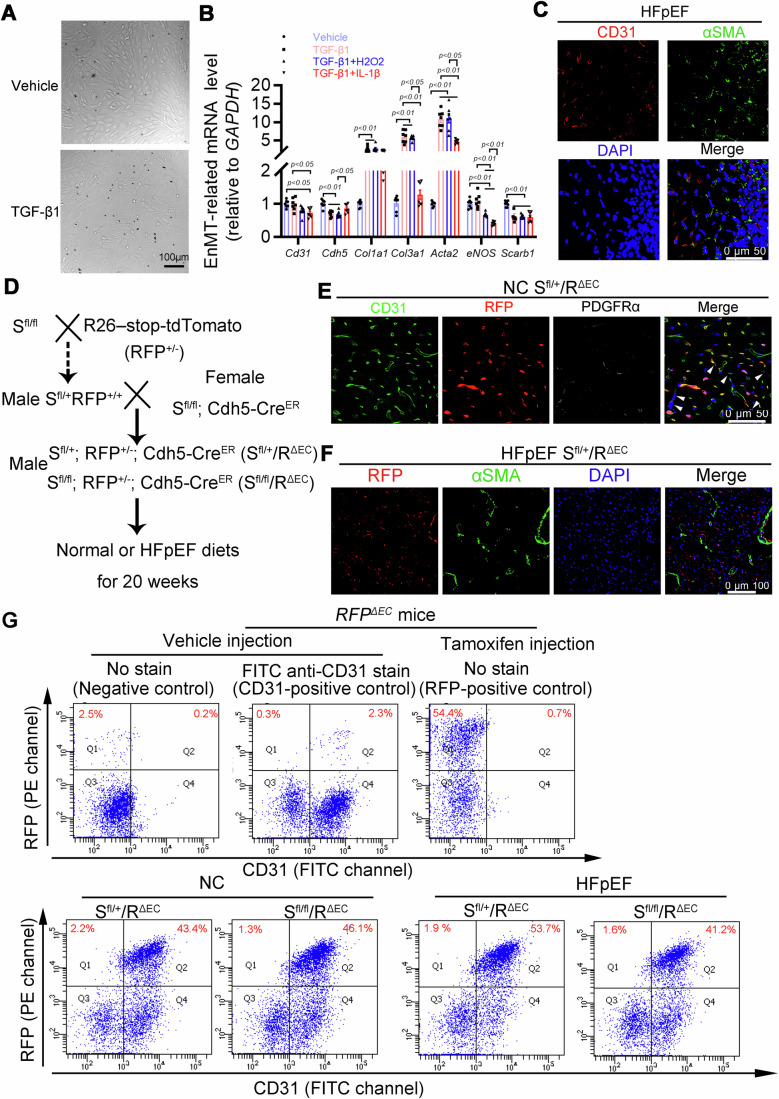
Genetic lineage tracing of endothelial cells in vivo reveals that cardiac endothelial cells cannot transdifferentiate into myofibroblast in HFpEF. (**A**) Representative bright-field images of MCECs incubated with vehicle or 10 ng/mL TGF-β1, captured on day 4, are presented. Scale bar, 100 μm. (**B**) EnMT-related genes and *Scarb1* (SR-B1) mRNA abundance were measured in MCECs isolated from wild-type mice following stimulation with different factors *via* RT-qPCR (*n* = 7). Statistical analyses were performed using distinct approaches based on data distribution characteristics: *Col1a1* and *Col3a1* expression data were analyzed using the Kruskal–Wallis test followed by Dunn’s multiple comparisons test; *Acta2* (αSMA) expression was evaluated using Brown–Forsythe and Welch ANOVA tests with Dunnett’s T3 multiple comparisons; and the remaining genes were assessed using ordinary one-way ANOVA with Bonferroni’s multiple comparisons correction. (**C**) Immunofluorescent staining of CD31 and αSMA to investigate the potential ability of MCECs in the cardiac fibrosis area of HFpEF mice. Scale bar, 50 μm. (**D**) Workflow of experiment to generate endothelial-specific SR-B1-deficient and RFP overexpression mice (a lineage tracing mouse model), investigating the in vivo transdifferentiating fate of endothelial cells in HFpEF in the presence or absence of endothelial SR-B1. (**E**) Immunofluorescent imaging of CD31 and PDGFRα (fibroblast marker protein) signals co-imaged with red fluorescent protein (RFP) in the cardiac ventricle of *S*^*fl/+*^/*R*^*ΔEC*^ mice fed a normal diet (NC) to confirm the successful construction of lineage-tracing mice. Scale bar, 50  μm. (**F**) Fluorescent images after immunofluorescence staining of αSMA in the cardiac ventricle of *S*^*fl/+*^*/R*^*ΔEC*^ mice fed HFD plus _L_- NAME. Scale bar, 100 μm. (**G**) Single cells from lineage-tracing mice of different groups were FACS sorted according to RFP and CD31 expression. Top panel: negative controls from a heart of *RFP*^*ΔEC*^ mice not injected with tamoxifen (left panel); CD31-positive controls from a heart of *RFP*^*ΔEC*^ mice not injected with tamoxifen (middle panel); RFP-positive controls from a heart of *RFP*^*ΔEC*^ mice 2 weeks after tamoxifen injection (right panel). Bottom panel, double-channel signals were presented from isolated left ventricular cells in mice from four different groups. RFP signal was detected with PE channel (*y* axis), while CD31 protein expression was measured through FITC channel (*x* axis). All numerical data were presented as mean ± SEM. Source data are available online for this figure.

Subsequently, we examined EnMT in HFpEF in vivo. Cells expressing both endothelial marker CD31 and myofibroblast marker αSMA were not detected in cardiac fibrotic regions using double-labeling immunofluorescence (Fig. 4C). Furthermore, a triple-transgenic and lineage-tracing mouse model was constructed to visually trace the potential EnMT fate of cardiac ECs in HFpEF, and to investigate whether SR-B1 participates in the EnMT process (Fig. 4D). In both *S*^*fl/fl*^/*R*^*ΔEC*^ mice and control *S*^*fl/+*^/*R*^*ΔEC*^ mice, cardiac endothelial cells would exhibit sustained and specific expression of red fluorescent protein (RFP) following tamoxifen injection, accompanied by the endothelial-specific knockout of SR-B1. Subsequently, immunofluorescence analysis revealed that RFP expression was exclusively localized to cardiac CD31-positive endothelial cells (ECs) and absent in platelet-derived growth factor receptor α (PDGFRα)-positive cardiac fibroblasts 2 weeks post-tamoxifen injection in healthy control mice (NC *S*^*fl/+*^/*R*^*ΔEC*^) (Fig. 4E). Notably, in lineage-tracing *S*^*fl/+*^*/R*^*ΔEC*^ mice subjected to 20 weeks of HFD plus _L_-NAME regimens, no co-localization of αSMA and RFP-positive cells was observed in cardiac tissues (Fig. 4F). Next, fluorescence-activated cell sorting (FACS) was used to further confirm the absence of EnMT in the HFpEF heart. Consistent with the immunofluorescence co-localization data, RFP-positive but CD31-negative cells were undetectable in the hearts of both HFpEF groups (Fig. 4G; Appendix Fig. S6A). Thus, EnMT is not responsible for cardiac fibrosis development in HFpEF mice, even in the absence of SR-B1.

### Endothelial SR-B1 deficiency leads to an increase in the inflammatory CMECs subcluster with high expression of CXCL10 revealed using single-cardiac-endothelial-cell RNA sequencing (scecRNA-seq), accompanied by CXCR3-positive T-cell cardiotropism

To investigate the molecular mechanism *via* which endothelial SR-B1 deficiency aggravated adverse cardiac remodeling and diastolic dysfunction in HFpEF, scecRNA-seq was performed to characterize the transcriptional profiles of ECs purified from triple-transgenic mice (Fig. 5A). 

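RFP-positive left ventricular cells were sorted by FACS and sequenced with the 10x Genomics Chromium assay, which counts unique molecular identifiers (UMIs) at the 3′ ends of the transcripts of each cell. The 4 libraries comprised 2 NC libraries from mice fed a diet with 10% of its energy from fat and 2 HFpEF libraries from mice given 60% fat and 0.5 mg/ml L-NAME, both for 20 weeks. The library labels read Chow diet for NC and HFD plus L-NAME for HFpEF, and the fat contents, dose and time are those of the paper. No Scarb1 genotype is given by the labels, so HFpEF was compared with NC without regard to genotype. The 2 libraries of a diet may differ in genotype. The paper's text does not give the number of mice behind each library. The authors trimmed the reads with fastp, counted UMIs on Ensembl genes of mm10 with CellRanger, and equalized the mapped barcoded reads per cell between samples. Their deposited counts of UMIs per gene and cell are not divided by library size, and they still include cells that fail the authors' filter of over 200 genes and under 20% mitochondrial UMIs. NC library 1 held 30387717 UMIs in 7465 cells (median 3644 UMIs per cell), and NC library 2 held 31517933 UMIs in 6924 cells (median 4035.5). HFpEF library 1 held 11163876 UMIs in 5769 cells (median 1699), and HFpEF library 2 held 48003732 UMIs in 21685 cells (median 1577). Depth per cell thus differed between the diets, and shares of cells with a UMI were computed after each cell was thinned to the same number of UMIs. The authors' filter kept 40154 of the 41843 cells. Cells with 1% or more of their UMIs from hemoglobin genes were also left out, a step added after the cells had been clustered once, which left 7114 and 6687 NC cells and 5440 and 20588 HFpEF cells. Clusters led by markers of other cell types held 2157 of these 39829 cells and were excluded, as the authors excluded contaminating cells. UMI counts were then summed per library over the ECs of a class, because the cells of a library are not independent replicates. Scarb1 (ENSMUSG00000037936), on chromosome 5 of GRCm38 from 125277087 to 125341094, was counted 3018 times in the ECs of NC library 1, or 115.9 CPM (UMIs of the gene scaled by all UMIs of these cells), and 1256 times in NC library 2 (47.7 CPM). It was counted 1086 times in HFpEF library 1 (121.3 CPM) and 2220 times in HFpEF library 2 (54.7 CPM). In the paper's mouse design the loxP sites flank exon 2 of Scarb1, whereas the assay counts 3′ ends, and none of these values was used to assign a genotype.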

First, cardiac ECs were classified into capillary ECs, artery ECs, vein ECs, and lymphatic ECs based on a previously established single-cell transcriptomic atlas (Kalucka et al, 2020) (Fig. 5B; Appendix Fig. S7A). 

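ECs of the 4 libraries formed 16 clusters, which were assigned to classes by marker genes fixed beforehand, such as Gja5, Gja4 and Hey1 for artery ECs, Selp and Vwf for vein ECs, and Prox1 and Lyve1 for lymphatic ECs. Clusters in which none of these sets stood out were taken as capillary ECs, and Car4, Aqp1 and Timp4 were among the leading genes of some of them. Other capillary clusters were led by interferon-induced genes such as Ifit3 or by inflammatory genes such as Il6 and Cxcl10. The names were rebuilt from the counts, so the classes need not hold the same cells as in Fig. 5B. Capillary ECs numbered 27173 and made up 68.9% and 69.3% of the ECs in the NC libraries and 74.9% and 73.4% in the HFpEF libraries. Artery ECs numbered 7549, or 20.9% and 23.3% of NC ECs and 18.2% and 19.2% of HFpEF ECs. Vein ECs numbered 2450, with 8.67% and 5.95% in the NC and 5.90% and 6.08% in the HFpEF libraries. Lymphatic ECs were the rarest of the 4 classes of the study, with 93 cells, between 0.191% and 0.295% of the ECs of a library. A cluster of 240 cells was led by the endocardial marker Npr3 together with vein and fibroblast markers, and 167 cells were led by Mki67, Top2a and Birc5 and kept apart as proliferating ECs. These shares were not compared between the diets, since Thrsp, which was among the leading genes of a capillary cluster, was called between them.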

Heatmap analysis of the top 10 markers revealed distinct signatures for the four EC subclusters (Appendix Fig. S7B). Next, we conducted quantitative analysis of *Scarb1* (SR-B1) expression across cardiac endothelial cell subclusters from healthy control mice (NC *S*^*fl/+*^/*R*^*ΔEC*^). The results demonstrated that *Scarb1* was predominantly and significantly expressed in cardiac capillary endothelial cells (Appendix Fig. S7C,D), which was consistent with histological observations. Furthermore, we analyzed *Scarb1* expression in capillary ECs from four group mice (Appendix Fig. S7E). The results demonstrated reduced *Scarb1* expression in double-floxed mice compared to single-floxed controls (NC *S*^*fl/fl*^/*R*^*ΔEC*^ vs NC *S*^*fl/+*^/*R*^*ΔEC*^ or HFpEF *S*^*fl/fl*^/*R*^*ΔEC*^ vs HFpEF *S*^*fl/+*^/*R*^*ΔEC*^), confirming successful *Scarb1* knockout.

**Figure 5:**
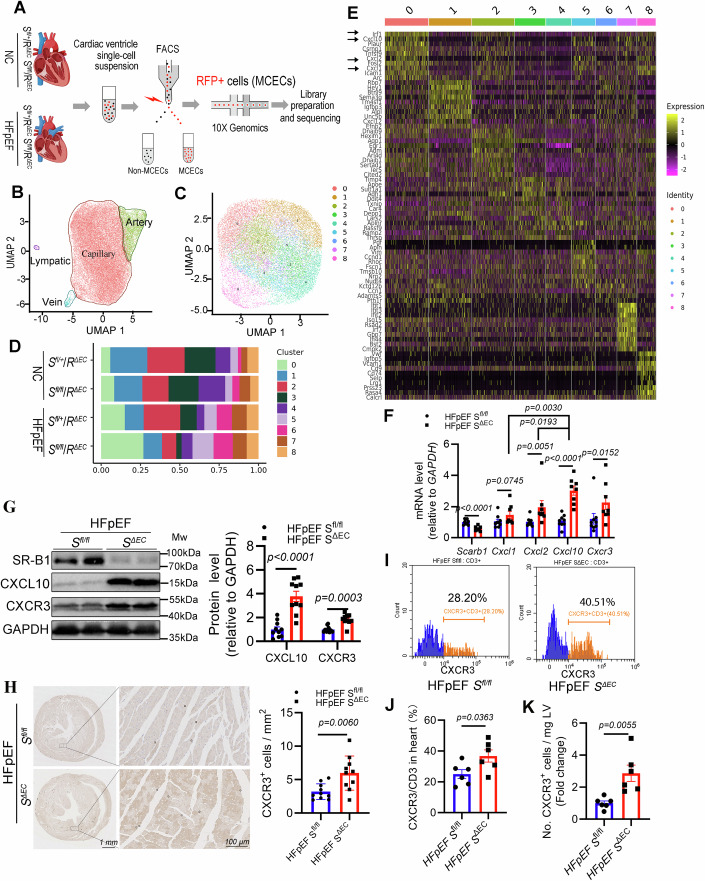
Single-cell RNA sequencing reveals that endothelial SR-B1 deletion promotes inflammatory activation of the cardiac microvascular endothelial cell, which is confirmed by increasing cardiac abundance of CXCL10 and CXCR3-positive T cell infiltration in the left cardiac ventricle. (**A**) A schematic diagram of a single-cell transcriptomic sequencing experiment. (**B**) Projection of cardiac ECs onto UMAP. (**C**) UMAP visualization of cardiac capillary ECs. (**D**) The comparison of the percentage of cardiac capillary EC subclusters from left cardiac ventricles of different groups. (**E**) Heatmap depicts expression levels of differentially expressed marker genes in subclusters of cardiac microvascular ECs. Yellow represents high gene expression, and purple represents low gene expression. (**F**) *Scarb1* (SR-B1)*, Cxcl1, Cxcl2, Cxcl10*, and *Cxcr3* mRNA abundance were measured in left ventricle of *S*^*fl/fl*^ and *S*^*ΔEC*^ HFpEF mice (*n* = 9, 8, the fold change differences between *Cxcl10* and *Cxcl1* or *Cxcl2* were analyzed using a two-way ANOVA followed by Bonferroni post-hoc test, while the remaining comparisons were assessed using Student’s *t* test or Mann–Whitney test). (**G**) Immunoblotting of SR-B1, CXCL10, and CXCR3 in the left ventricle of *S*^*fl/fl*^ and *S*^*ΔEC*^ HFpEF mice (left); densitometric analysis of CXCL10 and CXCR3 protein levels (*n* = 10, right). Significant difference was evaluated *via* Welch’s *t* test for CXCL10, and the Mann–Whitney test for CXCR3. (**H**) Representative immunohistochemical images showing anti-CXCR3 staining (left panel; scale bar, 1 mm or 100 μm for zoom-in image), with corresponding quantitative analysis of CXCR3+ cells in the left ventricle of *S*^*fl/fl*^ and *S*^*ΔEC*^ HFpEF mice (right panel, *n* = 10, Student’s *t* test). (**I**) Representative flow cytometry histograms depicting the percentage of CXCR3 + T cells among CD3 + T cells in the cardiac left ventricle of *S*^*fl/fl*^ and *S*^*ΔEC*^ HFpEF mice, with corresponding quantitative analysis ((**J**), *n* = 6, Student’s *t* test). (**K**) Flow cytometric quantification of cardiac CXCR3 + T cell (*n* = 6, Student’s *t* test). All numerical data were presented as mean ± SEM. Source data are available online for this figure.

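Scarb1 was left out of the genes used for clustering, so that the EC classes were not defined by it. In capillary ECs it reached 127.4 and 53.2 CPM in the NC libraries and 128.1 and 60.1 CPM in the HFpEF libraries. Artery ECs had 110.8 and 38.2 CPM in the NC and 121.8 and 46.4 CPM in the HFpEF libraries, and vein ECs had 75.4, 36.8, 80.8 and 39.6 CPM in the same order. Within a library, the log2 ratio of capillary to artery ECs was 0.28 ± 0.17 (mean ± SD, n = 4 libraries), above 0 in 4 of 4 libraries, with p = 0.13 in a two-sided exact sign-flip permutation test, the smallest p that 4 libraries allow. The capillary class included 2544 cells (subcluster 4 below) with Hey1 and 902 cells (subcluster 8) with Fbln5 among their leading genes, both artery markers, so the classes compared were not cleanly apart. The log2 ratio of capillary to vein ECs was 0.63 ± 0.10 (n = 4), again above 0 in 4 of 4 libraries (exact permutation test, p = 0.13). The spread between the libraries of a diet was larger than either difference between classes. Over 11 other settings the capillary to artery ratio stayed between 0.22 and 0.72 on the log2 scale, and it rose by more than 1.5 times, to 0.47, 0.45 and 0.68, without NC library 1, HFpEF library 1 and HFpEF library 2, respectively. The classes were formed anew whenever a library was left out, so the cells compared also changed. The capillary to vein ratio stayed between 0.47 and 0.87 over 9 settings. Lymphatic ECs yielded 5 Scarb1 UMIs in 93 cells (12.9 CPM) and endocardial ECs 10 UMIs in 240 cells (9.22 CPM). Since 2 of the libraries had no Scarb1 UMI in lymphatic ECs, no ratio was computed for that class. Of the cells excluded, 1639 mural-like cells had 75.5 and 33.1 CPM in the NC and 78.3 and 38.6 CPM in the HFpEF libraries, near the level of vein ECs. The 164 B cells had 60.7 and 35.8 CPM in the NC and 90.6 and 32.9 CPM in the HFpEF libraries. These values were also near those of vein ECs, but they rest on 25 UMIs (41.2 CPM over all libraries). Over all libraries, 69 neutrophils had 41.2 CPM (11 UMIs), 87 T cells 16.0 CPM (6 UMIs) and 161 fibroblasts 15.2 CPM (9 UMIs). No background was subtracted from the values of the EC classes, so part of the artery and vein values may be background. How large a part is not settled, since lymphatic and endocardial ECs, T cells and fibroblasts had lower values than B cells.

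**Figure D1:**
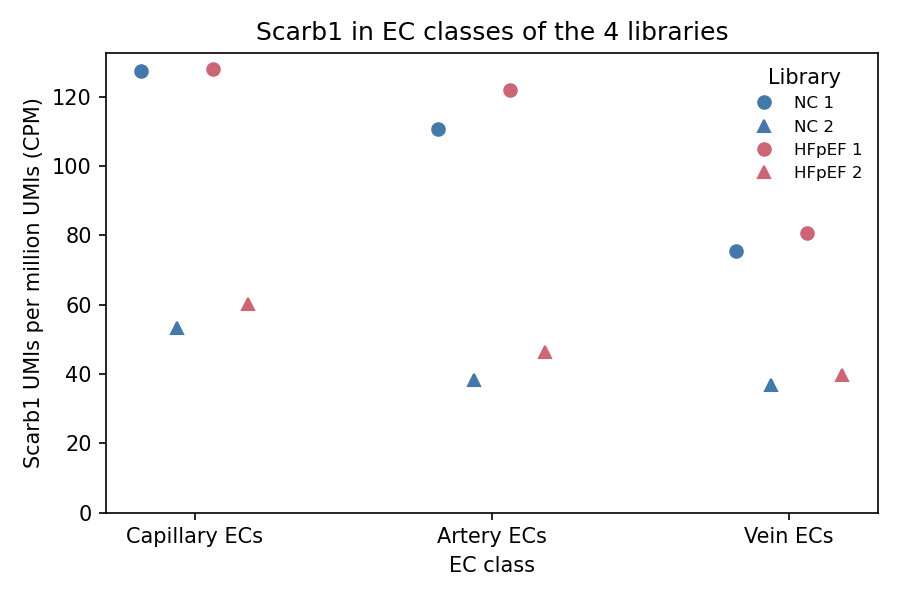
Scarb1 transcripts in CPM (vertical axis) in capillary, artery and vein ECs (horizontal axis), with 1 point per library, coloured by diet and shaped by library number. In all 4 libraries capillary ECs lie above artery ECs, and artery ECs lie above vein ECs.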

Because of the dominant expression of SR-B1 in CMECs, the capillary EC cluster was selected to evaluate further. Hierarchical (unsupervised) clustering identified nine subclusters that were projected onto a two-dimensional uniform manifold approximation and projection (UMAP) plot (Fig. 5C). 

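Capillary ECs were clustered again on 10 principal components, at the lowest resolution of a grid that gave the study's number of subclusters, which was 0.55 for 9 subclusters. The numbers used here are those of this re-clustering, from the largest subcluster (0) to the smallest (8), and they do not correspond to the numbers in Fig. 5C. Irf1, Cxcl1, Cxcl2 and Cxcl10 were left out of the clustering genes, as Scarb1 was. Subcluster 0 held 5526 cells and was led by Zswim3, Arl4d and Adm. Subcluster 1 held 5068 cells and was led by Il6, Adamts4 and Plaur, followed by Cxcl10. Subclusters 7 and 8 had low depth in each library, with medians of 872 and 872 UMIs per cell over all libraries against 2127.5 in subcluster 1. Subcluster 2 (4610 cells, 3462 of them from HFpEF library 2) was deep in the NC libraries (medians of 8213 and 8248 UMIs per cell) and shallow in the HFpEF libraries (750 and 777). Subcluster 3 (3408 cells) was led by Samd5 and Timp4, subcluster 4 (2544 cells) by Cyp1a1 and Hey1, and subcluster 5 (1791 cells) by the interferon-induced genes Ifit3 and Ifit1. Subcluster 6 (1722 cells) was led by Pgf, Apln and Ccl2, and subcluster 8 (902 cells) by Fbln5, Nebl and Sema3g.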

Composition analysis revealed that the proportion of capillary subcluster 0 increased in the HFpEF group, driven by the loss of endothelial SR-B1 (Fig. 5D); subcluster 3 exhibited the opposite effect (Fig. 5D). 

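A list of 17 NF-κB target genes that contains none of the chemokines named in the paper was used to pick an inflammatory subcluster. The rule took the subcluster with the highest mean z-score over the list and picked subcluster 8, whose 902 cells were shallow and led by artery genes. It made up 3.6% (95% exact binomial interval 3.08 to 4.17) and 1.96% (1.56 to 2.42) of NC capillary ECs, and 4.39% (3.76 to 5.09) and 3.35% (3.07 to 3.66) of HFpEF capillary ECs. The means were 2.78 ± 1.16% in NC and 3.87 ± 0.731% in HFpEF (SD, n = 2 libraries each), a difference of 1.09 percentage points with overlapping libraries. The difference was -0.573 percentage points without NC library 1 and 16.98 without HFpEF library 1, because the rule then picked other subclusters. Another rule, the highest summed CPM of the same list, was chosen after these values were seen and picked subcluster 1. It made up 9.07% and 8.92% of NC and 15.2% and 25.6% of HFpEF capillary ECs, a difference of 11.4 percentage points with both HFpEF libraries above both NC libraries. All 10 leading genes of subcluster 1 were higher in HFpEF at an unadjusted p under 0.05 (0 after adjustment over all genes), so its size was not independent of the change in expression. Its separation was not specific, as 7 of the 9 subclusters were separated between the diets: 1, 2, 5 and 6 were higher and 3, 4 and 7 lower in HFpEF. The largest change was that of subcluster 3 of this re-clustering, from 22.2 ± 2.21% to 9.17 ± 3.38% (n = 2 each). When the 2212 genes with an unadjusted p under 0.05 between the diets were kept out of the clustering, 8 subclusters formed. The summed rule then picked a subcluster with 5.80 ± 2.67% of NC and 6.31 ± 1.76% of HFpEF capillary ECs (n = 2 each), and the z-score rule picked one with 6.09 ± 0.480% and 6.78 ± 1.01%, neither separated between the diets. The genes left out were chosen by their difference between the diets, so a loss of separation was expected and did not decide whether the share differed. 2 libraries against 2 allow no permutation p below 0.33, so no permutation test was made. No other test of the shares was run. Genotype was not assigned, and the part of the comparison that concerns the loss of SR-B1 was not analysed here.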

The heatmap of enriched Kyoto Encyclopedia for Genes and Genomes (KEGG) pathways showed that signature marker genes in subcluster 0 were associated with proinflammatory pathways, including TNF-, IL-17-, and NF-kappa B-signaling pathways, whereas theses pathways were relatively inactive in subcluster 3 (Appendix Fig. S7F). The top differentially expressed genes in subcluster 0 mainly included chemokines, such as *Cxcl10*, *Cxcl2*, and *Cxcl1* (Fig. 5E). Moreover, the top three differential pathways activated in subcluster 0 were closely related to high expression of these chemokines (Appendix Fig. S7G). Therefore, we propose that SR-B1 deletion drives activation of the inflammatory CMEC subcluster, likely by directly upregulating key chemokine concentrations.

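Irf1 (ENSMUSG00000018899) lies on chromosome 11 of GRCm38 from 53770014 to 53778374, Cxcl10 (ENSMUSG00000034855) on chromosome 5 from 92346638 to 92348889, Cxcl1 (ENSMUSG00000029380) on chromosome 5 from 90891241 to 90893115, and Cxcl2 (ENSMUSG00000058427) on chromosome 5 from 90903871 to 90905938. In subcluster 8, picked by the z-score rule, Cxcl10 was lower than in the other capillary ECs of the same library, with a log2 ratio of -0.70 ± 0.42 (SD, n = 4 libraries, exact sign-flip permutation test, p = 0.13). Cxcl1 did not differ there (-0.06 ± 0.22, exact p = 0.75), and Cxcl2 was lower in 3 of 4 libraries (-0.66 ± 0.83, exact p = 0.25). In subcluster 1, picked by the summed rule that was chosen after these values were seen, the log2 ratio was 1.94 ± 0.40 for Cxcl10, 1.05 ± 0.10 for Cxcl1 and 1.72 ± 0.36 for Cxcl2 (n = 4). Each was above 0 in 4 of 4 libraries (exact permutation test, p = 0.13). Cxcl10 reached 393.7 ± 89.1 CPM in subcluster 1 against 90.4 ± 19.0 CPM in subcluster 8, and it was highest in subcluster 1 in 4 of 4 libraries. Cxcl1 reached 564.5 ± 103.7 CPM in subcluster 1 and was highest there in 3 of 4 libraries, while Cxcl2 reached 276.2 ± 58.3 CPM and was highest there in 2 of 4, with subcluster 6 above it in the others. By fold against the other capillary ECs, Cxcl10 ranked 4, Cxcl2 ranked 7 and Cxcl1 ranked 48 of 31240 genes in subcluster 1. The ratios varied with the clustering and the subcluster picked from it: at resolution 0.8 the z-score rule gave a Cxcl10 log2 ratio of 2.80, and over 16 clusterings it picked a subcluster led by Il6 and Adamts4 in 8 and one led by Pgf and Apln in 7. With genes that differed between the diets kept out of the clustering, the summed rule gave 0.0663 for Cxcl10, above 0 in 2 of 4 libraries. Without HFpEF library 2 the summed rule gave 0.83 for Cxcl10, less than the 1.94 over all libraries by more than 1.5 times. The cells were clustered again there, and the subcluster picked held 21.3% of NC and 27.9% of HFpEF capillary ECs. With all libraries these means were 8.99% and 20.4%. The lower ratio thus came with other cells and cannot be put down to HFpEF library 2 itself.

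**Figure D2:**
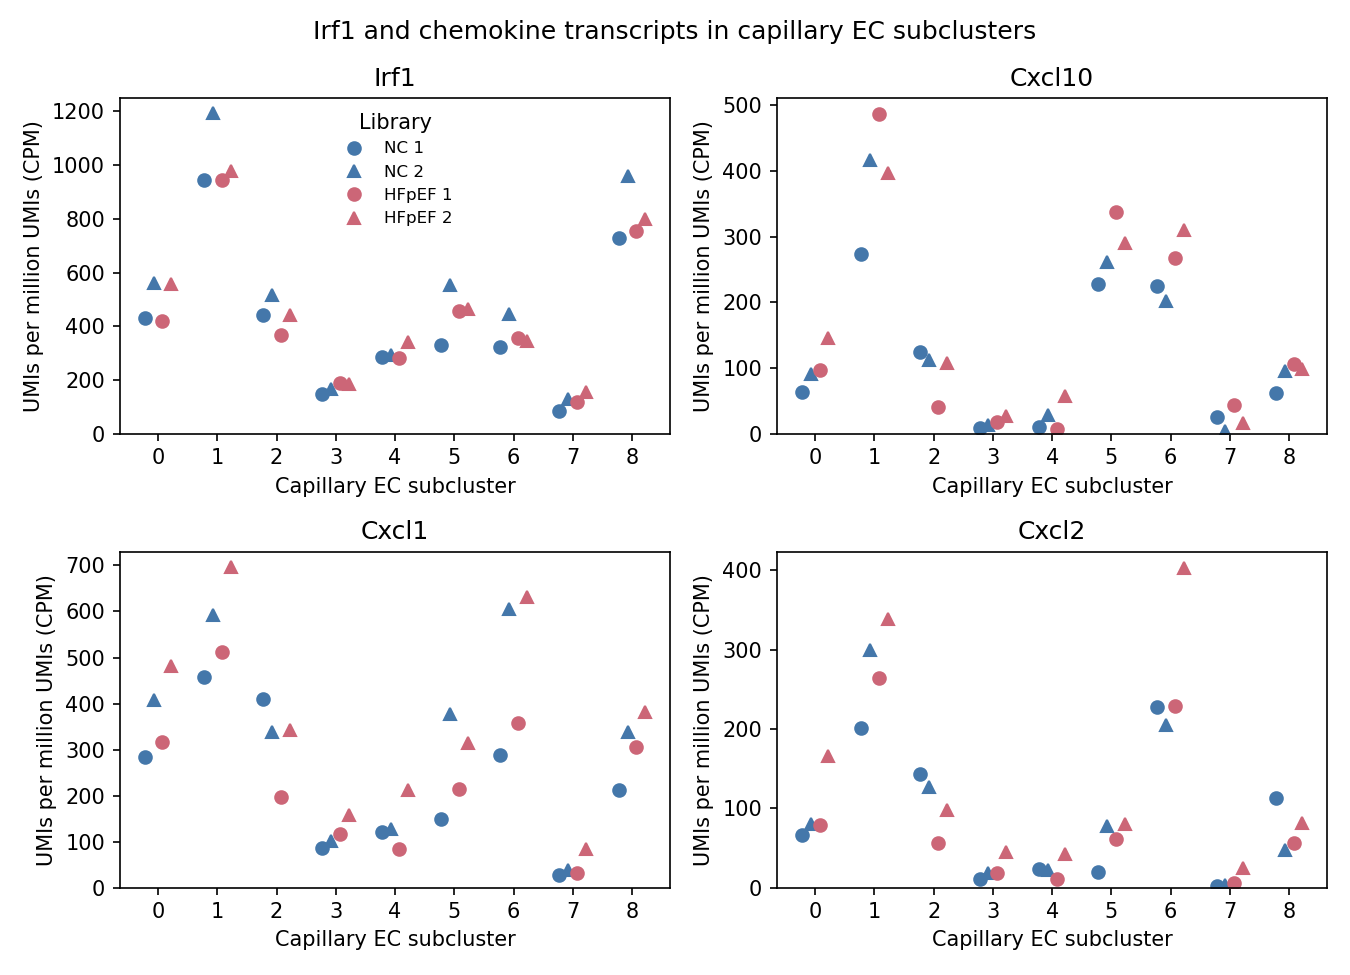
Irf1, Cxcl10, Cxcl1 and Cxcl2 transcripts in CPM (vertical axes) in each of the 9 capillary EC subclusters (horizontal axes), with 1 point per library. Irf1 and Cxcl10 are highest in subcluster 1 in 4 of 4 libraries.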

To test this hypothesis, we quantified the transcript levels of *Cxcl10*, *Cxcl1*, and *Cxcl2* in heart tissues from HFpEF mice. The analysis revealed Cxcl10 was the differentially expressed gene with the highest fold change compared to Cxcl1 and Cxcl2 (Fig. 5F). Similarly, CXCL10 protein was significantly upregulated in *S*^*ΔEC*^ HFpEF hearts compared to *S*^*fl/fl*^ HFpEF hearts (Fig. 5G). In addition, the mRNA and protein abundances of CXCR3, a specific receptor for CXCL10, were also significantly higher in *S*^*ΔEC*^ HFpEF hearts than in *S*^*fl/fl*^ HFpEF hearts (Fig. 5F,G).

Next, our immunofluorescent staining results confirmed that CXCR3 is predominantly expressed in T cells in the heart (Appendix Fig. S8A), consistent with a single-cell dataset (Appendix Fig. S8B). Furthermore, immunohistochemical staining revealed a significant accumulation of CXCR3-positive cells in the left ventricle of *S*^*ΔEC*^ HFpEF mice compared to their *S*^*fl/fl*^ HFpEF counterparts (Fig. 5H). To further confirm that SR-B1 deficiency promotes CXCR3 + T cell infiltration in the heart, flow cytometry analysis was performed (the gating strategy is presented in Appendix Fig. S6B). The results demonstrated that SR-B1 deficiency increased the CXCR3 + T cell/CD3 + T cell ratio (Fig. 5I,J), and enhanced the infiltration of both CXCR3 + T cells (Fig. 5K) and total CD3 + T cells (Appendix Fig. S8C) in HFpEF cardiac left ventricle, without affecting the populations of CD45+ and CD11b+ cells (Appendix Fig. S8C).

Previous studies have demonstrated that T cell infiltration contributes to cardiac hypertrophy and dysfunction, involving peripheral CD4 + T cell expansion (Smolgovsky et al, 2023). However, whether systemic CXCR3 + T cells are also expanded in HFpEF remains unclear. To address this, we conducted flow cytometry analysis on cardiac tissues and blood samples from HFpEF mice and their controls after 10 weeks of dietary intervention (the gating strategy for immune cells of heart or blood is presented in Appendix Fig. S6B,C). As shown in Appendix Fig. S8D,E, in addition to the increased numbers of CD45 + , CD11b + , and CD3+ cells, CXCR3 + T cells were significantly elevated in both cardiac tissues and peripheral blood of HFpEF mice. Notably, while the proportion of CXCR3 + T cells within the total T-cell population was markedly increased in cardiac tissues, no such change was observed in peripheral blood (Appendix Fig. S8D,E). This discrepancy suggests that the CXCR3-positive T-cells cardiotropism may be regulated by the spatiotemporal expression of endogenous chemokines within the local myocardial microenvironment, potentially including CXCR3 ligands such as CXCL9, CXCL10, and CXCL11.

Based on these findings, we propose that CXCL10, produced as a result of inflammatory activation in the cardiac microvascular endothelial cell (CMEC) subcluster driven by endothelial SR-B1 deletion, acts as a critical mediator of increased diastolic dysfunction through CXCR3 + T cell infiltration in the heart.

### The activation of IRF1 likely responsible for CXCL10 upregulation by SR-B1 deletion

We attempted to link SR-B1 and CXCL10 in primary human CMECs (HCMECs). In HCMECs with SR-B1 deficiency, *CXCL10* transcript was upregulated with a greater fold change than *CXCL1* and *CXCL2* (Fig. 6A). Previously, it has been reported that obesity, as a key comorbidity of HFpEF, causes systemic chronic inflammation (Paulus and Tschope, 2013), with significantly high levels of endotoxin (Bowser et al, 2020; Ding et al, 2020). To determine the mechanisms underlying the inverse SR-B1/CXCL10 relationship, the endotoxin lipopolysaccharide (LPS) was used to induce the inflammatory activation of HCMECs, and CXCL10 was also upregulated significantly in HCMECs with SR-B1 knockdown when treated with LPS (Fig. 6B,C). Furthermore, reconstitution of SR-B1 in HCMECs reduced the CXCL10 protein abundance (Fig. 6D). The findings indicate that the presence of SR-B1 prevents CXCL10 expression, thus inhibiting inflammation activation.

**Figure 6:**
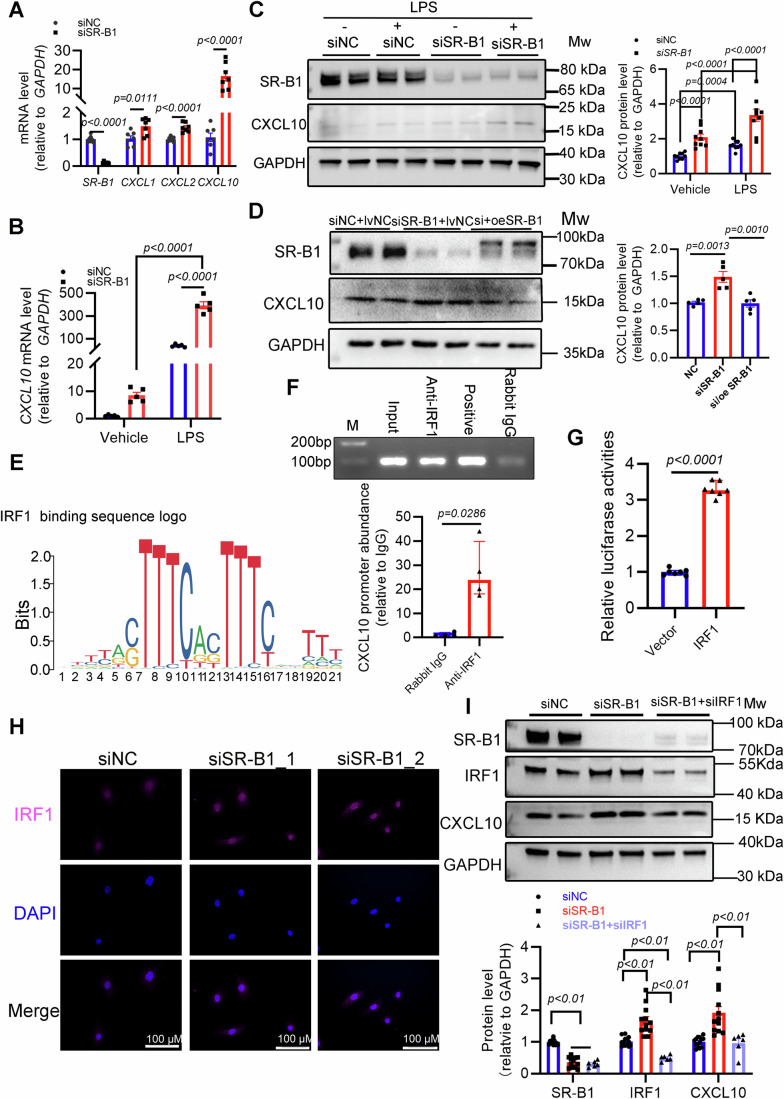
The transcriptional factor IRF1 is identified as a direct mediator responsible for CXCL10 transcript upregulated by microvascular endothelial SR-B1 deletion. (**A**) *SCARB1* (SR-B1), *CXCL1*, *CXCL2*, and *CXCL10* mRNA abundances were measured in HCMECs transfected with *SCARB1* siRNA (siSR-B1) or a normal control siRNA (siNC). Significant differences were analyzed by Student’s *t* test (*n* = 7). (**B**) *CXCL10* mRNA abundance was determined in different groups *via* RT-qPCR (*n* = 5; statistical differences were evaluated by two-way ANOVA followed by Bonferroni post-hoc test). HCMECs transfected with siNC or siSR-B1 were incubated with lipopolysaccharide (LPS, 20 ng/mL) for 8 h. (**C**) CXCL10 protein abundance was evaluated in the four groups by immunoblotting (*n* = 9; two-way ANOVA followed by Bonferroni post-hoc test). (**D**) SR-B1 and CXCL10 protein abundance was assessed by immunoblotting in HCMECs co-transfected with siRNA (siNC or siSR-B1) and lentivirus (overexpression of homoSR-B1 [oeSR-B1] or control lentivirus [lvNC]), and analyzed *via* one-way ANOVA followed by Bonferroni post-hoc test (*n* = 5). (**E**) IRF1-binding motif obtained from JASPAR website (Matrix ID Ma0050.2). Predicted site was located in *CXCL10* promoter at 79–99 bp. (**F**) Agarose gel electrophoresis of PCR-amplified products based on chromatin immunoprecipitation assay to investigate the possibility of IRF1 binding to the *CXCL10* gene promoter in HCMECs incubated with LPS (upper panel); *CXCL10* promoter abundance was quantified by qPCR (*n* = 4, lower panel). The Mann–Whitney test was used. (**G**) Luciferase reporter analysis in 293T cells (*n* = 7). Significant difference was evaluated by Student’s *t* test. (**H**) Immunofluorescent staining of IRF1 co-stained with DAPI to compare nucleus signals of IRF1 in HCMECs when SR-B1 presence or absence. Scale bar, 100 μm. (**I**) Representative immunoblot images showing protein expression profiles of SR-B1, IRF1, CXCL10, and GAPDH in HCMECs following transfection with control siNC, siSR-B1, or combined siSR-B1 and siIRF1 (upper panel), and quantitative densitometric analysis of relative protein expression levels for SR-B1, CXCL10, and IRF1 (lower panel, *n* = 13, 12, 6, Brown–Forsythe test and Welch ANOVA with Dunnett’s T3 multiple comparisons). All numerical data were presented as mean ± SEM. Source data are available online for this figure.

We next explored the molecular mechanisms underlying SR-B1-mediated CXCL10 regulation using the PROMO tool v2.0 to predict the potential transcription factors that bind to the *CXCL10* promoter. The promoter sequence (Appendix Fig. S9A), identified through the Ensemble website, was uploaded to PROMO for analysis, and the results are presented in Appendix Fig. S9B. Notably, IRF1 ranked ninth among the predicted transcription factors but emerged as the top-ranked marker gene in the proinflammatory subcluster 0 of capillary endothelial cells (Fig. 5E). 

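In subcluster 1, Irf1 reached 1015 ± 120.3 CPM (SD, n = 4 libraries), the highest level of any capillary subcluster in 4 of 4 libraries. Subcluster 8 followed in each library, with 809.6 ± 103.1 CPM. Against the other capillary ECs of the same library, the log2 ratio of Irf1 was 1.42 ± 0.17 in subcluster 1 and 0.77 ± 0.27 in subcluster 8, both above 0 in 4 of 4 libraries (exact sign-flip permutation test, p = 0.13). Ranked by fold over 31240 genes, Irf1 stood 19 in subcluster 1 and 850 in subcluster 8. The ratio for the z-score rule was -0.34 when NC library 1 was left out, since another subcluster was then picked, and that for the summed rule stayed between 0.50 and 1.66 over 16 settings. From the rank of IRF1 among the predicted factors and among the marker genes of its subcluster 0, the paper goes on to test whether IRF1 binds the CXCL10 promoter.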

Subsequently, chromatin immunoprecipitation followed by qPCR (Chip-qPCR) confirmed that IRF1 can bind to the *CXCL10* promoter (Fig. 6E,F). A dual-luciferase assay further demonstrated that *CXCL10* promoter-driven signals were increased significantly in IRF1-overexpressing cells compared to the control (Fig. 6G). Furthermore, immunofluorescent staining indicated predominant nuclear localization of IRF1 in HCMECs, with intensified signal upon SR-B1 deficiency (Fig. 6H). Therefore, we hypothesized that IRF1 directly mediates the transcriptional upregulation of CXCL10 under conditions of SR-B1 deficiency. An in vitro rescue assay verified that IRF1 is required for CXCL10 protein upregulation following SR-B1 loss (Fig. 6I).

Previous studies have established a causative role for elevated IRF1 in heart failure pathogenesis (Huang et al, 2020; Jiang et al, 2014). Given our in vitro data and this documented detrimental role of IRF1, we hypothesized that in vivo, endothelial-specific knockout of IRF1 would alleviate HFpEF pathology by suppressing CXCL10 upregulation. 

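Irf1 in capillary ECs reached 394.4 and 468.3 CPM in the NC libraries and 479.1 and 591.8 CPM in the HFpEF libraries, normalized by edgeR's TMM method. The means were 431.4 ± 52.3 and 535.5 ± 79.7 CPM (SD, n = 2 libraries each), and the log2 fold change was 0.31 (standard error 0.14, adjusted p = 0.285 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 12252 genes). Both HFpEF libraries lay above both NC libraries, by less than the spread within HFpEF. Over 12 other settings the fold change stayed between 0.15 and 0.46, with adjusted p between 0.153 and 0.464 in the 8 that allow a test, and the lowest value came without HFpEF library 2. Cxcl10 had 87.3 and 115.8 CPM in NC and 186.1 and 228.1 CPM in HFpEF, a log2 fold change of 1.03 (standard error 0.16, adjusted p = 0.0647 from the same test). Its adjusted p ranged from 1.1e-12 to 0.114 over 8 settings, below 0.05 in 3 of them. These were DESeq2 (log2 fold change 1.03), the fit without the low-count filter and a fit with a replicate block. The block was the library number, which is not known to pair the libraries, and gave an adjusted p of 0.00335 from edgeR's test. The lowest adjusted p came without the low-count filter. There the standard error of Scarb1 was 0.13, against 0.42 in the main fit, although its NC libraries had 128.0 and 53.3 CPM. That fit thus took up little of the spread between libraries, and its adjusted p is too low to rely on. Cxcl2 changed by 0.90 (standard error 0.25, adjusted p = 0.145) and Cxcl1 by 0.51 (standard error 0.21, adjusted p = 0.258), with overlapping libraries for Cxcl1. Without HFpEF library 2 these values fell to 0.36 for Cxcl2 and 0.12 for Cxcl1. With all libraries and the block, edgeR's adjusted p was 0.0204 for Cxcl2 and 0.112 for Cxcl1. Of the 15 genes the paper names for these cells, 12 had enough counts to be tested, 0 passed adjustment over all genes, and 4 (Cxcl10, Cxcl2, Cxcl9 and Col1a1) passed adjusted over the list alone, where Irf1 had an adjusted p of 0.0923. The paper names Cxcl10, Cxcl2, Cxcl1 and Irf1 as leading genes of a subcluster in its own single-cell data. The list was thus partly drawn from the data tested, and adjustment over it is no independent support. Col1a1 had only 2, 2, 4 and 17 UMIs in the 4 libraries. Over all genes, 2212 had an unadjusted p under 0.05 and 4 were called. With the block 229 genes were called, and with crossed library numbers as the block 1 gene was.
After thinning to 1000 UMIs per cell, 27.2% and 29.9% of NC and 31.6% and 38.2% of HFpEF capillary ECs had an Irf1 UMI. The thinned shares for Cxcl10 were 3.06% (95% exact binomial interval 2.57 to 3.62) and 4.37% (3.76 to 5.05) in NC, and 7.11% (6.21 to 8.10) and 10.2% (9.65 to 10.9) in HFpEF. In B cells, which should lack Cxcl10, 1 of 140 thinned cells (0.714%) had a UMI, at a median depth of 2874 UMIs before thinning against 1890 in capillary ECs. Other excluded cells carried more: without thinning, 12.6% of 87 T cells had a Cxcl10 UMI against 1.83% of B cells and 10.4% of capillary ECs, and T cells had 20.7 and 8.58 CPM in NC (1 UMI each) and 116.0 and 119.3 CPM in HFpEF (6 and 19 UMIs), so B cells did not bound the background in every cell type. For Irf1 no cell type in these libraries is known to lack it, and 22.1% of thinned B cells had a UMI. Thinning left out 385 and 271 NC cells and 881 and 4571 HFpEF cells with fewer UMIs, so it removed more of the HFpEF libraries. Without thinning, the Irf1 shares were 52.0%, 57.5%, 41.5% and 48.4%, lower in HFpEF and so opposite in direction to the CPM, in cells that had fewer UMIs in HFpEF.

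**Figure D3:**
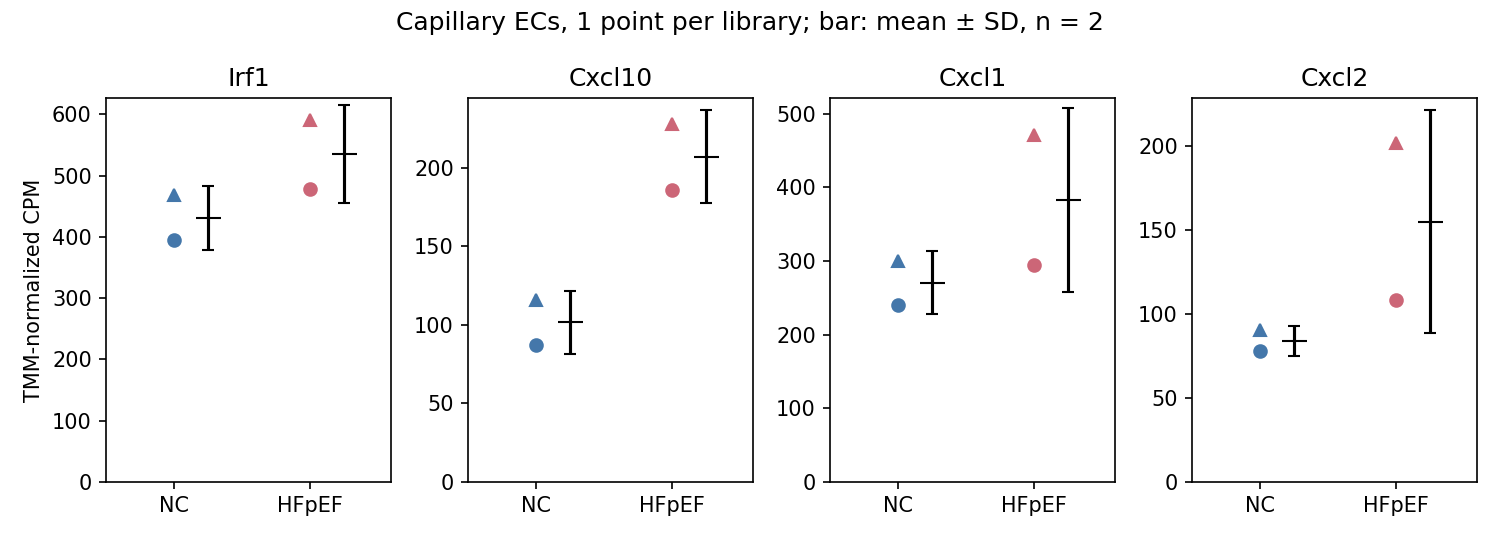
TMM-normalized CPM of Irf1, Cxcl10, Cxcl1 and Cxcl2 (vertical axes) in capillary ECs of NC and HFpEF hearts (horizontal axes), with 1 point per library and the mean ± SD of 2 libraries as a bar. Both HFpEF libraries lie above both NC libraries for Irf1, Cxcl10 and Cxcl2, and the libraries overlap for Cxcl1.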

First, we confirmed significantly elevated IRF1 expression in cardiac endothelial cells from HFpEF hearts compared to healthy controls (Appendix Fig. S10A–C). Second, considering the observed progressive decrease in SR-B1 expression during HFpEF, we employed an RGD-peptide-conjugated nanoparticle (RGD-Nano) system (Liu et al, 2019) to specifically knock down IRF1 in cardiac endothelial cells of mice with HFpEF on a wild-type background, rather than in endothelial SR-B1 KO mice.

Initially, we conducted in vitro screening using the mouse endothelial cell line H5V and identified an effective siRNA sequence targeting Irf1 (siIrf1). This sequence significantly downregulated *Cxcl10* expression to 29% of baseline levels, as confirmed by RT-qPCR (Appendix Fig. S10D). To ensure the specificity of the nanomaterial delivery to cardiac endothelial cells, we conjugated Cy5.5 to RGD-Nano and performed fluorescence imaging on cardiac slices. The results demonstrated that the nanomaterials specifically targeted CD31-positive cardiac endothelial cells (Appendix Fig. S10E). Subsequently, we isolated cardiac endothelial cells from mice injected with RGD-Nano formulating either siIrf1 or its scramble control siRNA (siNC). RT-qPCR analysis confirmed the efficient knockdown of *Irf1* in vivo, which was accompanied by a significant reduction in *Cxcl10* expression (~50%) (Appendix Fig. S10F), consistent with our in vitro findings.

To evaluate the therapeutic potential of IRF1 knockdown, we subjected 10-week-old mice to a 10-week HFD plus _L_-NAME treatment to induce HFpEF, followed by intravenous injection of siRNA-formulating RGD-Nano particles every 3 days (Appendix Fig. S10G). Prior to treatment, there were no significant differences in body weight, blood glucose, or blood pressure between the two HFpEF groups (Appendix Fig. S10H–K). During the 10-week nanomedicine treatment period, the siNC HFpEF group exhibited severe mortality (5 out of 7 mice died), whereas the siIrf1 group showed a higher survival rate (with only 1 death out of 10 mice). This mortality may be attributed to systolic dysfunction (evidenced by a significant decrease in FS) (Appendix Fig. S10L), because only HFD plus L-NAME regimens did not contribute to a significant reduction in FS, suggesting that long-term RGD-Nano injections might have adversely affected cardiac function. Importantly, pathological examination revealed that IRF1 knockdown significantly attenuated cardiac hypertrophic remodeling, supporting our hypothesis that elevated IRF1 exacerbates cardiac dysfunction in SR-B1-deficient mice (Appendix Fig. S10N).

In summary, our in vitro findings confirm that IRF1 activation directly drives CXCL10 upregulation when SR-B1 loss, and in vivo IRF1 knockdown effectively inhibits cardiac hypertrophy, highlighting its promising potential as a therapeutic target for HFpEF.

### Endothelial-limited CXCL10 overexpression in vivo promotes CXCR3 + T infiltration in the heart, and aggravates cardiac diastolic dysfunction and pathological remodeling in HFpEF

We attempted to investigate the in vivo role of CXCL10 in SR-B1 deficiency-mediated HFpEF adverse cardiac remodeling through endothelial-specific AAV1 delivery, and to determine whether CXCL10 is sufficient to recruit CXCR3 + T cells into cardiac tissue. Wild-type mice were subjected to HFD plus _L_-NAME for 10 weeks, after which they received tail vein injections of AAV1 vectors expressing either zsGreen or CXCL10, followed by an additional 10 weeks of the same dietary regimen (Fig. 7A). Echocardiography revealed preserved FS between the two HFpEF groups (Fig. 7B). However, HFpEF mice overexpressing endothelial CXCL10, i.e., AAV1-Cdh5-CXCL10-injected mice, exhibited more severe myocardial remodeling and diastolic dysfunction than AAV1-ZsGreen-injected HFpEF mice (Fig. 7C–H). Exercise exhaustion test confirmed that CXCL10 overexpressed mice exhibited significantly reduced running distances, indicating severe reduction in cardiac functional reserve (Fig. 7I). Further ex vivo assessment revealed that AAV1-CXCL10-injected HFpEF mice had more severe cardiac ventricular hypertrophy and pulmonary edema than AAV1-ZsGreen-injected HFpEF mice (Fig. 7J,K). Histological and molecular analyses revealed that hearts from CXCL10-overexpressing HFpEF mice exhibited more severe fibrosis and hypertrophy (Fig. 7L–N). Therefore, endothelial-selective CXCL10 overexpression compromised cardiac function, which was analogous to the SR-B1 deficiency phenotype.

**Figure 7:**
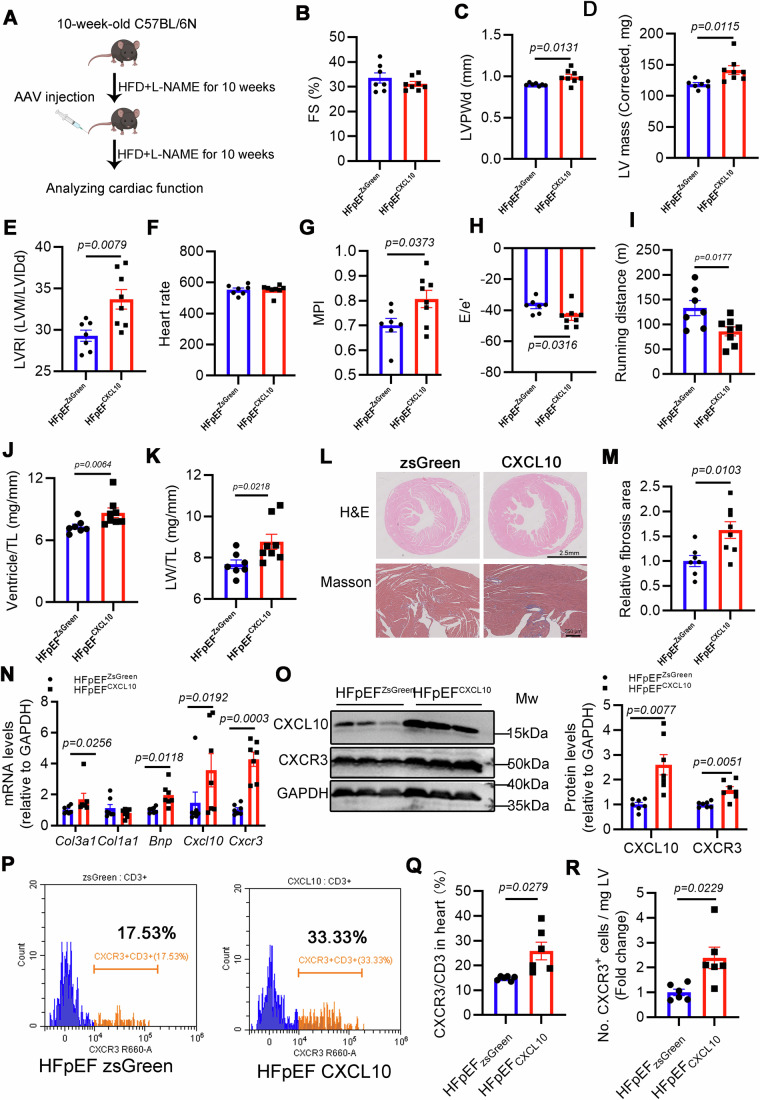
Endothelial-restricted CXCL10 overexpression deteriorates cardiac diastolic dysfunction and pathological remodeling in HFpEF, correlating with enhanced infiltration of CXCR3 + T cells in the heart. (**A**) A schematic diagram of the experiment workflow to investigate the role of endothelial CXCL10 in HFpEF mice. Echocardiographic evaluation of cardiac functional changes of HFpEF mice infected with AAV1-mediated endothelial-restricted CXCL10 (*HFpEF*^*CXCL10*^) or control ZsGreen (*HFpEF*^*ZsGreen*^) delivery ((**B**–**I**), *n* = 7, 8; statistical differences were evaluated by Student’s *t* test). (**B**) FS. (**C**) LVPWd. (**D**) LV mass, left ventricular mass. (**E**) LVRI. (**F**) Heart rate in parasternal short-axis view. (**G**) MPI. (**H**) E/e′ ratio. (**I**) Running distance during the exercise exhaustion test. (**J**) Ratio between cardiac ventricle weight and tibia length (TL) (*n* = 7, 8; Mann–Whitney test). (**K**) Ratio between wet lung weight and TL (*n* = 7, 8; Mann–Whitney test). (**L**) Representative images of H&E (scale bar, 2.5 mm) and MT (scale bar, 250 μm) staining. (**M**) Fibrosis area in MT-stained transversal sections relative to *HFpEF*^*ZsGreen*^ mice (*n* = 7, 8; Student’s *t* test). (**N**) *Col3a1*, *Col1a1*, *Bnp*, *Cxcl10*, and *Cxcr3* mRNA abundance in the left cardiac ventricle was measured *via* RT-qPCR (*n* = 7, Mann–Whitney test or Welch’s *t* test). (**O**) CXCL10 and CXCR3 protein abundances in *HFpEF*^*ZsGreen*^ and *HFpEF*^*CXCL10*^ hearts were measured *via* immunoblotting and evaluated according to the densitometric data (*n* = 7, Welch’s *t* test). (**P**) Representative flow cytometry histograms depicting the percentage of CXCR3 + T cells among CD3 + T cells in mouse cardiac left ventricle, with corresponding quantitative analysis ((**Q**), *n* = 6, Welch’s *t* test). (**R**) Flow cytometric quantification of cardiac CXCR3 + T cells (*n* = 6, Welch’s *t* test). The flow cytometric data were obtained in *HFpEF*^*ZsGreen*^ and *HFpEF*^*CXCL10*^ mice subjected to 5 weeks of HFD plus _L_-NAME regimens post-injection of zsGreen or CXCL10-expressing AAV. All numerical data were presented as mean ± SEM. Source data are available online for this figure.

The pathophysiological roles of CXCL10 in autoimmune diseases and cancer have been well characterized. CXCL10, secreted in a paracrine manner by endothelial cells, fibroblasts, or macrophages, can recruit CXCR3 + T cells into tissues, thereby exacerbating autoimmune inflammatory cascades (Antonelli et al, 2014) or suppressing cancer progression (Tokunaga et al, 2018). However, it remains unclear whether CXCL10 specifically derived from cardiac endothelial cells can drive CXCR3+ cell infiltration into the heart.

First, we employed Western blot and RT-qPCR analysis and found that CXCL10 and CXCR3 expression was significantly higher in CXCL10-overexpressing hearts compared to ZsGreen-expressing controls (Fig. 7N,O). Next, we utilized flow cytometry to assess immune cell infiltration in HFpEF mice at 5 weeks post-AAV injection (Appendix Fig. S11A). Consistent with mice of 10 weeks post-AAV injection, these CXCL10-overexpressing mice exhibited cardiac hypertrophy and diastolic dysfunction (Appendix Fig. S11B–E). The flow cytometry results demonstrated that endothelial CXCL10 overexpression led to a significant increase in the CXCR3 + /CD3 + T cell ratio and CXCR3 + T cell counts (Fig. 7P–R), as well as a marked elevation in CD45+ leukocytes (Appendix Fig. S11F). CD3 + T cells and CD11b+ myeloid cells remained unchanged (Appendix Fig. S11G,H).

Subsequently, we applied the same strategy to evaluate the effects of CXCL10 on immune cell infiltration and cardiac function in healthy mice (Appendix Fig. S11I). Notably, these mice did not exhibit significant cardiac hypertrophy or diastolic dysfunction (Appendix Fig. S11J–M). Flow cytometry analysis revealed that, apart from a marked increase in the proportion of CXCR3 + /CD3 + T cells, no significant alterations were observed in immune cell subsets (including CD45 + , CD11b + , CD3 + , or total CXCR3+ cell counts) in AAV1-Cdh5-CXCL10-injected mice compared to AAV1-Cdh5-zsGreen-injected controls (Appendix Fig. S11N–S).

In summary, CXCL10 is a critical mediator of pathogenic CXCR3 + T cell infiltration and cardiac dysfunction in HFpEF, but it cannot independently induce significant immune microenvironmental changes or functional impairments in healthy mice. This suggests that CXCL10-mediated recruitment of CXCR3 + T cells into the myocardium likely depends on the interplay between systemic inflammatory signals and cardiac-specific microenvironmental factors.

Despite the higher clinical susceptibility of women to HFpEF (Mishra and Kass, 2021), female sex is paradoxically protective in a widely used preclinical two-hit model (Tong et al, 2019). To investigate whether this protection extends to microvascular inflammatory activation, we assessed key molecules *(Irf1*, *Cxcl1*, *Cxcl2*, *Cxcl10*, *Icam1*) in ovariectomized (OVX) two-hit female mice. No significant changes were detected (Appendix Fig. S12). This absence of microvascular activation aligns with a recent report (Smolgovsky et al, 2023) showing that XBP1s downregulation—a key finding in male mice—was absent in females. Thus, the lack of molecular changes in our study may indeed be attributed to a fundamental protective mechanism in female mice within this specific model.

### IRF1-CXCL10/CXCR3 axis closely associated with cardiac diastolic dysfunction in patients with HFpEF

To support these preclinical experimental findings, the gene abundance of the SR-B1–IRF1–CXCL10/CXCR3 axis was assessed in the left ventricles of patients with cardiomyopathy-related HFpEF. The characteristics of the HFpEF donors indicated that the HFpEF patients had preserved LVEF, but increased left ventricular diastolic posterior wall thickness (LVPWT), E/e’ ratio, and elevated NT-proBNP concentration (Appendix Table S1). The experimental data indicated that the ventricle of HFpEF patient contained high abundances of *BNP* and *COL3A1*, which coordinated with the SR-B1 gene marked downregulation and significant increases in *IRF1*, *CXCL10*, and *CXCR3* abundance (Fig. 8A–C), compared with the abundance in the healthy control group.

**Figure 8:**
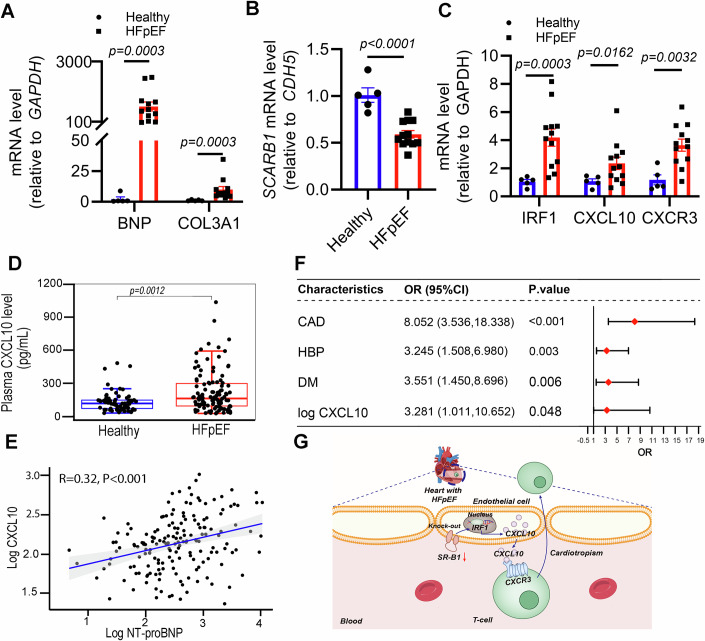
IRF1-CXCL10/CXCR3 axis implicates in the pathogenesis of clinical HFpEF patients. (**A**) *BNP* and *COL3A1* mRNA abundances were assessed in healthy and HFpEF individuals by RT-qPCR (*n* = 5, 12; Mann–Whitney test). Data were presented as mean ± SEM. (**B**) *SCARB1* (SR-B1) mRNA abundance was evaluated in healthy and HFpEF individuals (*n* = 5, 12; Student’s *t* test). Data were presented as mean ± SEM. (**C**) *IRF1*, *CXCL10*, and *CXCR3* mRNA abundances in healthy and HFpEF individuals (*n* = 5,12; Welch’s or Student’s *t* test). Data were presented as mean ± SEM. (**D**) Plasma CXCL10 concentrations were significantly elevated in HFpEF patients (respectively, *n* = 67, 109; Mann–Whitney test). The box plots are defined as follows: Center of box, Median (healthy: 114.75 pg/mL; HFpEF: 159.95 pg/mL). Bounds, Interquartile range (IQR; 25th to 75th percentiles) (healthy: 68.92–145.20 pg/mL; HFpEF: 91.46–296.91 pg/mL); Bounds of whiskers, Lowest and highest values within 1.5 × IQR (lower whisker: healthy 26.91 pg/mL, HFpEF 23.27 pg/mL; upper whisker: healthy 249.27 pg/mL, HFpEF 593.29 pg/mL); Minima and Maxima, Full data range (healthy: 26.91–482.91 pg/mL; HFpEF: 23.27–1039.95 pg/mL). (**E**) Bivariate linear correlation analysis between log CXCL10 and log NT-proBNP (*R* = 0.32, *P* < 0.001). (**F**) Forest plot showing the effect of each variable on HFpEF in multivariate logistic regression. OR odds ratio, CI confidence interval. (**G**) A schematic diagram of the potential mechanism by which SR-B1 deficiency confers IRF1-CXCL10/CXCR3 activation and exacerbation of cardiac diastolic dysfunction. Source data are available online for this figure.

We also enrolled 176 individuals (109 HFpEF cases and 67 healthy controls) to investigate the correlation between plasma CXCL10 concentrations and HFpEF (Appendix Table S2). Plasma CXCL10 and N-terminal pro-B-type natriuretic peptide (NT-proBNP) concentrations were measured using an enzyme-linked immunosorbent assay. The CXCL10 and NT-proBNP concentrations in HFpEF plasma were increased significantly compared with control plasma (Fig. 8D; Appendix Fig. S13A). Bivariate linear correlation analysis revealed a positive correlation between plasma CXCL10 and NT-proBNP concentrations (*r* = 0.32, *P* < 0.001, Fig. 8E). Subsequently, univariate and multivariate logistic regression analyses were performed to identify risk factors for HFpEF (Appendix Table S3). Based on the univariate and multivariate logistic regression analysis results, log CXCL10 [OR = 3.28 (95% CI: 1.01–10.65), *P* = 0.048] was a positive factor associated with HFpEF (Fig. 8F*)*. Furthermore, HDL-C concentration in HFpEF plasma was significantly lower (1.20 vs 1.01, *P* < 0.001; Appendix Table S2). Additional Spearman correlation analysis showed that plasma CXCL10 levels were negatively correlated with HDL-C (*r* = − 0.18, *P* = 0.015*;* Appendix Fig. S13B), suggesting that the increase in CXCL10 abundance in HFpEF plasma is likely associated with a low level of HDL-mediated SR-B1 activation. The findings demonstrated that the IRF1-CXCL10/CXCR3 axis is involved in clinical HFpEF pathogenesis.

## Discussion

Growing evidence suggests that cardiac microvascular endothelial activation and the infiltration of activated T cells into the myocardium contribute to HFpEF pathogenesis. (Smart et al, 2023). This study is the first to demonstrate the protective role of cardiac microvascular endothelial SR-B1 in mitigating adverse remodeling and diastolic dysfunction, which is mechanistically linked to the suppression of inflammatory activation in CMECs (cardiac microvascular endothelial cells) characterized by reduced secretion of the chemokine CXCL10 in HFpEF. Further in vivo investigations revealed that the CXCL10 secretion mediates the infiltration of specific CXCR3+ activated T cells and exacerbates cardiac dysfunction in HFpEF hearts. Notably, the activation of the SR-B1-CXCL10-CXCR3 signaling axis was also observed in HFpEF patients, and elevated circulating CXCL10 levels were identified as an independent risk factor for HFpEF development. These findings collectively indicate that the SR-B1-CXCL10-CXCR3 axis mediates HFpEF-related cardiac dysfunction by integrating CMEC activation with T-cell cardiotropism (Fig. 8G).

Using Single-cardiac-endothelial-cell transcriptomics, we first defined an inflammatory subcluster from heterogeneous mice CMECs, characterized by high expression of proinflammatory genes, including *Irf1*, *Cxcl1*, *Cxcl2*, and *Cxcl10*, along with inflammatory signaling pathway activation in HFpEF hearts. Notably, SR-B1 deletion promoted an increase in the proportion of the inflammatory subcluster in HFpEF, and accompanied by deteriorative cardiac function. The involvement of SR-B1 in inflammation activation has been shown in other systems. For example, endothelial inflammatory activator LPS downregulated SR-B1 abundance significantly (Baranova et al, 2002). In macrophages or human umbilical vein ECs, SR-B1 deficiency aggravated oxidized LDL- or LPS-induced inflammatory signaling both in vivo and in vitro (Cai et al, 2012; Ren et al, 2017; Tao et al, 2021).

The secretory function of CMECs is an important conduit for crosstalk between CMECs and other cardiac cells in cardiac remodeling (Segers et al, 2018). Microvascular ECs are major participants and regulators of inflammatory processes (Pober and Sessa, 2007). We demonstrated that CXCL10, a chemokine secreted by cardiac microvascular endothelial cells (CMECs), drives significant infiltration of CXCR3 + T cells into the myocardium, and exacerbating pathological cardiac remodeling and diastolic dysfunction. Compelling evidence indicates that CXCL10 promotes pathogenesis in disorders of chronic inflammation, including diabetes (Javeed et al, 2021), liver fibrosis (Hintermann et al, 2010), atherosclerosis (Heller et al, 2006), multiple sclerosis (Sorensen et al, 1999), and heart transplantation (Hancock et al, 2001) through recruitment of CXCR3-positive effector T cells to target organs. Our data uncovered that cardiac CXCR3 is expressed predominantly by T cells, and CMECs SR-B1 loss specifically promotes the infiltration of CXCR3-positive cells in the left cardiac ventricle. Consistently, a recent study also confirmed that the proportion of CXCR3-positive T cells (γδ T cells) was increased significantly in another type of HFpEF mouse model induced by deoxycorticosterone acetate salt, compared with sham controls(Smart et al, 2023). Moreover, mounting data have shown that T-cell infiltration in the heart drives the pathogenesis of chronic heart failure, especially non-ischemic heart failure (Laroumanie et al, 2014; Nevers et al, 2015; Ngwenyama et al, 2019), and accentuates cardiac diastolic dysfunction (Brassington et al, 2022; Smolgovsky et al, 2023).

The low concentration of nitric oxide (NO) caused by eNOS inactivation is also considered a manifestation of CMEC activation in HFpEF (Paulus, 2020). NO production in vitro in peripheral vascular ECs is regulated by SR-B1-mediated eNOS activation (Assanasen et al, 2005; Mineo et al, 2003; Yuhanna et al, 2001), which also occurs in cardiac ECs (data not shown). In the ‘two-hit’ model, the eNOS inhibitor _L_-NAME was used to imitate the hypertension of patients with HFpEF by reducing endothelial NO concentration. However, our results showed that the blood pressure in mice remained unchanged regardless of the diet (normal or HFpEF diet). Thus, we inferred that NO concentration in endothelial cells does not substantively contribute to the cardiac diastolic dysfunction accentuated by SR-B1 deletion.

Cardiac fibrosis is a key feature of the remodeled heart in HFpEF and is a major cause of diastolic dysfunction. Myofibroblasts, the main cause of collagen net formation in the heart, could arise from the transition of cardiac endothelial cells in vitro, driven by inflammatory factors. Unfortunately, in the inflammatory HFpEF development, we did not find that the transition is present in vivo using genetic lineage-tracing technology. Furthermore, our results demonstrated that the crosstalk of CMECs and T cells likely led to the aggravation of cardiac fibrosis. Mounting evidence has shown that T cells both directly and indirectly promote extracellular matrix deposition and fibrosis in the pathological heart (Bayer et al, 2023; Bradshaw and DeLeon-Pennell, 2020). Thus, we propose that the deterioration of fibrosis in SR-B1-deficient HFpEF heart was attributable to T-cell accumulation and fibroblast activation.

### The present study has several limitations that warrant discussion

The present study has several limitations that warrant discussion. Firstly, acute heart failure and chronic heart failure represent distinct pathological conditions. In our study, the role of SR-B1 was exclusively investigated in the context of acute heart failure. Previous studies have indicated that CXCR3 + T cell infiltration exacerbates cardiac systolic dysfunction (Ngwenyama et al, 2019), and SR-B1 deficiency facilitates the recruitment of CXCR3 + T cells into the heart. Therefore, SR-B1 may also play a potential role in HFrEF. As such, an ideal preclinical model of chronic HFrEF should be utilized in future research to further elucidate the role of SR-B1 in HFrEF. Second, we preliminarily demonstrated that HDL, the primary ligand of SR-B1, reduces CXCL10 expression under inflammatory stimulation. However, the precise mechanism by which SR-B1, a membrane receptor, regulates downstream gene transcription remains unclear and requires further investigation. Third, although we validated that EnMT did not occur in HFpEF in vivo, an in vitro assay indicated that endothelial cells have the capacity to produce collagen. Therefore, future studies should directly evaluate collagen secretion from endothelial cells rather than focusing on the cell transition. Fourth, a critical unresolved question is whether the IRF1-mediated CXCL10 upregulation, identified in vitro, underlies the aggravated diastolic dysfunction in endothelial SR-B1 knockout mice in vivo. Finally, this study was conducted at a single center. Although we reported a correlation between CXCL10 and HFpEF after adjusting for potential confounders, multicenter validation is necessary to confirm these findings. In addition, HFpEF is a heterogeneous syndrome, but our study focused exclusively on a cardiomyopathy-related subtype to evaluate the role of SR-B1-CXCL10-CXCR3 signaling in HFpEF pathogenesis. This narrow focus may introduce bias and limit the generalizability of our results.

In conclusion, SR-B1 could reduce CMECs activation and accumulation of CXCR3-positive T-cells, thereby slowing HFpEF progression. Such results unveil novel potential therapeutic targets and strategies for the clinical management of HFpEF.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
C57BL/6 N mice	Charles River Laboratories	
*SR-B1*^*flox/flox*^ mice	Beijing Viewsolid Biotechnology Co. LTD	
Cadherin 5 (Cdh5)-Cre mice	Model Animal Research Center of Nanjing University	
R26-stop-tdTomato mice	The Jackson Laboratory	Stock #007914
HCMECs	ScienCell	#6000
293 T	Procell	CL-0005
H5V	Provided by Professor Jie Liu (Shanghai East Hospital, Tongji University School of Medicine, China).	
**Antibodies**		
**Western blotting**		
Anti-GAPDH	Proteintech	6004-1-Ig
Anti-SR-B1	Abcam	Ab217318
Anti-CD31	Abcam	Ab28364
Anti-Cdh5	Abcam	Ab33168
Anti-β-actin	Proteintech	66009-1-Ig
Anti-CXCL10	R&D	AF-466-NA
Anti-CXCR3	Abcam	Ab288437
Anti-IRF1	CST	#8478 s
Anti-mouse IgG	MBL	330
Anti-rabbit IgG	MBL	458
Anti-goat IgG	Proteintech	SA0001-3
**Immunostaining**		
CXCR3	Abclone	A11294
CD3E	Abclone	A12415
Anti-SR-B1	Abcam	Ab217318
Anti-CD31	Santa Cruz	Sc-376764
Anti-CD31	Abcam	Ab28364
Anti-PDGFRα	R&D	Af1062
Anti-αSMA	Abcam	Ab7818
Anti-tdTomato	Arigo	ARG55724
Anti-cTnT	Abcam	Ab8295
Anti-cTnI	Abcam	Ab10231
**Primary mouse cardiac endothelial cell isolation**		
Anti-CD31	BD Pharmingen	553370
**FACS sorting**		
FITC-conjugated anti-mouse CD31	Biolegend	102406
Brilliant Violet 421™ anti-mouse CD3ε Antibody	Biolegend	100336
PerCP/Cyanine5.5 anti-mouse CD45 Antibody	Biolegend	103132
BV605 Rat Anti-CD11b	BD Pharmingen	563015
APC anti-mouse CD183 (CXCR3) Antibody	Biolegend	126512
TruStain FcX™ (anti-mouse CD16/32) Antibody	Biolegend	101320
Zombie Green™ Fixable Viability Kit	Biolegend	423112
Brilliant Violet 510™ anti-mouse CD3 Antibody	Biolegend	100234
**Chip-qPCR**		
Anti-IRF1	CST	#8478 s
Anti-Histone 3	CST	#9725t
**Oligonucleotides and other sequence-based reagents**		
**Genotyping**		
Mouse SR-B1-F	Tsingke Biotech	CCCTAATCCCTGCCCATA
Mouse SR-B1-R	Tsingke Biotech	CAAGGCTCATCTGGAAGG
Mouse Cdh5-CreER-F	Tsingke Biotech	CCGGTCGATGCAACGAGTGATGAGG
Mouse Cdh5-CreER-R	Tsingke Biotech	GCCTCCAGCTTGCATGATCTCCGG
Mouse R26-tdTomato-F	Tsingke Biotech	GGCATTAAAGCAGCGTATCC
Mouse R26-tdTomato-R	Tsingke Biotech	CTGTTCCTGTACGGCATGG
**Silencing gene expression**		
Human SR-B1 siRNA_1 sense and anti-sense	Genechem	GCUCGUCAACAAGCACUGUUC
		GAACAGUGCUUGUUGACGAGC
Human SR-B1 siRNA_2-sense and anti-sense	Genechem	GCCAAGAGAAAUGCUAUUUAU
		AUAAAUAGCAUUUCUCUUGGC
Human IRF1 siRNA sense and anti-sense	Genechem	CGAAGACCUUAUGAAGCUCUU
		AAGAGCUUCAUAAGGUCUUCG
**RT-qPCR**		
Mouse GAPDH-F	Tsingke Biotech	CCCTAATCCCTGCCCATA
Mouse GAPDH-R	Tsingke Biotech	CAAGGCTCATCTGGAAGG
Mouse SR-B1-F	Tsingke Biotech	AATGTCCGCATAGACCCGAG
Mouse SR-B1-R	Tsingke Biotech	AGGACCTCGTTTGGGTTGAC
Mouse Cd31-F	Tsingke Biotech	CCAGAAACATCATCATAACCG
Mouse Cd31-R	Tsingke Biotech	CATCGCCACCTTAATAGTTG
Mouse Cdh5-F	Tsingke Biotech	ATTGAGACAGACCCCAAACG
Mouse Cdh5-R	Tsingke Biotech	TTCTGGTTTTCTGGCAGCTT
Mouse Bnp-F	Tsingke Biotech	GAAGGACCAAGGCCTCACAA
Mouse Bnp-R	Tsingke Biotech	CGTTACAGCCCAAACGACTG
Mouse Cxcl1-F	Tsingke Biotech	ACTCAAGAATGGTCGCGAGG
Mouse Cxcl1-R	Tsingke Biotech	GTGCCATCAGAGCAGTCTGT
Mouse Cxcl2-F	Tsingke Biotech	GGCGGTCAAAAAGTTTGCCT
Mouse Cxcl2-R	Tsingke Biotech	TTCTTCCGTTGAGGGACAGC
Mouse Cxcl10-F	Tsingke Biotech	TCCCCATCAGCACCATGAAC
Mouse Cxcl10-R	Tsingke Biotech	ATTCTCACTGGCCCGTCATC
Mouse Col1a1-F	Tsingke Biotech	GCTCCTCTTAGGGGCCACT
Mouse Col1a1-R	Tsingke Biotech	ATTGGGGACCCTTAGGCCAT
Mouse Col3a1-F	Tsingke Biotech	CTGTAACATGGAAACTGGGGAAA
Mouse Col3a1-R	Tsingke Biotech	CCATAGCTGAACTGAAAACCACC
Mouse αSMA-F	Tsingke Biotech	GTCCCAGACATCAGGGAGTAA
Mouse αSMA-R	Tsingke Biotech	TCGGATACTTCAGCGTCAGGA
Mouse eNOS-F	Tsingke Biotech	GCTTGGGATCCCTGGTGTTT
Mouse eNOS-R	Tsingke Biotech	GGAGCCACTCCTTTTGATGGA
Mouse Cxcr3-F	Tsingke Biotech	AATGCCACCCATTGCCAGTA
Mouse Cxcr3-R	Tsingke Biotech	TAGCTCGAAAACGCCTCTGG
Homo GAPDH-F	Tsingke Biotech	CTCCTCCACCTTTGACGCTG
Homo GAPDH-R	Tsingke Biotech	TCCTCTTGTGCTCTTGCTGG
Homo SR-B1-F	Tsingke Biotech	CGTGTCCTTCCTCGAGTACC
Homo SR-B1-R	Tsingke Biotech	GCACCCAAGACCAGGATGTT
Homo CXCL1-F	Tsingke Biotech	ATCATTGTGAAGGCAGGGGA
Homo CXCL1-R	Tsingke Biotech	GCCCCTTTGTTCTAAGCCAGA
Homo CXCL2-F	Tsingke Biotech	GCCACTGTGATAGAGGCTGA
Homo CXCL2-R	Tsingke Biotech	CTAACACAGAGGGAAACACTGC
Homo CXCL10-F	Tsingke Biotech	AGCAGAGGAACCTCCAGTCT
Homo CXCL10-R	Tsingke Biotech	ATGCAGGTACAGCGTACAGT
Homo BNP-F	Tsingke Biotech	GATCCCCAGACAGCACCTTC
Homo BNP-R	Tsingke Biotech	CTGTAACCCGGACGTTTCCA
Homo COL3A1-F	Tsingke Biotech	CTTCTCTCCAGCCGAGCTTC
Homo COL3A1-R	Tsingke Biotech	GTAGTCTCACAGCCTTGCGT
Homo CXCR3-F	Tsingke Biotech	GGAGGTACAGCACGAGTCAC
Homo CXCR3-R	Tsingke Biotech	TGCTAAATGACGCCGAGGTT
Homo IRF1-F	Tsingke Biotech	GGCTGAGTCTACAGCGTGTC
Homo IRF1-R	Tsingke Biotech	AAGTCCAGCTTCTCTGCACC
**Chip-PCR**		
Homo CXCL10 promoter-F	Tsingke Biotech	AGAAACAGTTCATGTTTTGGAAAGT
Homo CXCL10 promoter-R	Tsingke Biotech	TACGGAATTTCCCTCTGCTCCT
**Chemicals, enzymes, and other reagents**		
CXCL10 ELISA kit	Abcam	ab173194-96T
_L_-NAME	Cayman	80210
10% kcal% fat diet	Research Diet	D12450J
60% kcal% fat diet	Research Diet	D12492
Collagenase IV	Worthington	LS004188
Collagenase II	Worthington	LS004176
DNase I	Roche	11284932001
Sheep anti-Rat IgG magnetic beads	Invitrogen	11035
Low-glucose DMEM medium	Invitrogen	11885076
FBS	Gibco	10099141 C
Penicillin/Streptomycin solution	Solarbio	P7630
Heparin	Macgene	CC112
ECGS	Macgene	CC019
TGF-β1	Peprotech	#100-21-10
H₂O₂	Beijing Tongguang Fine Chemicals Company	106058
IL-1β	Peprotech	200-01B-2#
Endothelial cell medium	ScienCell	#1001
HitransG P	Genechem	REVG005
High-glucose DMEM medium	Gibco	C11995500BT
Masson’s trichrome stain kit	Solarbio	G1340
Anti-rabbit DAB detection kit	ZSGB-Bio	PV-6001
DAPI	Coolaber	SL1841
RIPA lysis buffer	Beyotime	P0013C
BCA protein detecting kit	Pierce	23227
ECL substrate	Pierce	32209
Super sensitive ECL luminescence reagent	Meilunbio	MA0186
Violet fluorescent Live/Dead reactive dye	Invitrogen	L34963
Red blood cell lysis buffer	Solarbio	R1010
Zombie Fixable Viability Kit	BioLegend	423112
Precision Count Beads	BioLegend	424902
Dual-Luciferase^@^ Reporter assay system	Promega	E1910
PEI-Fe₃O₄ magnetic nanoparticles	NANOEAST	Mag2100
Cyanine5.5 NHS ester	Aladdin	C171354
**Software**		
GraphPad Prism	Graphpad	Prism v9.0.0
ImageJ	NIH	Image 1.48
Leica application suite X	Leica	v3.4.6.21481
Digital pathology(NDP)	Humamatsu Photonics	v2
FACSDiva Software	BD Biosciences	v9.0
R Software	R Development Core Team	v4.2.3
Vevo Lab Software	VisualSonics	v3.1.1
Image lab	Bio-RAD	v3.0
PASS	NCSS, LLC	v15.0
**Other**		

### Clinical sample collection

All participants were recruited from Qilu Hospital of Shandong University between May 25, 2021 and August 27, 2024 and signed an informed consent form. This study was conducted in accordance with the principles of the Declaration of Helsinki and the guidelines set out in the Department of Health and Human Services Belmont Report. All procedures were reviewed and approved by the Ethics Committee of Shandong University Qilu Hospital (No. KYLL-2020(090) and No. KYLL-2021(299)).

HFpEF was diagnosed according to the European Society of Cardiology guidelines (McDonagh et al, 2021): (1) Symptoms and signs of HF; (2) LVEF ≥ 50%; (3) Objective evidence of cardiac structural and/or functional abnormalities consistent with the presence of LV diastolic dysfunction/raised LV filling pressures, including NTproBNP >125 pg/mL.

Endomyocardial tissue from the left ventricular septum was obtained by a standard left ventricular outflow tract-sparing surgery in patients with left ventricular hypertrophy (*n* = 12). All HFpEF donors meeting diagnostic criteria for HFpEF. Control endomyocardial tissue (*n* = 5) was obtained from unused donor hearts that could not be used for transplantation. All ventricular septal samples obtained were rapidly frozen in liquid nitrogen for future analysis of gene expression with RT-qPCR.

In the study of serum CXCL10, to minimize the possibility that some abnormal conditions may influence the results, patients with any of the following conditions were excluded: (1) History of left ventricular ejection fraction (LVEF) < 50% at any time; (2) Isolated right heart failure due to pulmonary disease; (3) Primary valvular diseases; (4) Previous myocardial infarction within six months; (5) Renal dysfunction, severe infection, severe liver dysfunction, or multiple organ failure. The control included participants who failed to meet the HFpEF diagnostic criteria for appeal and were recruited from the Health Management Centre in Qilu Hospital of Shandong University. Smoking was defined as “ever smoked” as compared to “never smoked”. Smoking is defined as currently or formerly smoking more than one cigarette per day for a duration of over 6 months. Drinking was defined as “ever drunk” as compared to “never drunk”. Drinking is defined as currently or formerly having alcoholic beverages more than once a week for a duration of over 6 months. Hypertension was defined as systolic blood pressure (SBP) ≥ 140 mmHg and/or diastolic blood pressure (DBP) ≥ 90 mmHg, or current anti-hypertensive drug therapy. Diabetes mellitus, atrial fibrillation, and coronary artery disease were all determined based on the diagnosis in the medical history taken from the participants.

Venous blood samples were obtained from HFpEF participants (*n* = 109) and non-HFpEF participants (*n* = 67) by venipuncture and drawn into EDTA tubes, which were immediately placed on ice before transfer to the laboratory. The tubes were spun at 4000 rpm for 10 min to separate the plasma and then stored at −80 °C for future batch analysis of CXCL10 expression by enzyme-linked immunosorbent assay.

### CXCL10 plasma-level measurements

Enzyme-linked immunosorbent assay (ELISA) was applied to measure CXCL10 plasma concentrations according to the manufacturer’s instructions (CXCL10, ab173194-96T, Abcam).

### Clinical echocardiography

All participants were examined by a GE Vivid E95 or GE Vivid E9 color Doppler ultrasound, following recommendations of the American Society of Echocardiography (Lang et al, 2005; Nagueh et al, 2016). Left ventricular systolic function was assessed by left ventricular ejection fraction (LVEF), and left ventricular diastolic function was assessed by septal and lateral mitral annular peak early diastolic velocity (e’), as well as the ratio of early trans-mitral flow to early medial mitral annular diastolic velocity (E/e’). Pulmonary arterial systolic pressure (PASP) is calculated from the modified Bernoulli equation as 4 × peak TR velocity plus estimated right atrial pressure. Increased left ventricle diastolic posterior wall thickness (LVPWT) implies that the patient suffered left ventricular hypertrophy (LVH). Left ventricular geometry is often classified using relative wall thickness (RWT), calculated as twice the LV posterior wall thickness divided by the LV internal diameter at end-diastole (LVPWT × 2/LVIDD), and using left ventricular mass index (LVMI), normalized to body surface area or height. Four patterns are described: normal (normal LVMI, RWT ≤ 0.42), concentric remodeling (normal LVMI, RWT > 0.42), concentric hypertrophy (increased LVMI, RWT > 0.42), and eccentric hypertrophy (increased LVMI, RWT ≤ 0.42). Both concentric LVH and concentric remodeling can be observed in HFpEF patients (Pieske et al, 2020).

### Experimental animals

All animal procedures were performed in accordance with the Guidelines for Care and approved by the Ethics Committee of Animal Research, Peking University Health Science Center (LA2018088 and LA2022151). Experimental animals were randomly assigned to groups, and investigators were blinded to group allocation during all subsequent procedures whenever possible.

C57BL/6N mice were purchased from Charles River Laboratories (Beijing, China). *SR-B1*^*flox/flox*^ mice were constructed using CRISPR-Cas9 gene-editing technology by Beijing Viewsolid Biotechnology Co., Ltd. (Beijing, China) from C57BL/6N background mice. TEK receptor tyrosine kinase 2 (Tie2)-Cre and cadherin 5 (Cdh5)-Cre mice are commonly used to obtain endothelial-specific expression. However, as Tie2 is expressed in myeloid cells, target gene knockout occurs in non-ECs. Alternatively, during cardiac development, approximately 80% and 20% of cardiac fibroblasts are derived from epicardial cells and EC transdifferentiation, respectively (Moore-Morris et al, 2014). To accurately study the pathologic function of endothelial SR-B1, the tamoxifen-induced *Cdh5* promoter-driven recombinant enzyme Cre mouse strain (*Cdh5-Cre*^*ER*^) was selected to obtain endothelial-specific SR-B1 knockout mice. *Cdh5-Cre*^*ER*^ mice (Zhan et al, 2023) were obtained from Model Animal Research Center of Nanjing University (Nanjing, China), and crossed with *SR-B1*^*flox/flox*^ (*S*^*fl/fl*^) mice to generate endothelial-specific SR-B1 deletion mice (*S*^*fl/fl*^; *Cdh5-Cre*^*ER*^, *S*^*ΔEC*^). Seven-week-old *S*^*fl/fl*^ and *S*^*ΔEC*^ mice were administered intraperitoneally with 100 mg/kg Tamoxifen (T5648, Sigma) dissolved in corn oil every 2 days for a total of five times. R26-stop-tdTomato mice were acquired from the Jackson Laboratory (Stock #007914), and crossed with endothelial-restricted SR-B1 deletion to generate endothelial lineage tracing mice. Mice were randomly assigned to experimental groups. Mice were maintained in a climate-controlled environment with a 12-h light/dark cycle and had free access to food and water, in specific pathogen-free (SPF) conditions.

### Heart failure mouse model

The mouse HFpEF model (i.e., the “two-hit” model) was established as described previously (Chen et al, 2022; Schiattarella et al, 2019). In brief, the HFpEF mice were fed with a Rodent Diet with 60% kcal fat diet (60% HFD; D12492, Research Diet) and administered with 0.5 mg/mL _L_-NAME (80210, Cayman) water (renewed every 3 days, pH = 7.4), whereas the control mice were fed a rodent diet with 10% kcal from fat (D12450J, Research Diet) and normal water.

HFrEF in mice was induced by transverse aortic constriction (TAC) operation, as described previously (Huang et al, 2022). Briefly, 10-week-old mice were anesthetized by an intraperitoneal injection of 20 μL 1.25% tribromoethanol (Avertin) per gram of body weight. Subsequently, the aortic arch was exposed through a midline incision in the anterior neck, and the transverse aorta between the innominate artery and the left common carotid artery was constricted using a 6-0 silk suture, guided by a blunted 27-gauge needle (0.41 μm in diameter). The mice in the sham group underwent the same surgery with no aorta constriction.

### Cell isolation, culture, and treatment

Primary mouse cardiac endothelial cells (MCECs) were isolated and cultured, as described previously (Liu et al, 2019). In brief, male mice were sacrificed, and their hearts were excised in a sterile hood. Then, cardiac ventricle was minced finely, and digested using a 1640-medium solution containing 550 units/mL collagenase IV (LS004188, Worthington), 150 units/mL collagenase II (LS004176, Worthington), 0.9 units/mL dispase II (LS02109, Worthington), and 50 units/mL DNase I (11284932001, Roche) with gentle agitation at 37 °C for 45 min. Subsequently, the cardiac single-cell suspension was obtained by 70 μM cell strainer filtration (#352350, Falcon). Then, the cardiac cells were incubated with magnetic beads (11035, Invitrogen) pre-coated with anti-mouse CD31 antibody (553370, BD Pharmingen, 1:20) with gentle rotation at 4 °C for 30 min. Finally, a magnetic separator (12320D, ThermoFisher) was used to purify the cardiac endothelial cells. The isolated MCECs were plated on plastic plates coated with poly-L-lysine, and cultured in an optimized low-glucose DMEM medium (11885076, Invitrogen) added with 20% fetal bovine serum (FBS, 10099141C, Gibco), 1% penicillin/streptomycin solution (P7630, Solarbio), 100 μg/mL Heparin (CC112, Macgene), and 100 μg/mL ECGS (CC019, Macgene) at 37 °C under a humidified atmosphere containing 5% CO_2_.

The passage-1 MCECs were used to perform experiments. To better mimic the niche of endothelial cells in HFpEF pathogenesis,  MCECs were treated with high glucose and palmitate along with _L_-NAME for 48 h, replenishing daily. Specifically, a combination of 25 mM glucose and 100 μM palmitate (Gan et al, 2020) was used to simulate HFpEF endothelial cells subjected to high glucose and high lipid treatment conditions (diabetes or obesity). In addition, 500 μM _L_-NAME was added to inhibit endothelial NOS activity, which is associated with the occurrence of hypertension in “2-hit” HFpEF mice.

To induce endothelial-to-mesenchymal transition (EnMT), MCECs were treated with 10 ng/mL TGF-β1 (#100-21-10; Peprotech), a combination of 10 ng/mL TGF-β1 and 100 μM hydrogen peroxide (H₂O₂) (106058; Beijing Tongguang Fine Chemicals Company), or a combination of 10 ng/mL TGF-β1 and 1 ng/mL IL-1β (200-01B-2#; Peprotech) (Evrard et al, 2016; Xiong et al, 2018). Treatments were administered the following morning and repeated every other day for a total duration of 7 days. Subsequently, RNA levels were assessed using reverse transcription quantitative polymerase chain reaction (RT-qPCR).

Human cardiac microvascular endothelial cells (HCMECs, #6000, ScienCell) were cultured in endothelial cell medium (ECM, #1001, ScienCell) added with 5% FBS, 1% penicillin/streptomycin solution and 1% v/v ECGS solution, and studied at the passage-3. When HCMECs were grown at 50-70% confluence, the cells were transfected with Lipofectamine ^TM^ 3000 reagent with siRNA (50 pM or 107 pM) to silence SR-B1 expression. If needed, after 4 h of siRNA transfection, SR-B1 was reintroduced using CMV promoter-driven 3xFlag-homo SR-B1 lentivirus (NM_005505.5, Genechem) at a multiplicity of infection (MOI) of 5. HitransG P infection enhancement reagent (REVG005, Genechem) was used to enhance lentiviral infection efficiency, and medium was changed 5 h post-infection. To induce endothelial activation, cells serum-starved with ECM overnight were incubated with 20 ng/mL ultrapure LPS (L2880, sigma) for 8 h in ECM only added with 5% FBS.

The 293T cell line (Procell, Wuhan, China) was negative for mycoplasma contamination and verified by STR profiling. The mouse endothelial cell line H5V was generously provided by Professor Jie Liu (Shanghai East Hospital, Tongji University School of Medicine, Shanghai 200120, China). The 293T and H5V were cultured in high-glucose DMEM medium (C11995500BT, Gibco) supplemented with 10% FBS and 1% penicillin/streptomycin solution.

### Histology, immunohistochemistry, and cell immunofluorescence

Hearts were perfused retrograde with PBS buffer *via* the aorta using a syringe attached a 27-gauge needle to remove any blood, then fixed in 4% paraformaldehyde (PFA) buffer at 4 °C overnight. Hearts were embedded with paraffin and then sliced into 6μm sections at a level of LV papillary muscle. Subsequently, paraffin sections were stained with hematoxylin and eosin (H&E) for detecting cardiac structure, and a Masson’s trichrome stain kit (G1340, Solarbio) was used for detecting cardiac fibrosis. Finally, images were obtained by a digital slide scanner (C13140-01, Hamamatsu Photonics). The cardiac fibrosis area was assessed by using ImageJ 1.48 v (National Institutes of Health, USA).

Immunohistochemistry was performed to detect CXCR3 signaling with anti-CXCR3 antibody (A11294, Abclone, 1:100) and an anti-rabbit DAB detection kit (PV-6001, ZSGB-Bio) in the mouse heart according to the manufacturer’s protocol, and hematoxylin staining was conducted to label cell nuclei before dehydration and mounting. Only cells displaying both CXCR3 and hematoxylin signaling were counted as CXCR3-positive cells.

Fluorescence staining was conducted on paraffin-embedded mouse heart sections for CXCR3 (A11294, Abclone, 1:100) and CD3E (A12415, Abclone, 1:100), as well as on optimal cutting temperature (OCT)-embedded frozen human heart sections for SR-B1 (ab217318, Abcam, 1:200) and CD31 (ab28364, Abcam, 1:50), using the Treble-Fluorescence immunohistochemical mouse/rabbit kit (RS00035, Immunoway) following the manufacturer’s instructions. For the other confocal fluorescence imaging, the fresh human hearts and mouse hearts embedded with OCT were sliced with a microtome for 7 μm and used. Subsequently, the tissue sections were incubated with anti-SR-B1 (ab217318, Abcam, 1:200), anti-CD31 (553370 (Rat IgG), BD Pharmingen, 1:200; sc-376764 (Mus IgG), Santa Cruz, 1:50), conjugated-FICT Isolectin B4 (IB4; L2895, Sigma, 1:5000), anti-cTnI (ab10231, Abcam, 1:200), anti-cTnT (ab8295, abcam, 1:200), anti-αSMA (ab7818, abcam, 1:100), anti-PDGFRα (af1062, R&D, 1:100), anti-tdTomato (ARG55724, Arigo, 1:200) antibody at 4 °C overnight, followed by corresponding goat-source secondary antibody (Invitrogen) for 1 h at room time (RT). Finally, all sections were mounted with the antifade mounting medium with DNA-staining DAPI (SL1841, Coolaber).

Primary HCMECs cultured on a glass-bottom dish were fixed in 4% PFA for 15 min at RT, then permeabilized with 0.1% Triton-100 in PBS for 10 min at RT. Next, 5% BSA in PBS was used to block non-specific antigens for 1 h at RT, then incubated with anti-IRF1 antibody (#8478, CST, 1:200) at 4 °C overnight. The next day, cells were washed with PBST (0.1% Tween20 in PBS) at least three times at RT for 15 min, then incubated with Alexa Fluor 555-conjugated goat anti-rabbit IgG (H + L) antibody (A21428, Invitrogen, 1:500) for 1 h at RT. Finally, cells were mounted with containing DAPI medium (SL1841, Coolaber). Immunostaining images were acquired on a TCS SP8 scanning confocal microscope (Leica, Germany) and Leica Application Suite X v3.5.6.21481 (Leica, Germany).

For negative controls, tissue sections and cultured cells were incubated with antibody diluent without the primary antibody, following an otherwise identical experimental protocol. All negative controls for immunofluorescence imaging are presented in Appendix Fig. S14.

### Real-time quantitative PCR and western blotting

Prior to RNA or protein extraction, the frozen left cardiac ventricle was ground and homogenized in liquid nitrogen. Total RNA from cells and homogenized heart tissue was isolated by using TRIzol reagent (15596018, Invitrogen), and cDNA was synthesized by using PrimeScript RT master mix (RR036A, Takara). RT-qPCR was conducted by using TransStart Top Green qPCR SuperMix (AQ131, TransGen Biotech, China) and a specific primer on an AriaMax Real-Time PCR instrument (Agilent Technologies, Singapore). The 2-ΔΔCt relative quantification method was used to analyze mRNA relative expression level. The primers used in this study are listed in the method “*Reagents and tools table*”.

Left cardiac ventricle was prior to protein extracted. Total protein was extracted by using a RIPA lysis buffer (P0013C, Beyotime, China) containing a protease inhibitor cocktail (04693132001, Roche). The BCA protein assay (23227, Pierce) was used to quantify protein concentration. Equal amounts of protein samples were separated by sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) on 10% or 12% gels, then transferred to NT nitrocellulose membranes (66485, PALL) or 0.2-μm PVDF transfer membrane (ISEQ00010, Millipore). Subsequently, the membranes were block in TBST (0.1% Tween20 in TBS) with 5% non-fat milk at RT for 1 h, then incubated with anti-GAPDH (6004, Proteintech, 1:5000), anti-SR-B1 (ab217318, Abcam, 1:2000), anti-CD31 (ab28364, Abcam, 1:1000), anti-Cdh5 (ab33168, Abcam, 1:1000), anti-β-Actin (66009, Proteintech, 1:5000), anti-CXCL10 (AF-466-NA, R&D, 1:1000), Anti-CXCR3 (ab288437, Abcam, 1:1000), and anti-IRF1 (#8478, CST, 1:2000) antibody at 4 °C overnight. The next day, the membranes were incubated with corresponding HRP-conjugated anti-mouse (330, MBL, 1:5000), anti-rabbit (458, MBL, 1:5000), or anti-goat (SA00001-3, Proteintech, 1:5000) second antibody at RT for 1 h. Finally, the membrane was detected by using ECL substrate (32209, Pierce) or super-sensitive ECL luminescence reagent (MA0186, Meilunbio) on the ChemiDoc XRS+ imaging system (Bio-Rad). The software Image J 1.48 v (National Institutes of Health, USA) was used to quantify protein abundance.

### Murine echocardiography analysis

The echocardiography methods for measuring the cardiac function have been described previously (Chen et al, 2022; deAlmeida et al, 2010). In brief, mice were shaved the day before performing echocardiography. Firstly, to confirm the successful ligation of the transverse aorta, aortic flow velocity (Vmax) across the constriction site was assessed by color and PW Doppler of the Vevo2100 ultrasound system (VisualSonics, Canada) or rodent ultrasound system (Vevo F2) 1 week after TAC operation, and further converted to the pressure gradient according to the modified Bernoulli equation 4 × Vmax^2^. To evaluate cardiac contraction of HFrEF and HFpEF mice, 1.5% isoflurane inhalant mixed with 1 L/min 100% O_2_ was applied to make the heart rate stabilizing up to 500 bpm per minute. Next, the maximum cardiac LV length was identified through parasternal long-axis images acquired in B-Mode. Then, the transducer was rotated orthogonal to the left parasternal short-axis view at the papillary muscle level where systolic function was obtained in M-Mode. Ejection fraction (EF) was measured using the Vevo F2 system. For measuring diastolic function, the isoflurane level was increased to stabilize the heart rate to 300-350 bpm and slow the mitral valve. Subsequently, at the apical four-chamber view, diastolic function was obtained by using 20-MHz pulsed-wave and tissue Doppler probe. Finally, Parameters included aortic flow velocity, heart rate, LVEF, LVFS, LVPWd, LV Mass, LVRI, MPI, and E/e’, were assessed with Vevo Lab software (Version 3.1.1, VisualSonics, Canada). All parameters were measured at least three times, and means were presented.

### Intraperitoneal glucose-tolerance test

After 8-h fasting, 200 mg per mL glucose in saline was injected intraperitoneally. Glucose concentrations in mice tail blood were measured using a glucose meter before (0) and at 15, 30, 45, 60, and 120 min after glucose administration.

### Mice blood pressure

A non-invasive tail-cuff method was performed to evaluate the mice systolic and diastolic blood pressure through a CODA-8 blood pressure system instrument (Kent Scientific, USA). Before the test, mice were trained for 3 days to adapt to short-term constraints. Firstly, the air tightness of O-cuff and VPR-cuff was pre-tested to ensure normal working state. Then, the heating platform was preheated to 37 °C, then the mouse was placed and confined in the tube as comfortable as possible. Next, blood pressure was measured at the same time every day for at least 4 consecutive days. Finally, the records were collected at least eight times a day per mouse using the CODA v4.1 software, and the mean of each day’s measurements was used to represent the blood pressure of the mouse.

To confirm the blood pressure data based on the non-invasive tail-cuff method, 24-h blood pressure was measured using remote radio-telemetry as previously described (Prysyazhna et al, 2012). In brief, radiotelemetric transmitter (HD-X11, Data Sciences International) was surgically implanted in the aortic arch *via* the left carotid artery. After 1 week of individual housing for postoperative recovery, the mouse cages were placed on telemetric receivers. Blood pressure data were then collected through scheduled sampling using the DSI Dataquest A.R.T. telemetry system. Mean arterial pressure values were calculated to generate 24-h blood pressure profiles for quantitative analysis.

### Exercise endurance test

Mice single lane Touchcreen treadmill (Panlab Harvard Apparatus, USA) was employed to investigate the cardiac reserve capacity. Firstly, in the running device with upper slope 20°, mice were trained for 3 days. After fitness training, mice ran at a starting speed of 8 cm/s, and its running speed increased to 11 cm/s for 2 min after 4 min. Subsequently, the speed increased by 3 cm/s every 2 min, with a maximum speed of 35 cm/s, until the mice were exhausted. “Exhausted” refers to the inability of mice to continue running after ten times of direct contact with the electrically stimulated grid within 10 s.

### Flow cytometry

The endothelial-to-mesenchymal transition was assessed in lineage-tracing mice using flow cytometry. The cardiac single-cell suspension was obtained as the above method “Cell Isolation and Culture”. 1 million cells were stained with violet fluorescent Live/Dead reactive dye (L34963, Invitrogen) and a FITC-conjugated anti-mouse CD31 antibody (#102406, Biolegend, 1:100) in a 1 mL of PEB butter (0.5% BSA, and 2 mM EDTA in PBS) for 30 min at 4 °C, respectively. Cells were washed twice before analysis. The negative control and CD31-positive control signals were acquired based on isolated cells from the hearts of a Rosa26-stop-tdTomato; Cdh5-Cre ER mice without Tamoxifen injection. The RFP-positive control signals were obtained based on isolated cells from the hearts of a Rosa26-stop-tdTomato; Cdh5-Cre ER mice 2 weeks after Tamoxifen injection. Compensated data were manually gated to remove debris, non-viable cells, and doublets on a fluorescence-activated cell sorter (FACS) SymphonyS6 (BD, USA). Then, violet fluorescent reactive LIVE/DEAD dye (Ex. 405 nm and Em. 431/28 nm) was used to further exclude dead cells in FACS analysis. FITC channel (Ex. 488 and Em. 515/30) and PE channel (Ex. 561 and Em. 585/15) were employed to detect CD31 and tdTomato signals, respectively. FACSDiva software v9.0 (BD, USA) was used to analyze data.

Changes in immune cell populations in the cardiac left ventricle (LV) and blood were assessed using quantitative flow cytometry. Blood was collected in heparinized tubes (YA1471, Solarbio) after mice were anesthetized. The thoracic cavity was opened, and the heart was perfused with 1640 medium to remove blood. Approximately 30 mg of minced LV tissue was digested for 15 min at 37 °C with 3 mL of solution containing collagenase type IV (300 U/mL, Worthington LS004188) and DNase I (100 U/mL, Solarbio D8071). The isolated cardiac cells and blood cells were subjected to red blood cell lysis buffer (R1010, Solarbio). The lysed cardiac cell suspension was resuspended in 1 mL PBS, while the lysed blood was resuspended in 500 μL PBS. Cells were then stained with Zombie Fixable Viability Kit (423112, BioLegend, 1:1000) for dead cell discrimination and incubated in the dark at 4 °C for 15 min, followed by centrifugation at 800 ×g for 5 min. After Fc blocking with anti-CD16/CD32 (101320, BioLegend, 1:100) for 10 min, cell surface staining was performed in the dark at 4 °C using antibodies against CD3 (CD3e (100336, BioLegend, 1:40) for cardiac cells, CD3 (100234, BioLegend) for blood cells, 1:100), CD11b (563015, BD Pharmingen, 1:200), CD45 (103132, BioLegend), and CXCR3 (126512, BioLegend, 1:100). Samples were washed with FACS buffer and resuspended for flow cytometry analysis. Precision Count Beads (BioLegend 424902) were added to enable absolute cell counting. Flow cytometry data were acquired on a four-laser CytoFLEX LX Flow Cytometer (Beckman Coulter) using CytExpert software and analyzed with the same software.

### Single-cardiac-endothelial-cell RNA sequencing (scecRNA-seq) and analysis

RFP-positive cells from isolated cardiac left ventricle were obtained from FACS, then subjected to single-cell RNA sequencing and analyses by NovelBio Bio-pharm Technology Co., Ltd. The scRNA-Seq libraries were generated using the 10X Genomics Chromium Controller Instrument and Chromium Single Cell 3’ V3 Reagent Kits (10X Genomics, Pleasanton, CA). Briefly, cells were concentrated to approximately 1000 cells/μL and loaded into each channel to generate single-cell Gel Bead-In-Emulsions (GEMs). After the RT step, GEMs were broken, and barcoded-cDNA was purified and amplified. The amplified barcoded cDNA was fragmented, A-tailed, ligated with adapters and index PCR amplified. The final libraries were quantified using the Qubit High Sensitivity DNA assay (Thermo Fisher Scientific) and the size distribution of the libraries were determined using a High Sensitivity DNA chip on a Bioanalyzer 2200 (Agilent). All libraries were sequenced by Illumina sequencer (Illumina, San Diego, CA) on a 150 bp paired-end run.

scecRNA-seq data analysis was performed by NovelBio Co.,Ltd. with NovelBrain Cloud Analysis Platform (www.novelbrain.com). We applied fastp with default parameters, filtering the adapter sequence and removed the low-quality reads to achieve clean data. Then, the feature-barcode matrices were obtained by aligning reads to the mouse genome (mm10, Ensembl 100) using CellRanger v5.0.1. We applied the downsample analysis among samples sequenced according to the mapped barcoded reads per cell of each sample and finally achieved the aggregated matrix. Cells contained over 200 expressed genes and mitochondria UMI rate below 20% passed the cell quality filtering and mitochondria genes were removed in the expression table.

Seurat package (version: 3.2.4, https://satijalab.org/seurat/) was used for cell normalization and regression based on the expression table according to the UMI counts of each sample and percent of mitochondria rate to obtain the scaled data. PCA was constructed based on the scaled data with the top 2000 high variable genes and the top 10 principals were used for tSNE construction and UMAP construction. Utilizing the graph-based cluster method, we acquired the unsupervised cell cluster result based the PCA top 10 principal and we calculated the marker genes by FindAllMarkers function with Wilcoxon rank-sum test algorithm under the following criteria:1. lnFC > 0.25; 2. *P* value < 0.05; 3. min.pct>0.1. In order to identify the cell type detailed, the clusters of the same cell type were selected for re-tSNE analysis, graph-based clustering and marker analysis. Potentially contaminating cells were excluded based on the expression of EC markers (i.e., platelet and EC adhesion molecule 1 and *Cdh5*). Cardiac ECs were re-clustered and identified according to previously reported marker genes (Kalucka et al, 2020), including capillary, artery, vein, and lymphatic ECs.

To characterize the relative activation of a given gene set, such as pathway activation, we performed QuSAGE (2.16.1) analysis. To identify differentially expressed genes among samples, the function FindMarkers with Wilcoxon rank-sum test algorithm was used under the following criteria:1. lnFC > 0.25; 2. *P* value < 0.05; 3. min.pct>0.1. To discover the gene co-regulation network, find_gene_modules function of monocle3 was used with the default parameters. Gene ontology (GO) analysis was performed to facilitate elucidating the biological implications of marker genes and differentially expressed genes. We downloaded the GO annotations from NCBI (http://www.ncbi.nlm.nih.gov/), UniProt (http://www.uniprot.org/) and the Gene Ontology (http://www.geneontology.org/). Fisher’s exact test was applied to identify the significant GO categories, and FDR was used to correct the *P* values. Pathway analysis was used to find out the significant pathway of the marker genes and differentially expressed genes according to the KEGG database. Fisher’s exact test was used to select the significant pathway, and the threshold of significance was defined by *P* value and FDR.

### The expression bubble map of *Cxcr3* in the heart

The scRNA-seq dataset GSE236585 (Data ref: Li et al, 2023) was downloaded from the GEO database and included 3 HFpEF and 3 control ventricular samples from male C57BL/6 N mice. Analyses of the count data were performed in R version 4.3.1 using Seurat suite versions 3.0. Quality control was performed sample-wise by filtering out cells with <500 or >7000 feature numbers, >20% mitochondrial genes, and genes that were expressed in less than 3 cells. Data were normalized using the NormalizeData function. The 2000 highest variable genes were identified *via* the FindVariableFeatures method and selected to calculate principal components (PCs). The top 30 PC embeddings were adjusted with the harmony R-package. The harmonized embeddings were utilized for nonlinear dimensionality reduction *via* UMAP. A shared nearest neighbor (SNN) graph was constructed based on the harmonized PCA space, followed by cell clustering with clustering resolution 1.5. Final clusters were visualized on UMAP embeddings. Cell type markers were calculated with the FindAllMarkers function in Seurat and cell types were manually annotated based on known heart cells markers. The expression of *Cxcr3* gene across all cell types in mixed samples was visualized using Dotplot function.

### Transcription factor prediction and chip-qPCR

The method was performed as described previously (Zhou et al, 2022). First, homo CXCL10 promoter sequence was identified *via* Ensembl website (http://asia.ensembl.org/index.html) located on 76023600-76023801 of chromosome 4. Then, the promoter sequence was loaded on PROMO website tool (https://alggen.lsi.upc.es/cgi-bin/promo_v3/promo/promoinit.cgi?dirDB=TF_8.3) (Farre et al, 2003; Messeguer et al, 2002) to predict potential transcription factors. The detailed binding site was displayed on the PROMO tool, and further validated by the JASPAR website (https://jaspar.genereg.net). Predicted site was located in CXCL10 Promoter at 79–99 bp, so Chip-qPCR primer for CXCL10 promoter was designed. Chromatin immunoprecipitation (Chip) assay was performed in HCMECs using the CHIP KIT (ab500, abcam) combined with anti-IRF1 antibody (#8478, CST, 1:50) according to the manufacturer’s instructions. A anti-Histone 3 antibody (#925t, CST, 1:50) was used as a positive control. qPCR was conducted by using TransStart Top Green qPCR SuperMix (AQ131, TransGen Biotech, China) and specific primer on an AriaMax Real-Time PCR instrument (Agilent Technologies, Singapore). The 2-ΔCt relative quantification method was used to analyze CXCL10 promoter abundance. The PCR product yield was also assessed by agarose gel electrophoresis.

### Dual-luciferase reporter assays

The capacity of IRF1 to upregulate CXCL10 transcripts was evaluated as described previously (Cui et al, 2021). In brief, HEK293T were transiently co-transfected with pGL3-firely-pormoter-hCXCL10, pRL-TK Renilla and pcDNA3.1-IRF1-3xflag or pcDNA3.1-3xFlag plasmids by Lipofectamine^TM^ 3000 reagent. After 1 day, transfected cells were harvested for luciferase activity assay using Dual-Luciferase^@^ Reporter assay system (E1910, Promega). The transcriptional activity was indicated as the ratio of firefly luciferase activity to renilla luciferase activity.

### Generation and administration of adeno-associated virus (AAV)

To achieve endothelial-specific gene overexpression, we first cloned CXCL10 cDNA (NM_021274: 76–372), SR-B1 cDNA (NM_016741.3: 137–1666 bp), and control ZsGreen into the endothelial-specific expression vector pAAV-Cdh5. Given the lack of reported AAV serotypes that efficiently target cardiac endothelial cells, we preselected four serotypes—AAV1-cap, AAV2-cap, RGDLRVS-AAV9-cap (generously provided by Professor Yu Huang, School of Biomedical Sciences, Chinese University of Hong Kong), and AAV9-cap (as a control)—based on previous studies (Chen et al, 2005; Huang et al, 2021; Qi et al, 2012; Varadi et al, 2012). The pAAV-Cdh5-ZsGreen vector was packaged into each of these four AAV serotypes and subsequently purified by Bio-lifespan Co., LTD. These AAVs expressing ZsGreen were then administered at varying doses (0.5 ×  10^12^, 1 × 10^12^, and 3 × 10^12^ vector genomes (vgs) per mouse, with an average body weight of 20 g) *via* tail vein injection. Immunofluorescence and western blot analyses were employed to identify the optimal AAV serotype and injection dose. Ultimately, AAV1 was selected for constructing AAVs expressing CXCL10, SR-B1, or ZsGreen (as a control), referred to as AAV1-Cdh5-SR-B1, AAV1-Cdh5-CXCL10, and AAV1-Cdh5-ZsGreen, respectively. These were administered at a dose of 1.5 × 10^11^ vgs per gram of mouse body weight.

### RGD-peptide nanoparticle endothelial delivery system

The delivery system was applied in vivo to achieve specific gene knockdown in mouse cardiac endothelial cells (Liu et al, 2019). Briefly, RGD-peptide synthesized by GL Biochem Ltd. (Shanghai, China) was conjugated to PEI-Fe₃O₄ magnetic nanoparticles (Mag2100, NANOEAST, Nanjing, China) *via* carbodiimide-mediated amidation (using EDC/NHS), hereafter referred to as RGD nanoparticles. The endothelial-targeting specificity of RGD nanoparticles is attributed to the RGD-peptide, which serves as a ligand for integrins (highly expressed on endothelial cells). To validate the endothelial-targeting capability, RGD-peptide nanoparticles were labeled with Cyanine5.5 NHS ester (C171354, Aladdin, China). Subsequently, synthetic mouse IRF1-siRNA or scramble-siRNA (Tsingke, China) was complexed with RGD-peptide nanoparticles at a mass ratio of 1:5 in RNase-free saline for 1 h at room temperature, yielding IRF1-knockdown endothelial nucleic acid drugs. For administration, RGD nanoparticles loaded with siRNA (dose: 2 μg siRNA per gram of body weight) were injected *via* the tail vein every 3 days.

### Statistical analysis

GraphPad Prism v.9.0.0 (GraphPad, La Jolla, CA, USA) was used for statistical analyses. All experiments were performed with at least three biological replicates, unless otherwise stated. Normality of the data and homogeneity of variance were assessed *via* the Shapiro–Wilk test and F test, respectively. For normally distributed data, values are presented as mean ± standard error of the mean, and the standard Student’s *t* test (equal variance) or Welch’s *t* test (unequal variance) was used to determine differences between two groups, and one-way Analysis of Variance (ANOVA) followed by Bonferroni post-hoc test was used for testing differences among more than two groups. For data that were not distributed normally or did not display homogeneity of variance, values are presented as medians and interquartile ranges (IQR). The Mann–Whitney *U* test was applied for two groups, and the Kruskal–Wallis with Dunn multiple comparisons test was used for more than two groups. For the analysis of longitudinal blood pressure data, a mixed-effects model with repeated measures was employed to assess differences. In the results with more than two groups and two factors involved, a two-way ANOVA test followed by a Bonferroni post-hoc test was used to analyze differences. The categorical variables are expressed as numbers and percentages (%). The Chi-Square test was used for categorical variables. The association of CXCL10 and NT-proBNP was evaluated using bivariate linear correlation (Pearson correlation) analysis after logarithmic transformation, and the relationship between CXCL10 and HDL-C was assessed using Spearman correlation analysis. Univariate logistic regression analyses were performed to identify risk factors for HFpEF pathogenesis. Variables with *P* values < 0.05 after univariate logistic regression analyses were introduced into a multivariate logistic regression analysis. Odds ratios (OR) with 95% confidence intervals (CI) were calculated for the relative risk. A *P* value < 0.05 was considered statistically significant. The respective sample sizes (*n*) and statistical methods are provided in the figure legends. To maintain figure clarity, partial *P* value ranges are shown in the figures, with the corresponding exact *P* values listed in Appendix Table S4.

## Supplementary information

Appendix

Peer Review File

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

Source data Fig. 8

## Data Availability

Our single-cell RNA-seq data have been deposited in the GEO database under accession number GSE317186. To access these data, visit: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE317186. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44321-026-00405-9.

# Supplementary material for: Microvascular endothelial scavenger receptor class B type I protects against heart failure with preserved ejection fraction by inhibiting T-cell cardiotropism
**Source:** EMBO Mol Med. 2026 Apr 13;18(5):1679–706. doi: 10.1038/s44321-026-00405-9
**Supplement:** Supplementary file 1 — Appendix

## **Appendix for**

### **Microvascular endothelial scavenger receptor class B type I protects against heart failure with preserved ejection fraction by inhibiting T-cell cardiotropism**

#### **Table of contents**

|                          |    |
|--------------------------|----|
| Appendix Figure S1.....  | 2  |
| Appendix Figure S2.....  | 4  |
| Appendix Figure S3.....  | 6  |
| Appendix Figure S4.....  | 8  |
| Appendix Figure S5.....  | 10 |
| Appendix Figure S6.....  | 12 |
| Appendix Figure S7.....  | 14 |
| Appendix Figure S8.....  | 16 |
| Appendix Figure S9.....  | 18 |
| Appendix Figure S10..... | 20 |
| Appendix Figure S11..... | 22 |
| Appendix Figure S12..... | 24 |
| Appendix Figure S13..... | 26 |
| Appendix Figure S14..... | 28 |
| Appendix Table S1.....   | 30 |
| Appendix Table S2.....   | 31 |
| Appendix Table S3.....   | 32 |
| Appendix Table S4.....   | 33 |

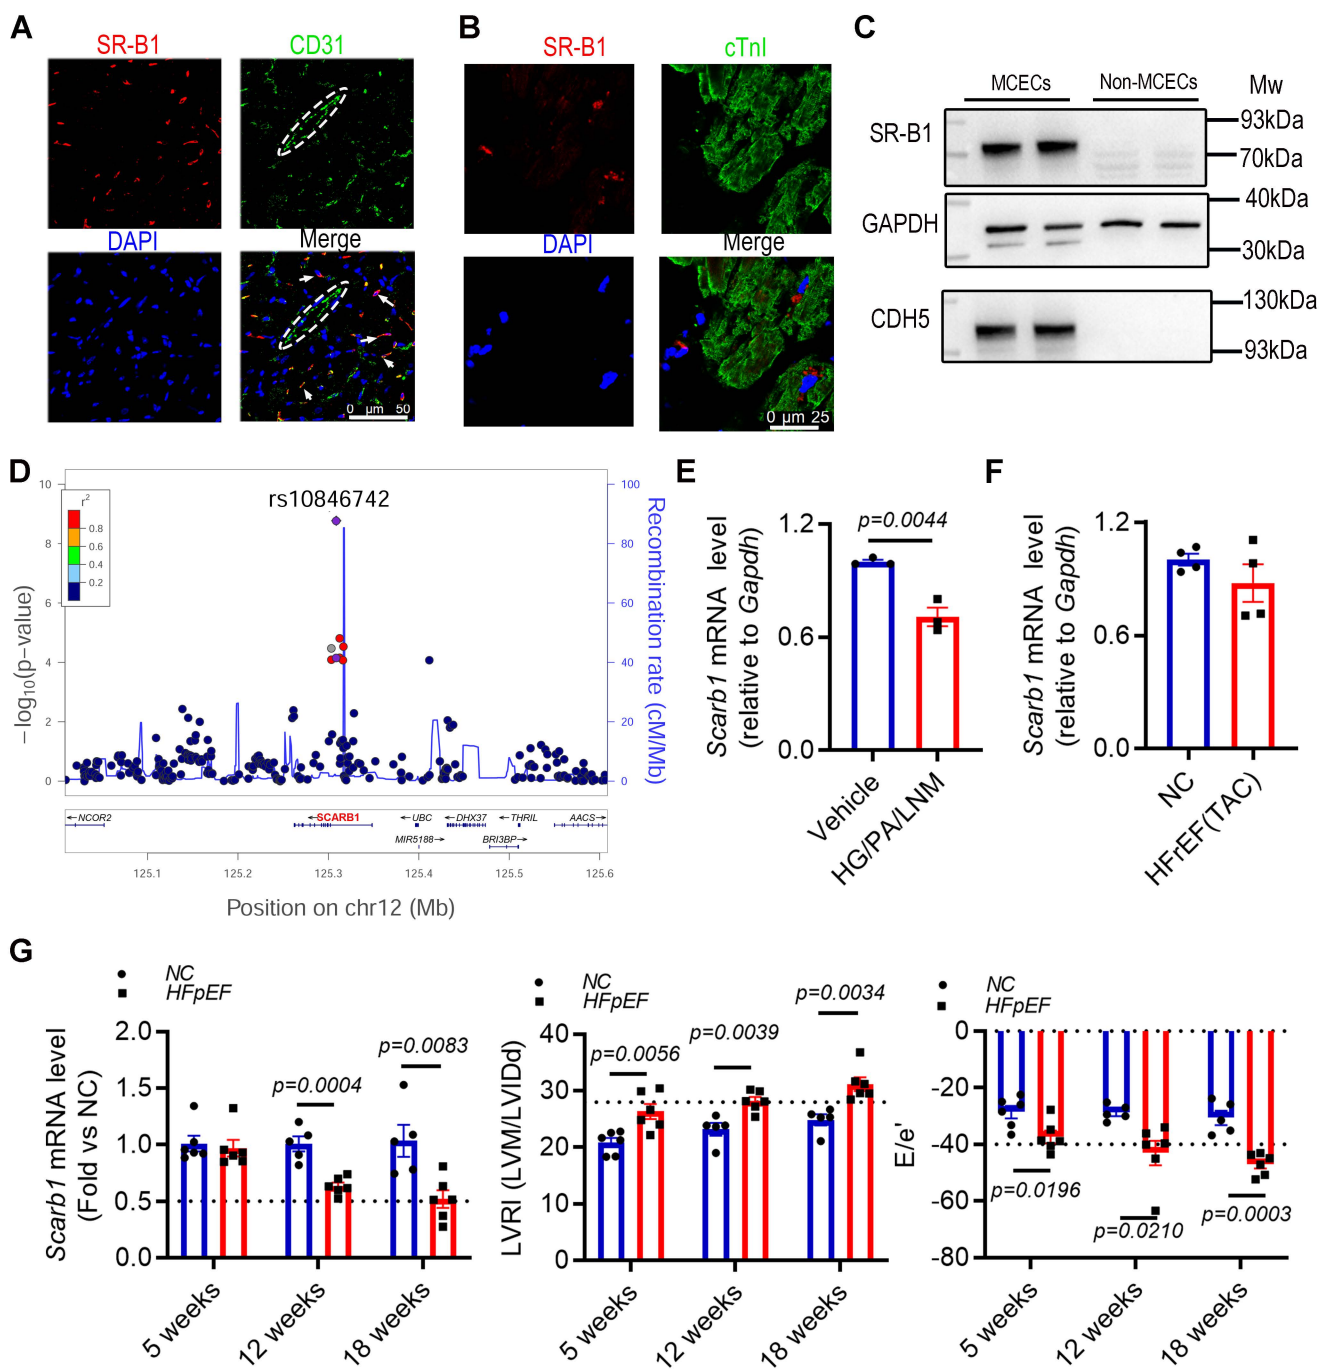

**Appendix Figure S1 Cardiac SR-B1 is predominantly present in cardiac endothelial cells. A,** Immunofluorescent staining of SR-B1 and CD31 in mouse cardiac left ventricle. Scale bar, 50  $\mu$ m. Arrow, SR-B1/CD31 co-localization. Dashed ellipse: vascular lumen. **B,** Immunofluorescent staining of SR-B1 in cardiac left ventricle of healthy human co-stained with cTnI to label cardiomyocytes. Scale bar, 25  $\mu$ m. **C,** Immunoblotting of SR-B1 and CDH5 in adult mouse cardiac endothelial cells (MCECs) and non-MCECs; GAPDH abundance presented as loading control. **D,** Fine mapping of the region flanking significant locus rs10846742/*SCARB1* ( $p=1.7\times 10^{-9}$ ) with 300 kb on each side. The color code indicates linkage disequilibrium of each SNP as measured by  $r^2$  according to the shown scale with the relevant GWAS SNP annotated. The GWAS summary statistics used were derived from the Million Veteran Program (MVP) through dbGAP under accession phs001672.v10 and Heart Failure Molecular Epidemiology for Therapeutic Targets (HERMES) in the GWAS Catalog under accession GCST009541. **E,** *Scarb1* (SR-B1) mRNA abundance was assessed in primary adult mouse cardiac endothelial cells incubated with high-glucose, palmitic acid and L-NAME treatment *via* RT-qPCR (n=3). Statistical significance was analyzed by Student's t-test. **F,** *Scarb1* (SR-B1) abundance was measured in mouse cardiac ECs from sham-operated or TAC-induced HFrEF mice (mean FS=18%) at 6 weeks post-surgery *via* RT-qPCR (n=4). **G,** *Scarb1* mRNA abundance in mouse cardiac ECs at various time points following administration of a high-fat diet (HFD) combined with L-NAME (n=5-6 / group, Welch's or Student's t-test).

**A**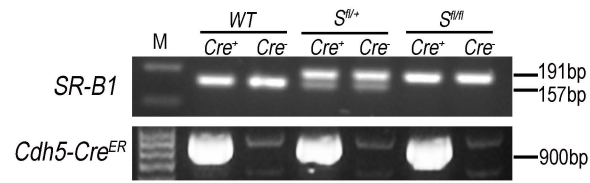**B**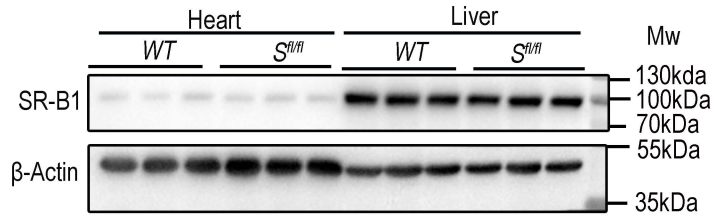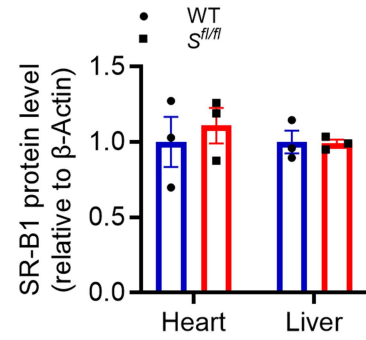**C**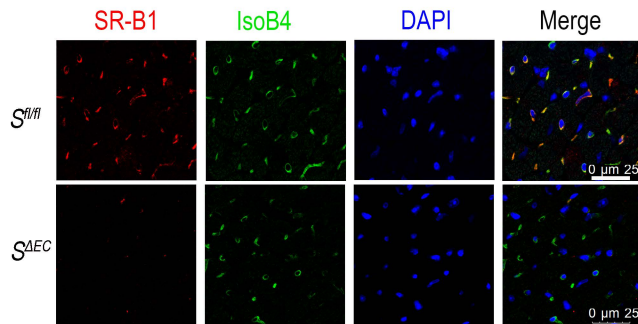**D**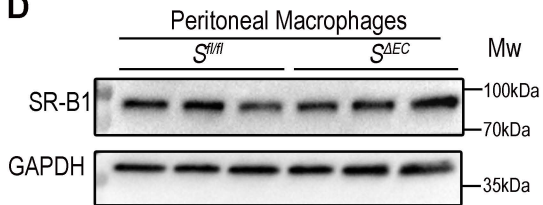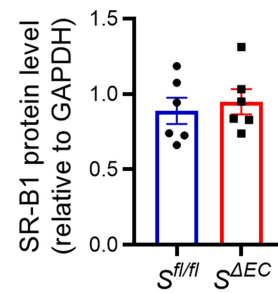

**Appendix Figure S2 Validation of generating endothelial-specific SR-B1 deficient mice.** **A**, A representative agarose gel image based on PCR to identify genotype of WT,  $S^{fl/+}$ ,  $S^{fl/fl}$ , and  $Cdh5-Cre^{ER}$  ( $Cre^+$ ) mice. **B**, Immunoblotting of SR-B1 in the heart and liver of  $S^{fl/fl}$  mice and their wild-type (WT) littermates (left panel); densitometric analysis of SR-B1 protein abundance (n=3, right panel). Significant difference was evaluated *via* Student's t-test. **C**, Immunofluorescent staining of SR-B1 co-stained with IsoB4 in left ventricle from  $S^{fl/fl}$  and  $S^{\Delta EC}$  mice 2 weeks after tamoxifen administration. Scale bar, 25  $\mu$ m. **D**, Immunoblotting of SR-B1 in peritoneal macrophages isolated from  $S^{fl/fl}$  and  $S^{\Delta EC}$  mice 2 weeks after tamoxifen administration (left panel); densitometric analysis of SR-B1 protein level (n=6, right panel). Significant difference was evaluated *via* Student's t-test.

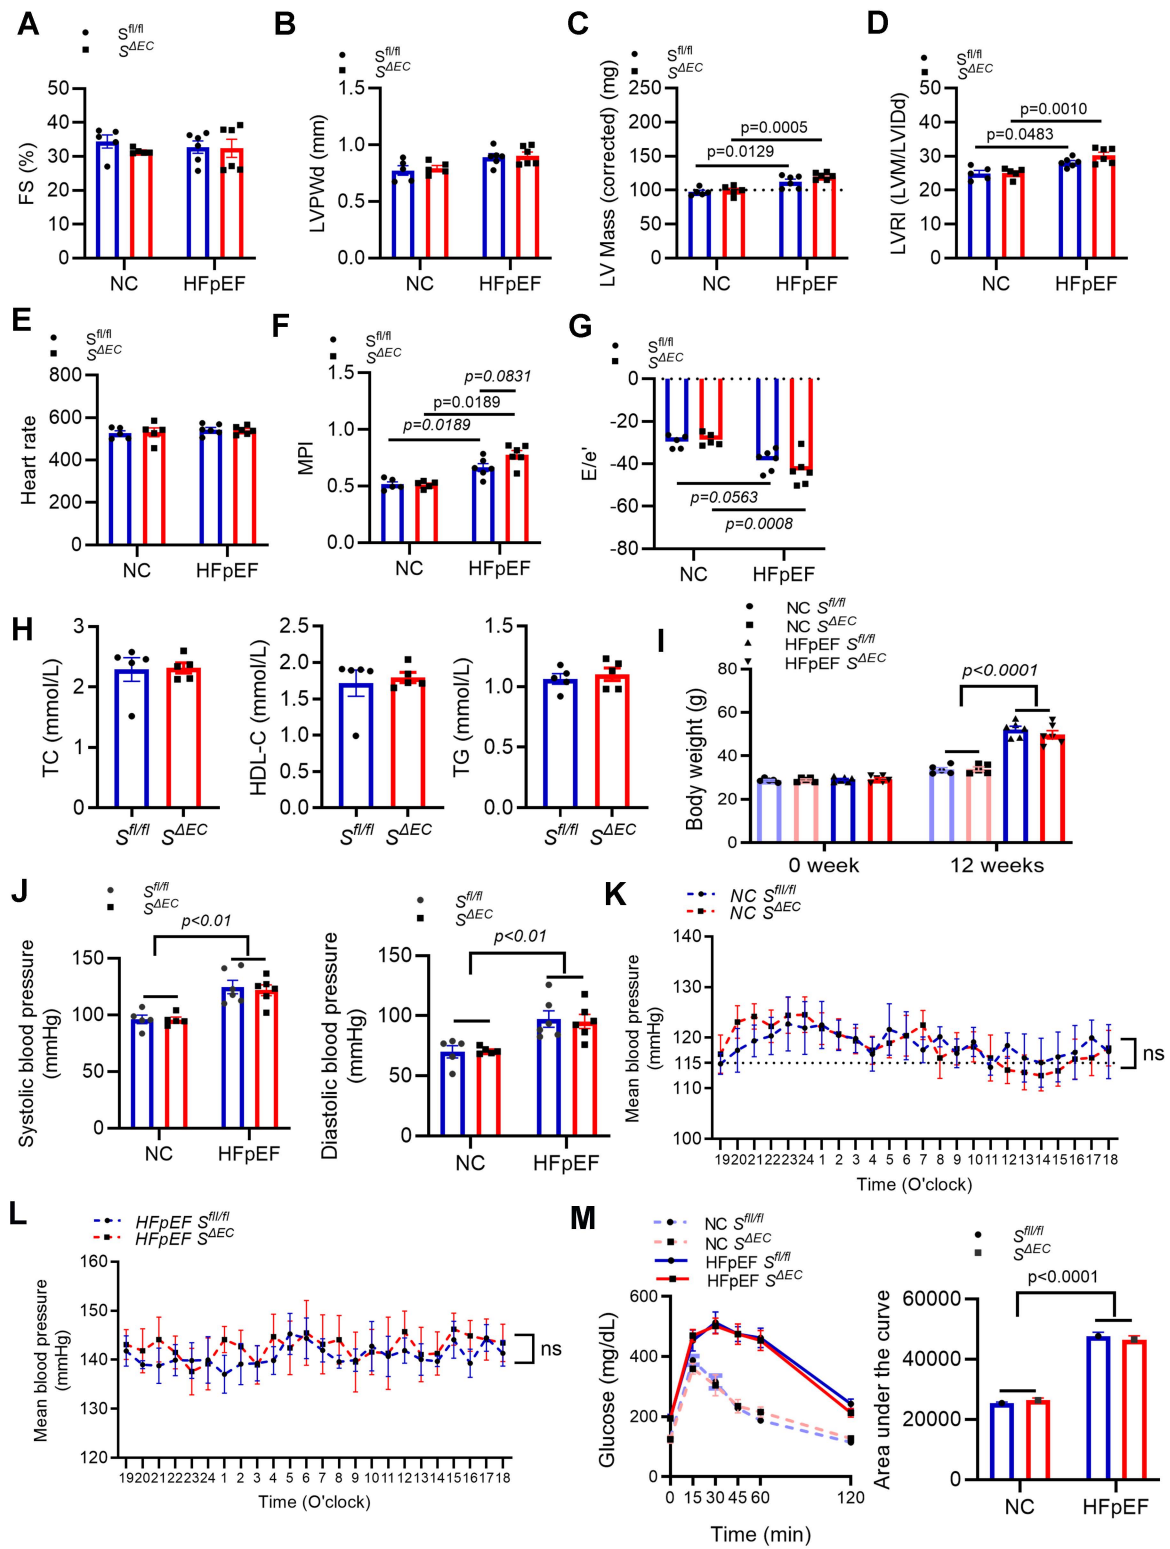

**Appendix Figure S3 Endothelial-limited SR-B1 deficient mice has a detrimental trend of cardiac hypertrophy and diastolic dysfunction after 10 weeks of HFD and L-NAME regimens.** **A**, FS, left ventricular fractional shortening. **B**, LVPWd, left ventricular posterior wall diastolic thickness. **C**, LV mass, left ventricular mass. **D**, LVRI, left ventricular remodeling index. **E**, Heart rate in short axis view. **F**, MPI, myocardium performance index. **G**, E/e', ratio between mitral E wave and e' wave. N = 5, 5, 6, 6; statistical difference was assessed by two-way ANOVA followed by Bonferroni post-hoc test (**A-G**). Endothelial-specific SR-B1 deletion does not alter basic characteristics of mice (**H-M**). **H**, Plasma concentrations of total cholesterol (TC, left, Mann-Whitney test), high-density lipoprotein cholesterol (HDL-C, middle, Mann-Whitney test), and triglyceride (TG, right, Student's t-test) were measured in 10-week-old  $S^{fl/fl}$  and  $S^{\Delta EC}$  mice. **I**, Body weight of  $S^{fl/fl}$  and  $S^{\Delta EC}$  mice before HFpEF diet and after 12 weeks of normal or HFpEF diets (n=5, 5, 6, 6, two-way ANOVA followed by Bonferroni post-hoc test). **J**, Systolic and diastolic blood pressure in  $S^{fl/fl}$  and  $S^{\Delta EC}$  mice after 12 weeks of normal or HFpEF diet (n=5, 5, 6, 6, two-way ANOVA followed by Bonferroni post-hoc test). **K**, The 24-hour blood pressure in 10-week-old  $S^{fl/fl}$  and  $S^{\Delta EC}$  healthy mice was monitored by radiotelemetry at 3 weeks following tamoxifen injection (n = 5, 6). Longitudinal blood pressure data were analyzed using a mixed-effects model with repeated measures. **L**, The 24-hour blood pressure profiles of  $S^{fl/fl}$  and  $S^{\Delta EC}$  HFpEF mice, which underwent a 20-week regimen of high-fat diet (HFD) combined with L-NAME treatment, were monitored using radiotelemetry at 3 weeks post-tamoxifen injection (n = 4; a mixed-effects model with repeated measures). **M**, Blood glucose during intraperitoneal glucose tolerance test (ipGTT) in  $S^{fl/fl}$  and  $S^{\Delta EC}$  mice after 12 weeks of normal or 60% HFD diet plus L-NAME (left panel), with corresponding area under the curve (AUC) (right panel, n=5, 5, 6, 6, two-way ANOVA followed by Bonferroni post-hoc test).

**A**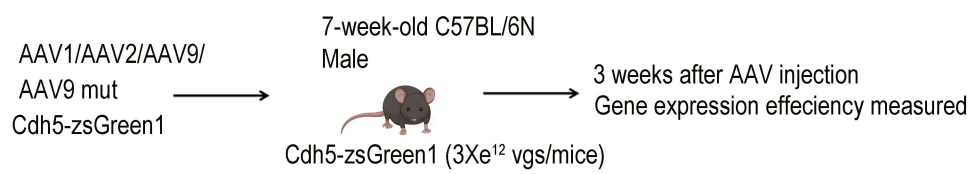**B**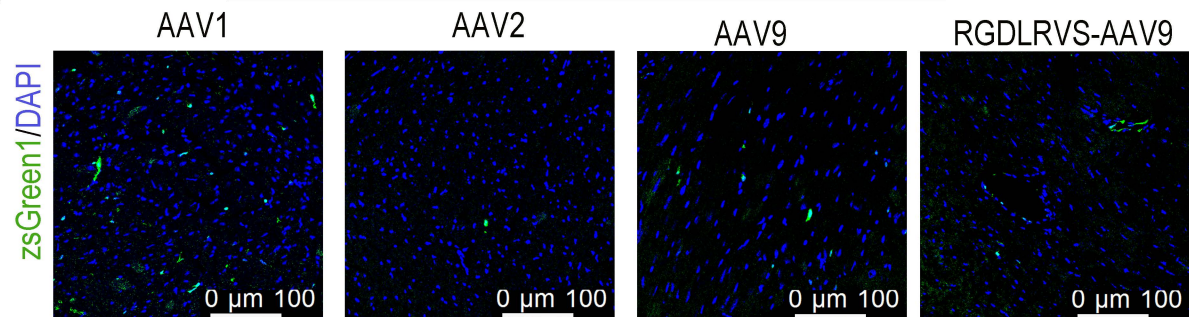**C**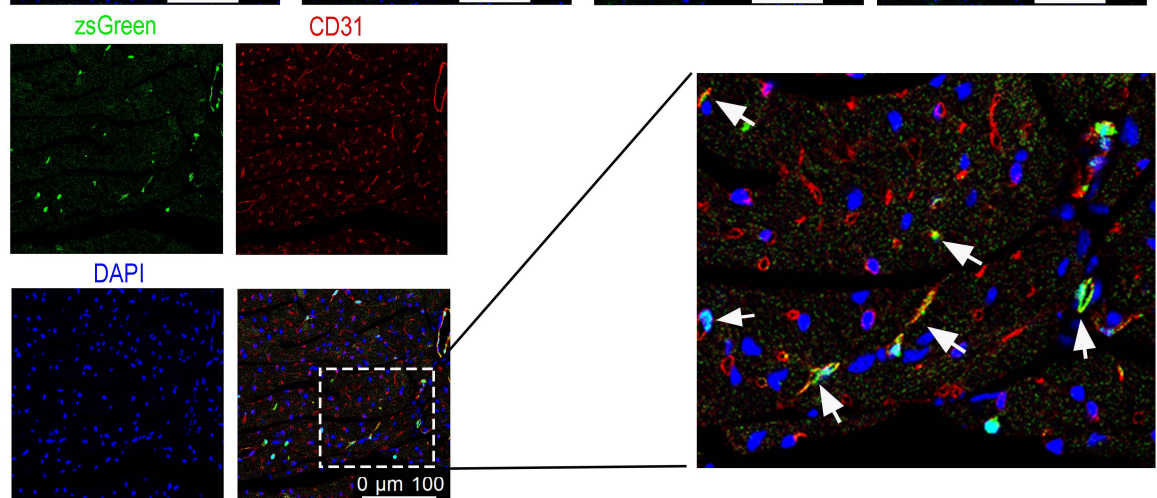**D**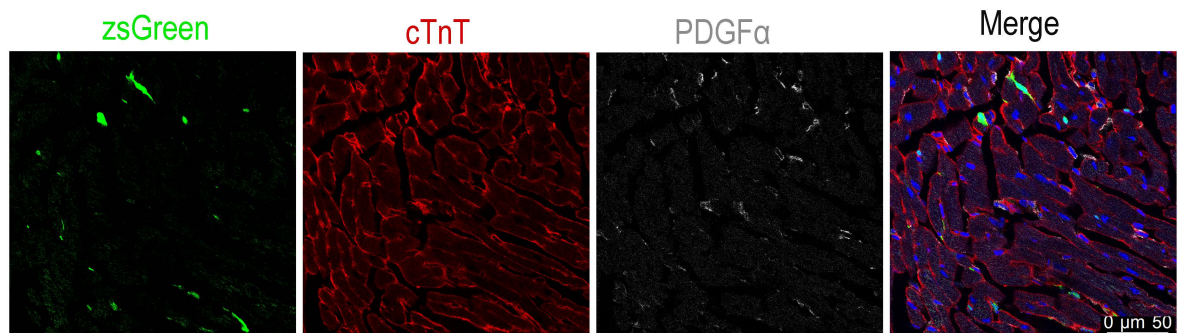**E**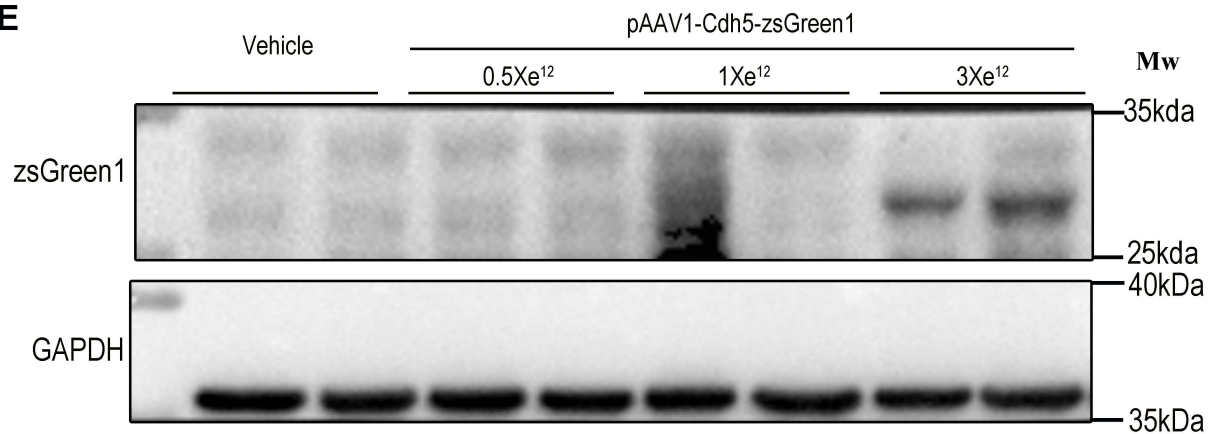

**Appendix Figure S4 Screening and validating for high-efficiency serotypes and concentration of AAV in invading cardiac endothelial cells.** **A**, A schematic diagram of experiment workflow to investigate the efficiency of AAV invading cardiac endothelial cells. **B**, Fluorescent imaging of ZsGreen co-staining with DAPI in the cardiac ventricles of wild-type mice after injected with different AAV serotypes. Scale bar, 100  $\mu$ m. **C**, Representative fluorescence images showing ZsGreen signals mainly localized in CD31-positive cells in cardiac ventricular sections of wild-type (WT) mice following AAV1-mediated gene delivery. Scale bar, 100  $\mu$ m. Arrow, CD31+ endothelial cells expressing ZsGreen. **D**, Representative fluorescence microscopy images, showing signals for ZsGreen, cardiac troponin T (cTnT), and platelet-derived growth factor receptor alpha (PDGFR $\alpha$ ) after AAV1-mediated gene delivery. Scale bar, 50  $\mu$ m. **E**, Immunoblotting of ZsGreen and GAPDH in the cardiac ventricles of wild-type mice after injected with different doses of AAV1.

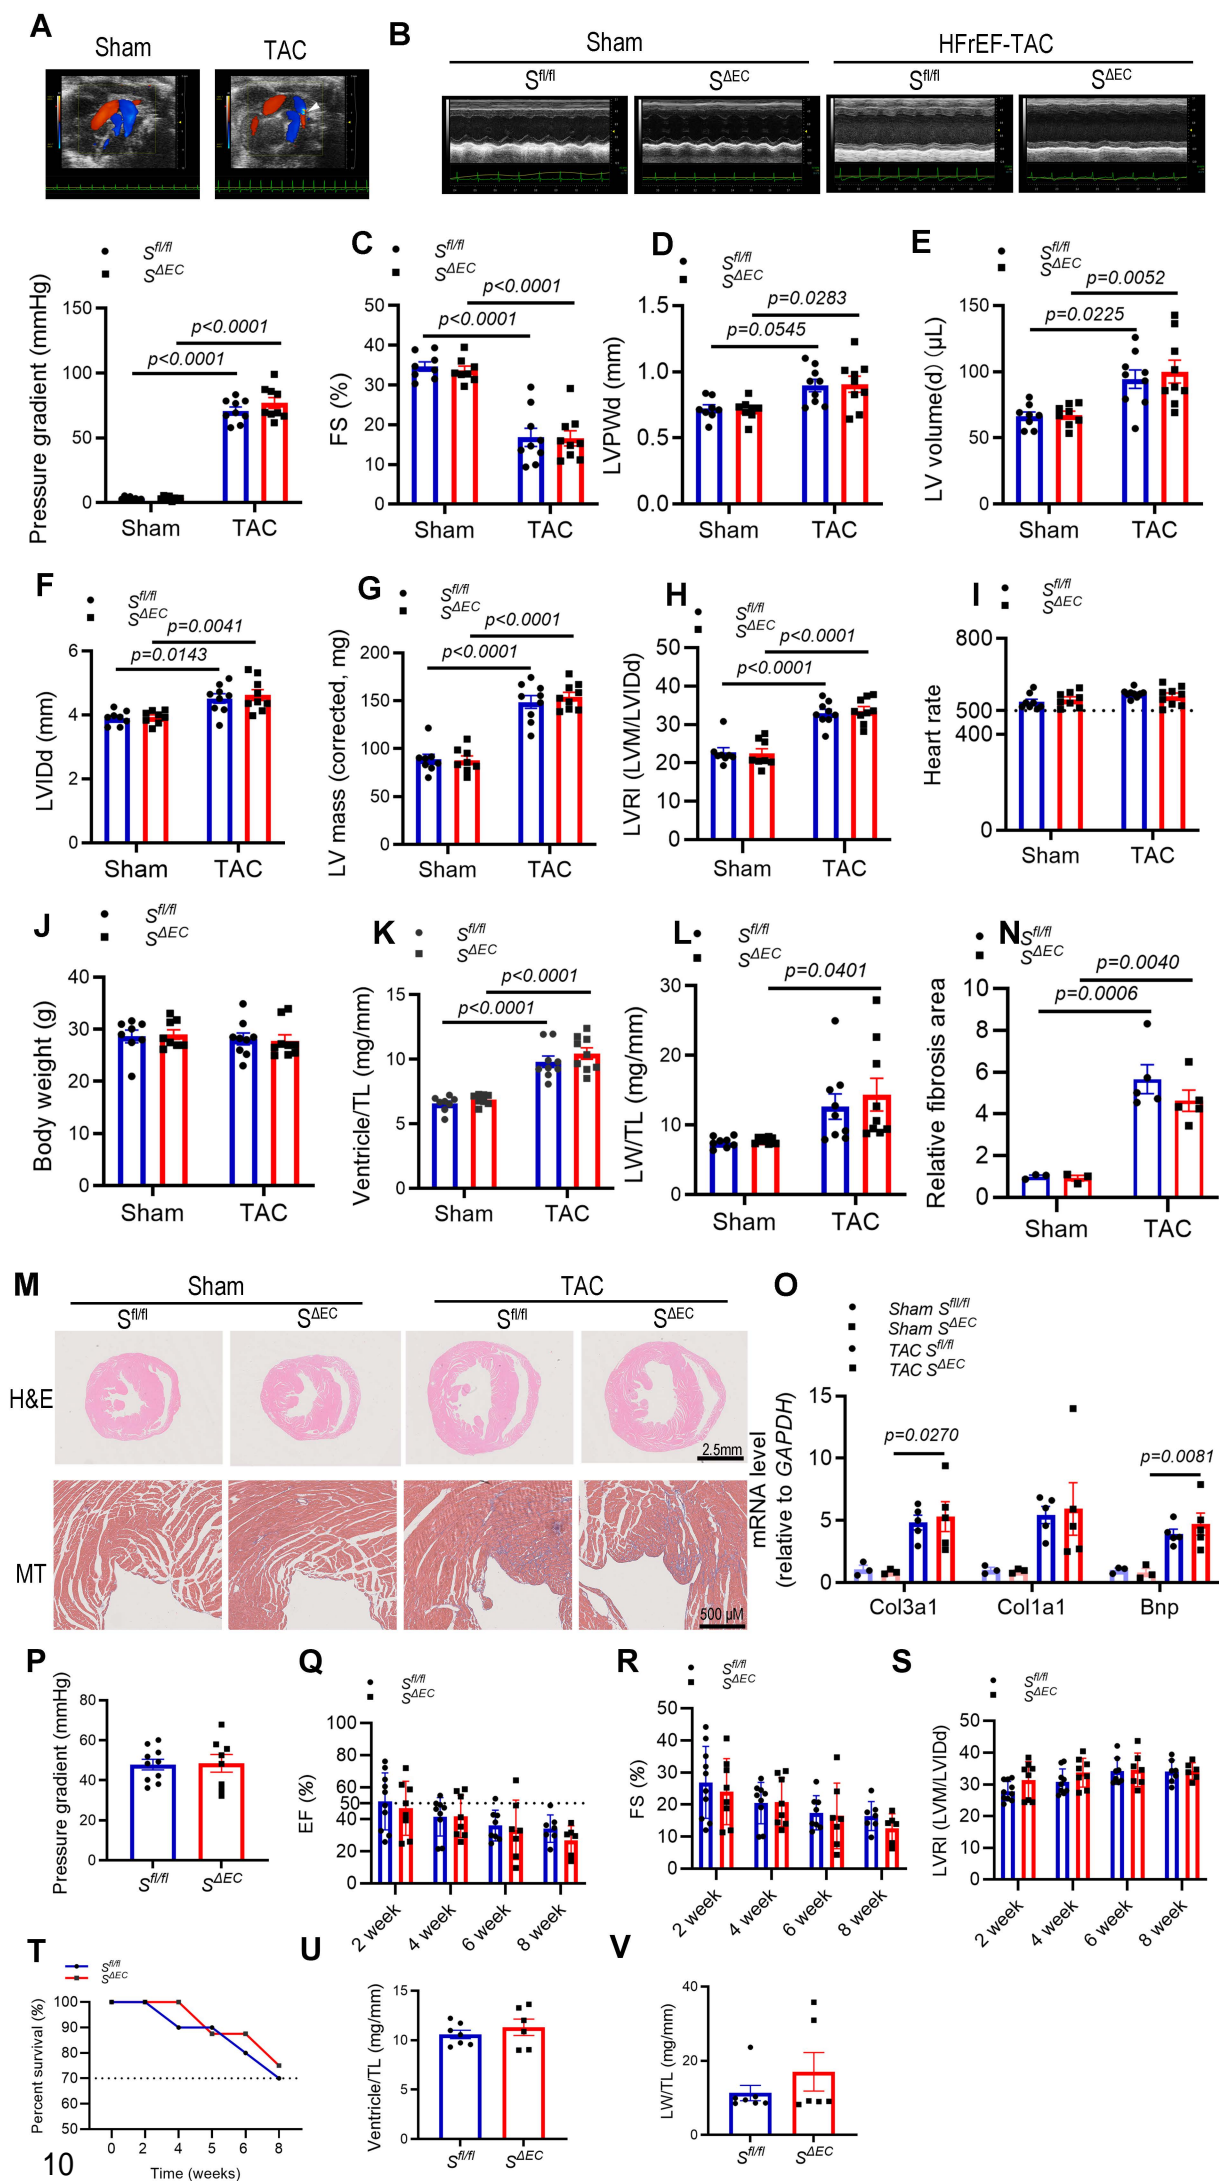

**Appendix Figure S5 Endothelial-specific SR-B1 is dispensable for acute cardiac systolic dysfunction and pathological remodeling induced by TAC.** All cardiac function index parameters obtained from echocardiography were in mice 2 weeks after TAC operation (**A-L**, n=8,8,9,9). **A**, Representative color Doppler images of aortic arch in sham and TAC mice (upper, the white arrow indicates the ligation site); pressure gradient across the constriction site was calculated according to the modified Bernoulli equation  $4 \times V_{\max}^2$ , and  $V_{\max}$  is the maximum peak aortic velocity obtained from Pulsed-wave Doppler imaging in mice 1 week after TAC operation (lower). **B**, Representative M-mode images in the parasternal short axis view. **C**, FS. **D**, LVPWd. **E**, LV volume (d), Left ventricular volume at the end of diastole. **F**, LVIDd. **G**, LV mass. **H**, LVRI. **I**, Heart rate in parasternal short axis view. **J**, Body weight. **K**, Ratio between cardiac ventricle weight and tibia length (TL). **L**, Ratio between wet lung weight and TL in  $S^{fl/fl}$  and  $S^{4EC}$  mice euthanized 2 weeks after TAC operation (n=8,8,9,9). **M**, Representative images of Hematoxylin and Eosin (H&E; Scale bar, 2.5 mm) and Masson's Trichrome (MT; Scale bar, 500  $\mu$ m.) staining in transversal sections of heart 2 weeks after TAC operation. **N**, Fibrosis area in MT-stained transversal sections was measured and compared relative to  $S^{fl/fl}$  mice subjected to sham operation (n=3, 3, 5, 5). **O**, *Col3a1*, *Col1a1*, and *Bnp* mRNA abundance in left cardiac ventricle was measured via RT-qPCR (n=3, 3, 5, 5). A two-way ANOVA followed by Bonferroni post-hoc test was applied to evaluate the statistical difference. **P-Q**, Cardiac functional dynamics after TAC surgery was assessed (n=8-10, Unpaired Student's t-test or Mann-Whitney test). **P**, Pressure gradient across aortic constriction 1 week post-TAC. **Q**, EF. **R**, FS. **S**, LVRI. **T**, Percent survival after TAC surgery. **U**, Ratio between cardiac ventricle weight and tibia length (TL) in  $S^{fl/fl}$  and  $S^{4EC}$  mice euthanized 8 weeks after TAC surgery. **V**, Ratio between wet lung weight and TL.

## A Gating strategy for the EnMT data

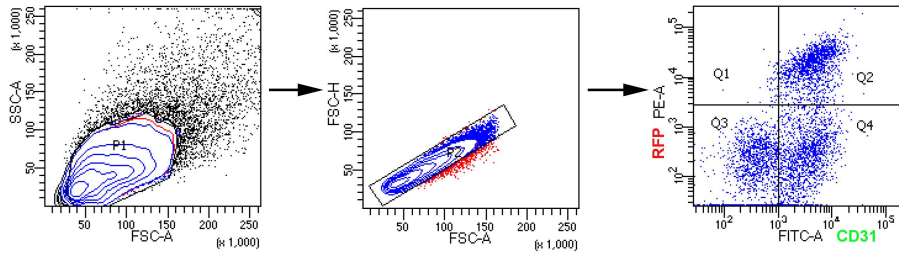

## B Gating strategy for flow cytometric analyses of immune cell in heart

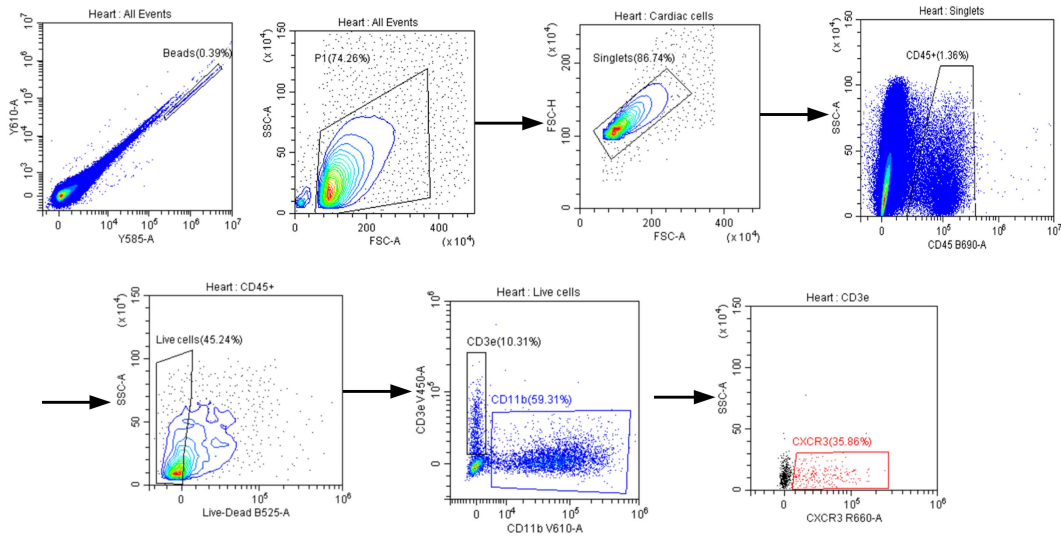

## C Gating strategy for flow cytometric analyses of immune cell in blood

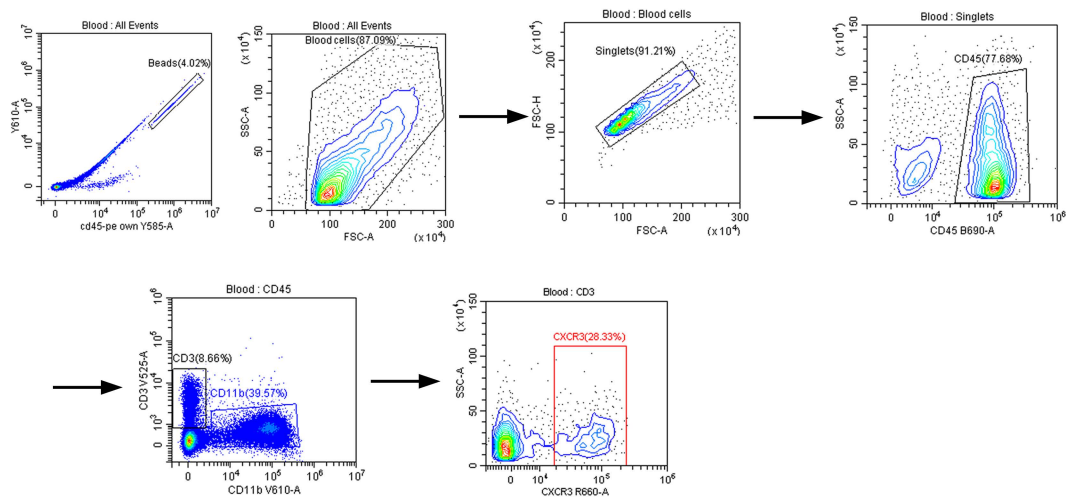

**Appendix Figure S6 Gating strategies of flow cytometry.** **A**, Gating strategy for flow cytometry of EnMT. Red fluorescence protein (RFP) from cardiac endothelial cell was detected with PE channel (y axis), and endothelial marker CD31 detected with FITC channel (x axis). **B-C**, Flow cytometry gating strategy for characterizing cardiac (**B**) and circulating (**C**) immune cells in mice. Sequential gating was performed to identify distinct immune cell populations based on specific surface marker expression profiles.

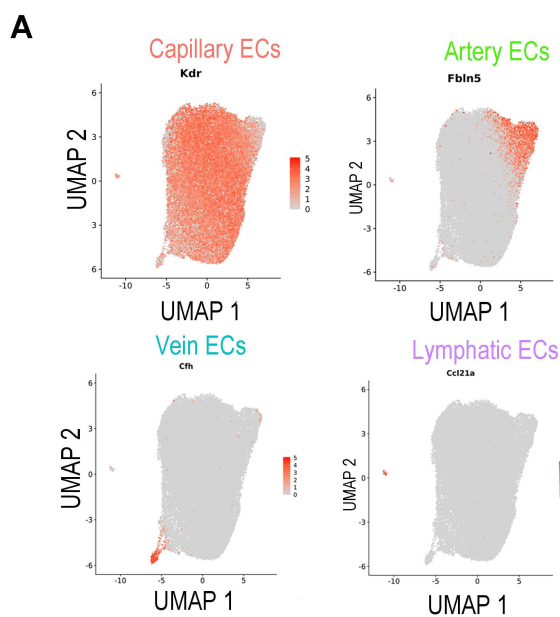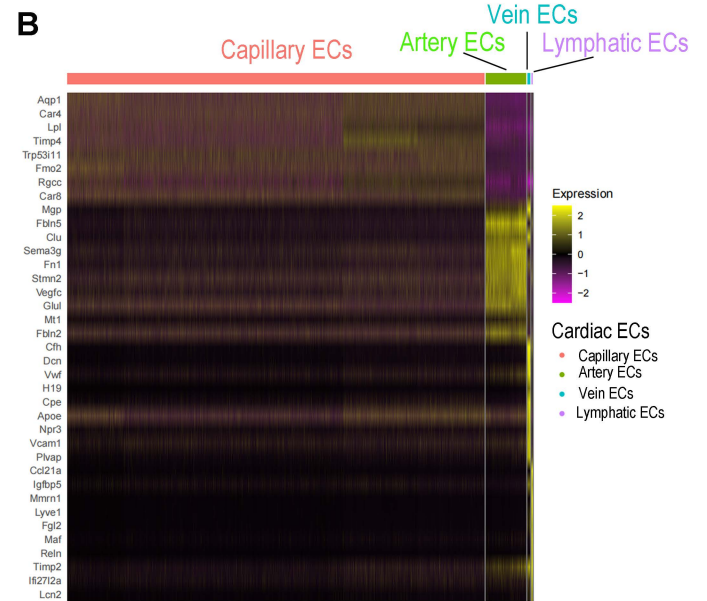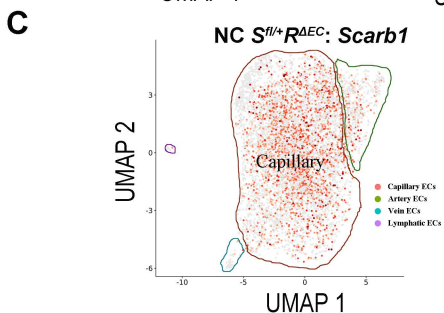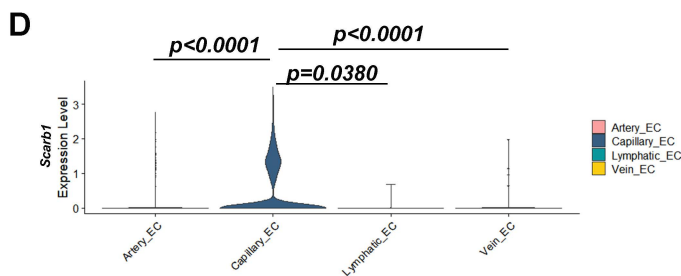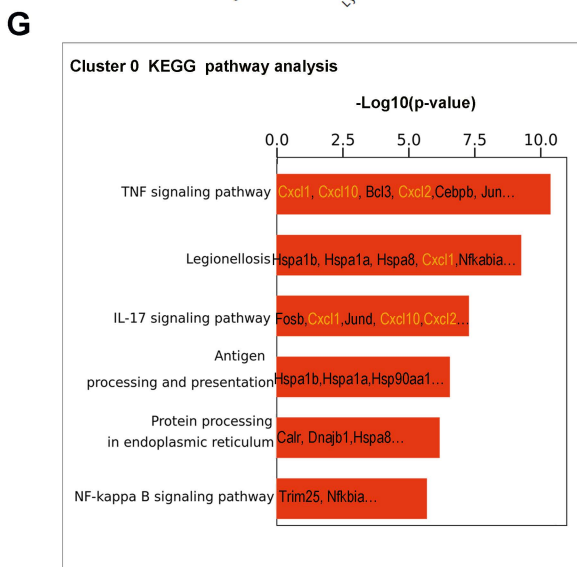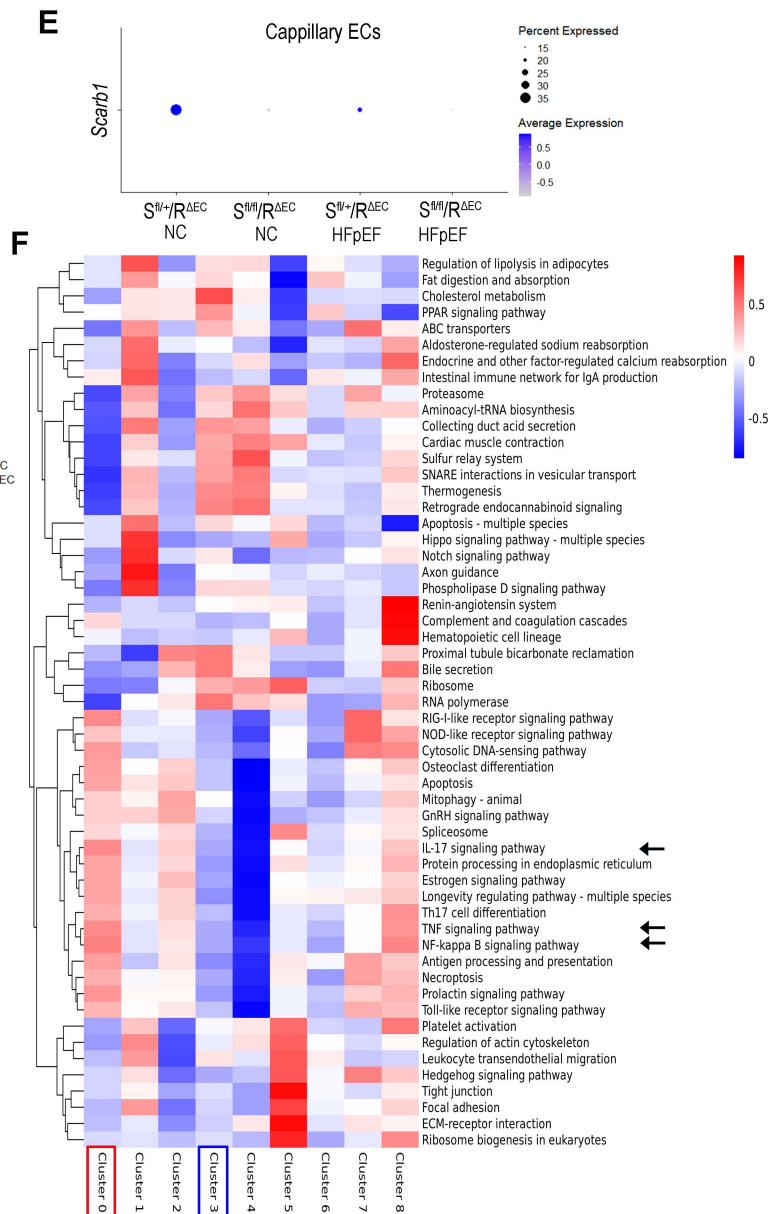

**Appendix Figure S7 Definition of cardiac endothelial clusters.** **A**, UMAP plot, showing the expression of representative markers from four cluster, including the capillary ECs, artery ECs, vein ECs, and lymphatic ECs. **B**, Heatmap top 10-ranking marker genes for each cluster of cardiac ECs. Yellow represents high gene expression and purple represents low gene expression. **C**, UMAP visualization depicting *Scarb1* (SR-B1) expression patterns across four EC clusters from the NC  $S^{fl/+}$   $RFP^{\Delta EC}$  group. **D**, Quantitative analysis of SR-B1 expression levels in four EC clusters from the NC  $S^{fl/+}$   $RFP^{\Delta EC}$  control group. Mann-Whitney U test was used to evaluate the statistical difference. **E**, The bubble map of *Scarb1* expression in capillary ECs from four groups. **F**, Heatmap showing KEGG signaling pathways enriched in sub-clusters of cardiac microvascular ECs. **G**, Bar chart of the top 10 differentially enriched KEGG pathway in the capillary subcluster 0.

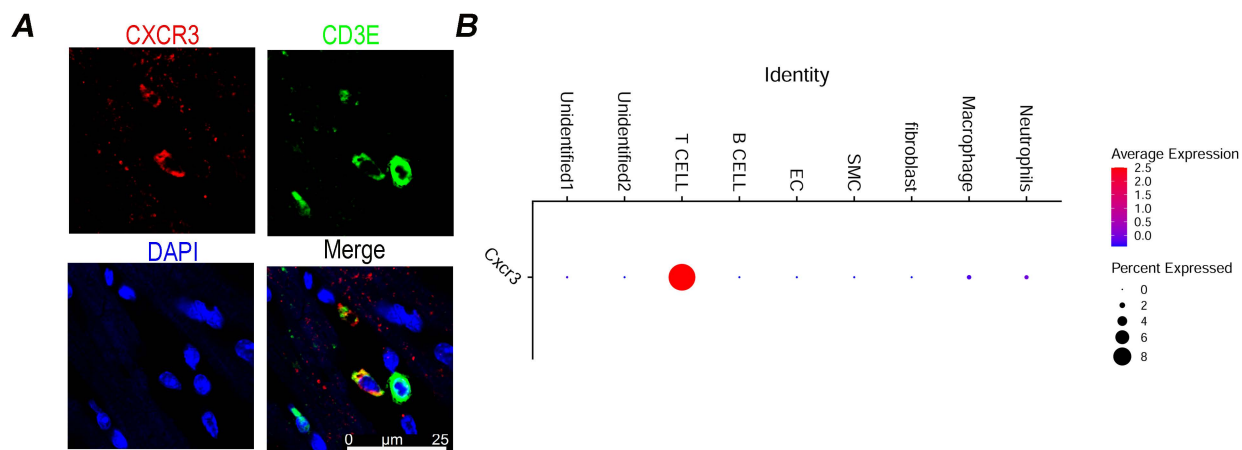

**C** Heart from  $S^{fl/fl}$  and  $S^{\Delta EC}$  HFpEF Mice

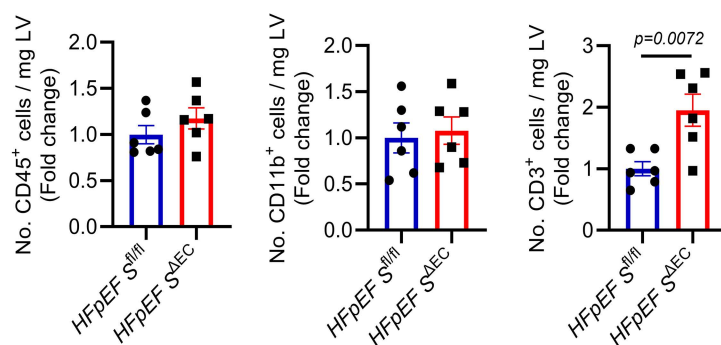

**D** Heart

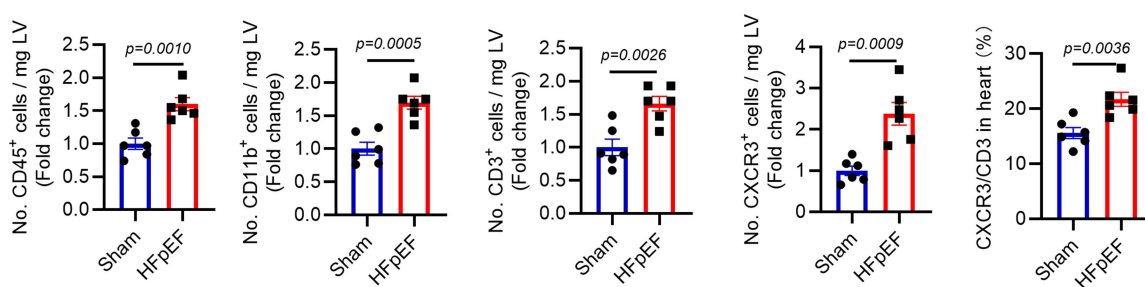

**E** Blood

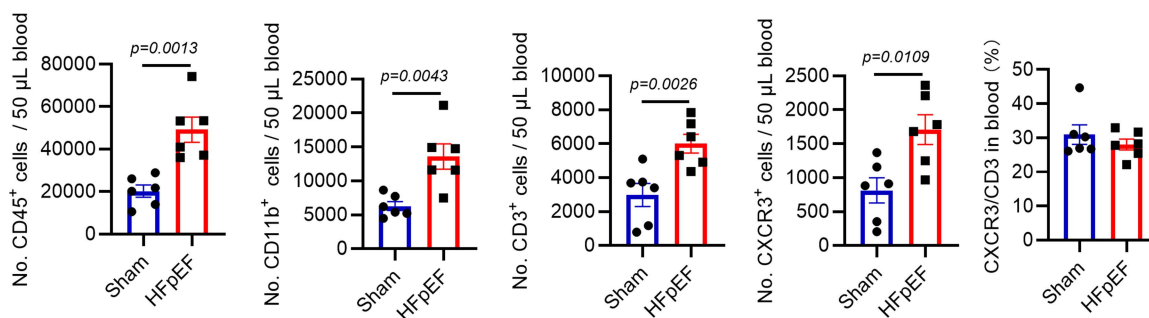

**Appendix Figure S8** **A**, Immunofluorescent staining of CXCR3 in HFpEF cardiac ventricle sections co-stained with CD3e to label T cells and DAPI to label nuclei. Scale bar, 25  $\mu$ m. **B**, The bubble map illustrates *Cxcr3* expression in a mixed cardiac sample, including healthy control mice and HFpEF mice, derived from a wild-type single-cell transcriptome database (GSE236586). **C**, Quantitative flow cytometric analysis of immune cell populations, including CD45<sup>+</sup> leukocytes, CD11b<sup>+</sup> myeloid cells, and CD3<sup>+</sup> T lymphocytes, in the left ventricular tissue of *S<sup>fl/fl</sup>* and *S <sup>$\Delta$ EC</sup>* HFpEF mice (n=6, Student's t-test). **D**, Flow cytometric analysis of immune cell infiltration in cardiac tissues from mice subjected to a 10-week HFD diet plus L-NAME compared with control group (n = 6, Student's t-test). **E**, Absolute immune cell counts by flow cytometry in peripheral blood comparing 10-week HFpEF mice with control mice. (n=6, Student's t-test or Mann-Whitney test).

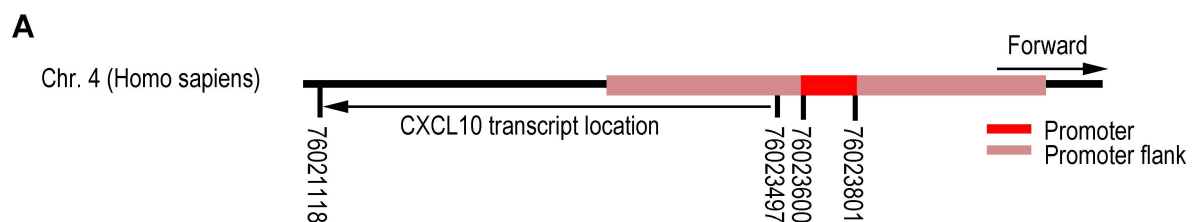

**B**

Transcriptional factors predicted with a dissimilarity margin less or equal than 15% via PROMO

|                      |                        |                       |                       |                       |                        |                             |                        |
|----------------------|------------------------|-----------------------|-----------------------|-----------------------|------------------------|-----------------------------|------------------------|
| 1 GR-beta [T01920]   | 1 C/EBPbeta [T00581]   | 2 C/EBPalpha [T00105] | 3 FOXP3 [T04280]      | 4 LEF-1 [T02905]      | 5 XBP-1 [T00902]       | 6 STAT5A [T04683]           | 7 PR B [T00696]        |
| 8 PR A [T01661]      | 9 IRF-1 [T00423]       | 10 TFIIID [T00820]    | 11 NF-1 [T00539]      | 12 NF-AT1 [T00550]    | 13 IRF-2 [T01491]      | 14 NF1/CTF [T00094]         | 15 GR [T05076]         |
| 16 GR-alpha [T00337] | 17 TFII-1 [T00824]     | 18 STAT4 [T01577]     | 19 c-Ets-1 [T00112]   | 20 HNF-1C [T01951]    | 21 HNF-1B [T01950]     | 22 c-Myb [T00137]           | 23 AP-2alphaA [T00035] |
| 24 MEF-2A [T01005]   | 25 HNF-3alpha [T02512] | 26 HOXD9 [T01424]     | 27 HOXD10 [T01425]    | 28 NF-kappaB [T00590] | 29 NF-kappaB1 [T00593] | 30 RelA [T00594]            | 31 Elk-1 [T00250]      |
| 32 c-Ets-2 [T00113]  | 33 YY1 [T00915]        | 34 NF-AT2 [T01945]    | 35 STAT1beta [T01573] | 36 NF-AT1 [T01948]    | 37 VDR [T00885]        | 38 PXR-1:RXR-alpha [T05671] | 39 SRY [T00997]        |
| 40 TCF-4E [T02878]   |                        |                       |                       |                       |                        |                             |                        |

Binding site of transcriptional factors in CXCL10 promoter

| Promoter (bp) | 10 | 20      | 30      | 40 | 50      | 60     | 70      | 80      | 90         | 100  | 110          | 120        | 130        | 140     | 150      | 160  | 170     | 180         | 190      | 200 |
|---------------|----|---------|---------|----|---------|--------|---------|---------|------------|------|--------------|------------|------------|---------|----------|------|---------|-------------|----------|-----|
| TF            | 24 | 0 1 2 3 | 1 3 4 7 | 10 | 0 1 2 5 | 3 6 10 | 1 3 7 8 | 3 5 7 8 | 1 10 11 12 | 0 16 | 0 1 10 11 16 | 0 12 16 17 | 0 14 17 18 | 1 16 23 | 0 1 2 24 | 0 16 | 1 3 7 8 | 17 18 19 28 | 16 18 19 |     |

**Appendix Figure S9 Computational prediction of transcription factors binding to the CXCL10 promoter.** **A**, *CXCL10* promoter location obtained from Ensembl genome browser 94 (<http://www.ensembl.org>). **B**, Rank of predicted transcriptional factors (top panel) and corresponding binding sites (bottom panel) using the PROMO algorithm<sup>14,15</sup>.

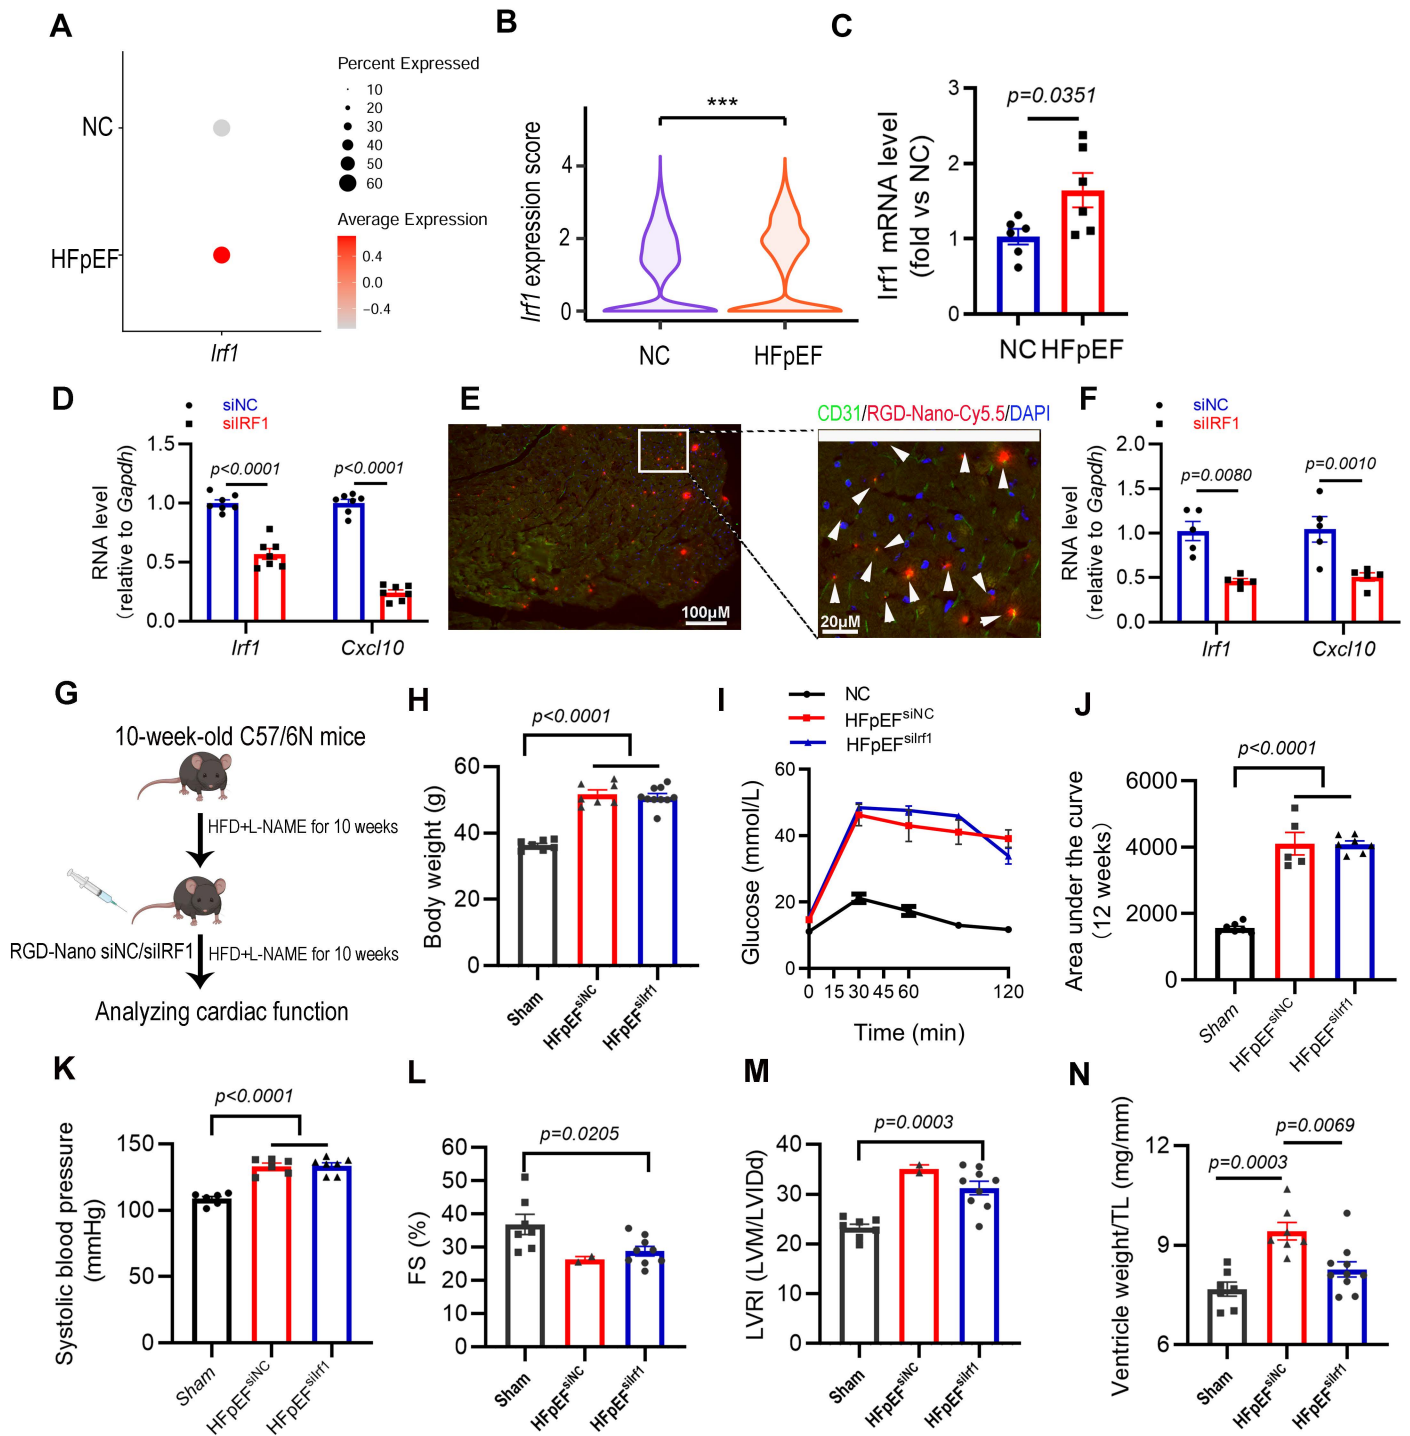

**Appendix Figure S10 Knockdown of IRF1 specifically in cardiac endothelial cells significantly ameliorates cardiac pathological remodeling in HFpEF mice.** **A**, The bubble map of *Irf1* expression in cardiac capillary endothelial cells from HFpEF and NC groups. **B**, Quantitative analysis of *Irf1* expression levels from the HFpEF and control groups. Mann-Whitney U test was used to evaluate the statistical difference. **C**, *Irf1* abundance was measured in mouse cardiac ECs from normal control and HFpEF mice at 20 weeks of HFD plus L-NAME regimens (n=6). **D**, Quantitative analysis of *Irf1* and *Cxcl10* mRNA expression levels in mouse endothelial cell line H5V following transfection with either scramble control siRNA (siNC) or IRF1-specific siRNA (siIRF1) (n=7, Student's t-test). **E**, Representative immunofluorescent images demonstrating co-localization (indicated by white arrows) of CD31+ endothelial cells (green) and Cy5.5-labeled RGD peptide-conjugated magnetic nanoparticles (red) in cardiac tissue sections. Nuclei were counterstained with DAPI (blue). Scale bar: 100  $\mu$ m (left panel); 20  $\mu$ m (right panel). **F**, Targeted delivery of IRF1-siRNA using RGD-conjugated nanoparticles significantly reduces *Irf1* and *Cxcl10* mRNA expression in isolated cardiac endothelial cells from wild-type mice, as quantified by RT-qPCR (n=5; Student's t-test). **G**, Workflow of the experimental design to investigate the role of endothelial-specific IRF1 in the HFpEF pathogenesis. **H**, Body weight (n=7, 7, 10). **I**, Blood glucose during intraperitoneal glucose tolerance test (ipGTT) (n=7, 7, 10), with corresponding area under the curve (**J**). **K**, Systolic blood pressure (n=6, 6, 7) of mice subjected to 10 weeks of HFD plus L-NAME regimens (One-way ANOVA with Bonferroni's multiple comparisons test). At 10 weeks post-injection of RGD nanoparticles, cardiac systolic function parameters were assessed by echocardiography, including (**L**) FS and (**M**) LVRI (n=7, 2, 9, differences between sham group and HFpEF-siIRF1 group only analyzed using Student's t-test). **N**, Ratio of cardiac ventricle weight to tibia length (TL) (n=7, 7, 10, One-way ANOVA with Bonferroni's multiple comparisons test).

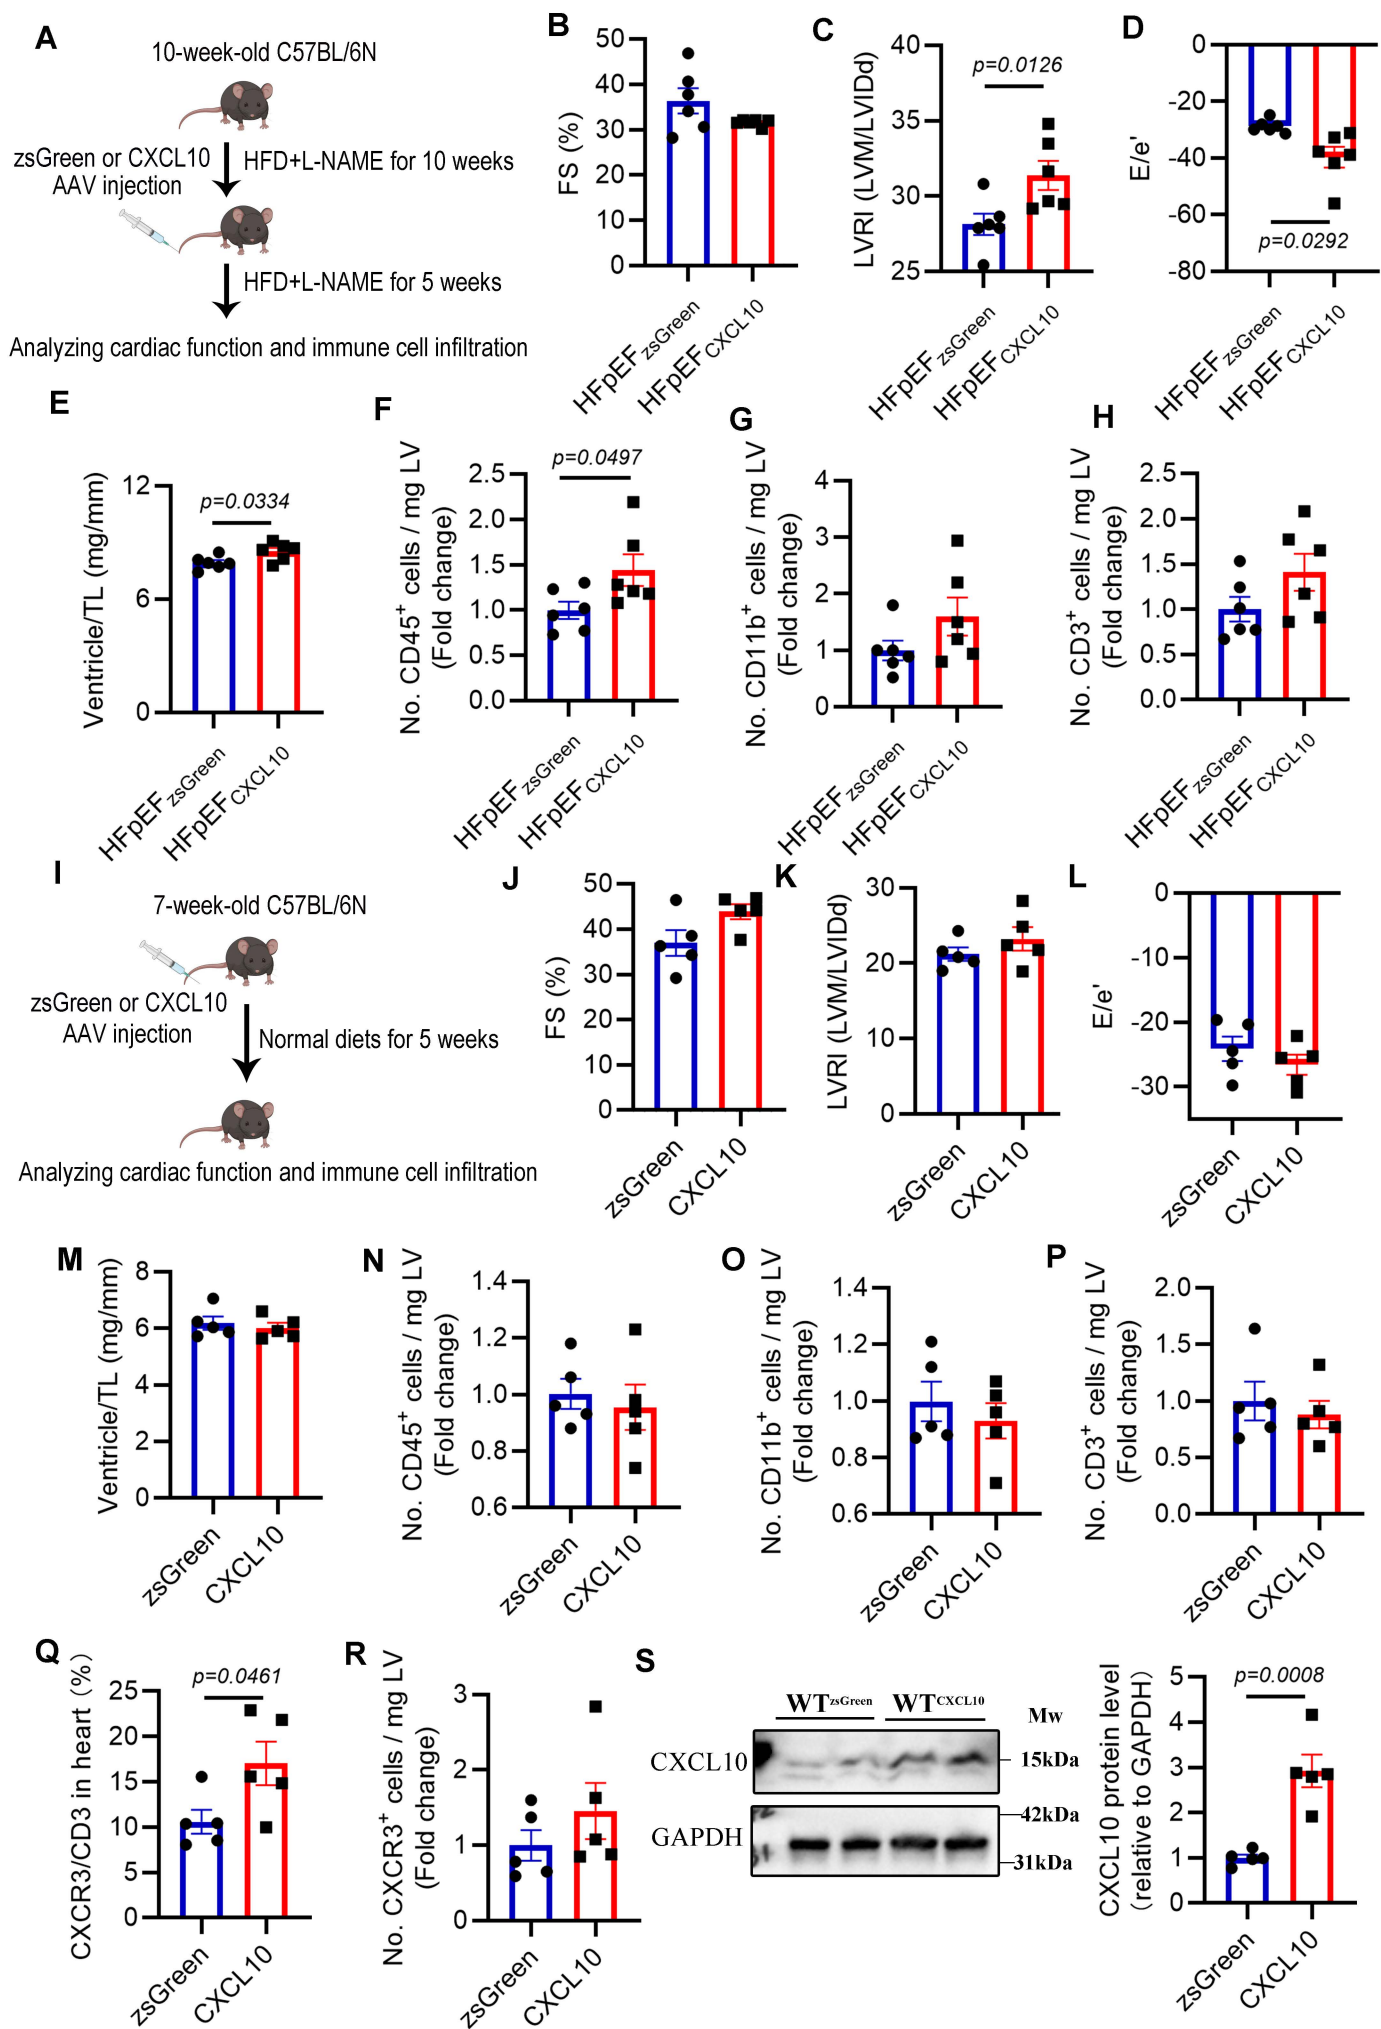

**Appendix Figure S11 The role of CXCL10 in cardiac function and immune cell infiltration in heart was investigated in both HFpEF disease state (A-H) and healthy state (I-S).** **A**, Workflow of the experimental design to investigate the role of CXCL10 during HFpEF pathogenesis. Echocardiographic parameters are shown in: **(B)** FS (n=6, Mann-Whitney test); **(C)** LVRI (n=6, Student's t-test); **(D)** E/e' ratio (n=6, Welch's t-test). **E**, Ratio of cardiac ventricle weight to TL (n=6; Student's t-test). Flow cytometric quantification of **(F)** CD45+ cells, **(G)** CD11b+ cells, and **(H)** CD3+ T cells in the left ventricle (n=6, Student's t-test). **I**, Workflow of the experimental design to investigate the role of CXCL10 in healthy hearts. Cardiac function was assessed by echocardiography, shown in: **(J)** FS; **(K)** LVRI; **(L)** E/e' ratio. **M**, Ratio of cardiac ventricle weight to TL. Flow cytometric quantification of **(N)** CD45+ T cells, **(O)** CD11b+ cells, **(P)** CD3+ cells, **(Q)** CXCR3+ cells, and **(R)** CXCR3+/CD3+ ratio in the left ventricle. **(S)** Representative western blot images of cardiac CXCL10 protein expression (left panel) and corresponding quantification (right panel). N=5 **(J-S)**, significant differences were analyzed using Student's t-test.

**A**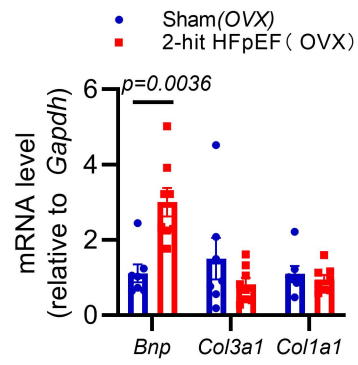**B**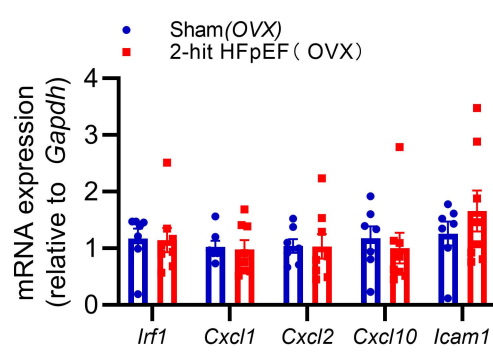

**Appendix Figure S12 A**, *Bnp*, *Col3a1*, and *Col1a1* mRNA abundance in female mouse left ventricles (n=7, 8). Data for *Bnp* were analyzed using the Mann-Whitney test. **B**, *Irf1*, *Cxcl1*, *Cxcl2*, *Cxcl10* and *Icam 1* mRNA abundance (n=7, 8).

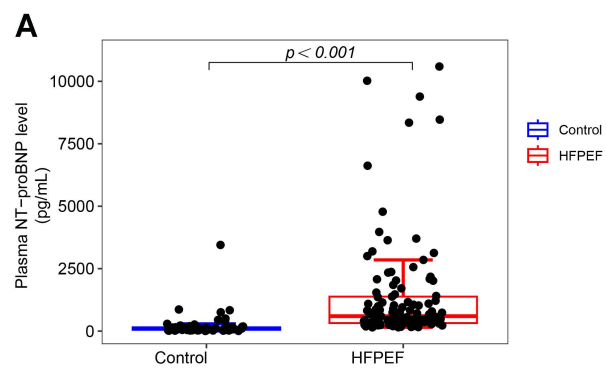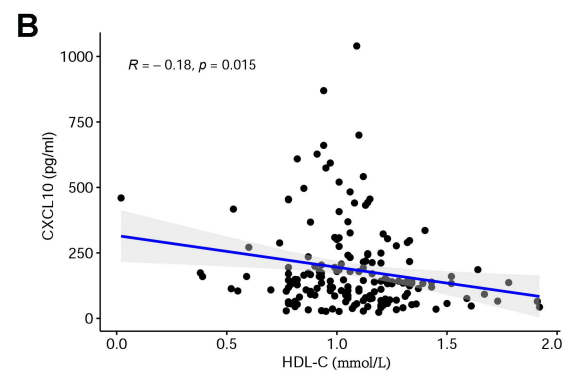

**Appendix Figure S13 A**, Plasma NT-proBNP levels were quantitatively assessed using ELISA in both healthy controls and patients with HFpEF (n=67, 109; Mann-Whitney test). **B**, The correlation between plasma CXCL10 levels and HDL-C concentrations was evaluated using Spearman's rank correlation analysis.

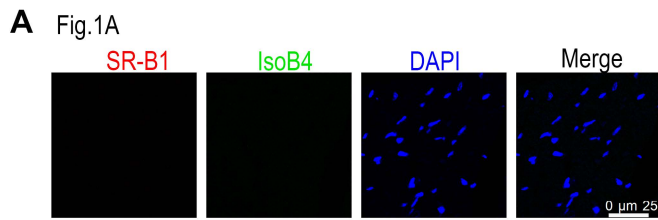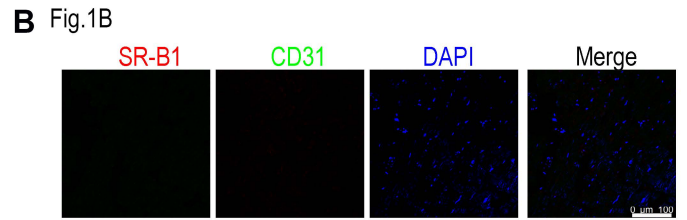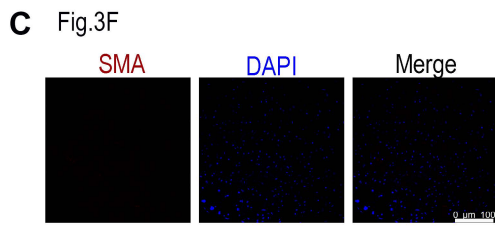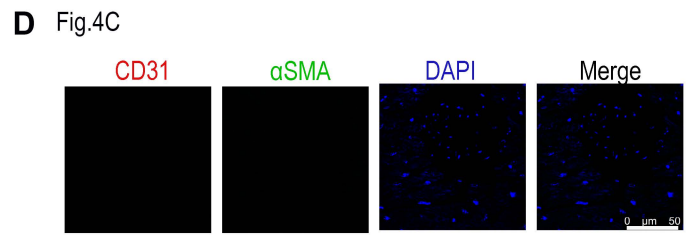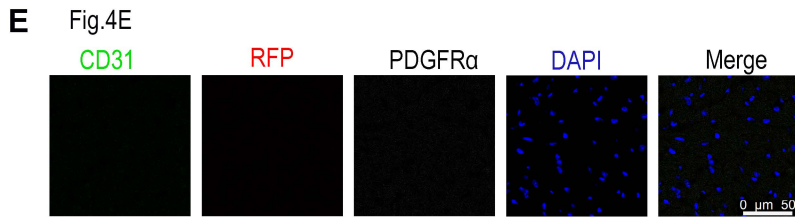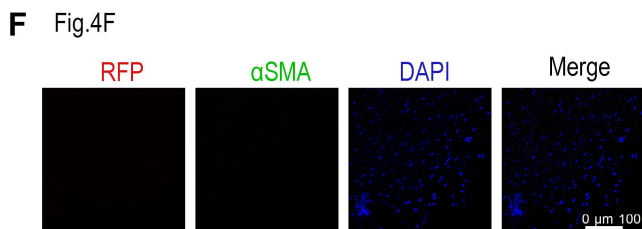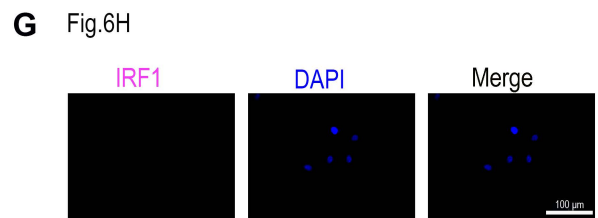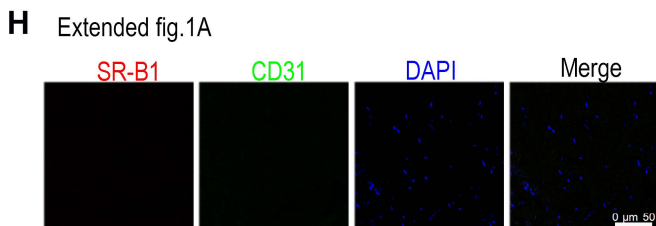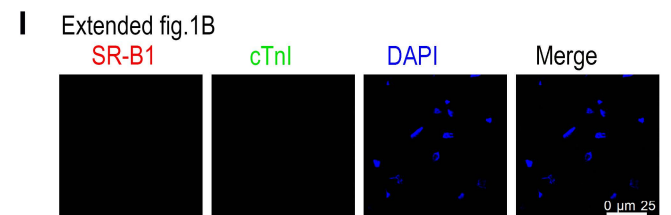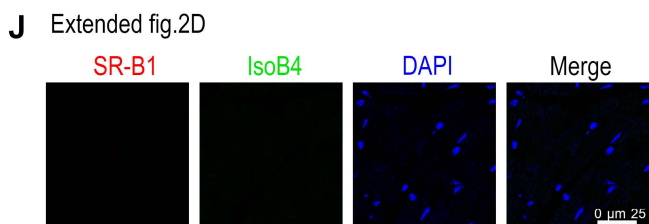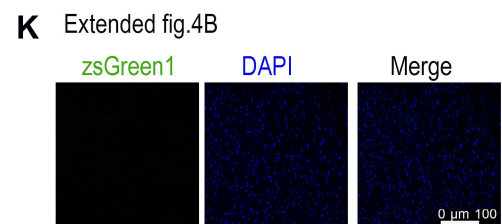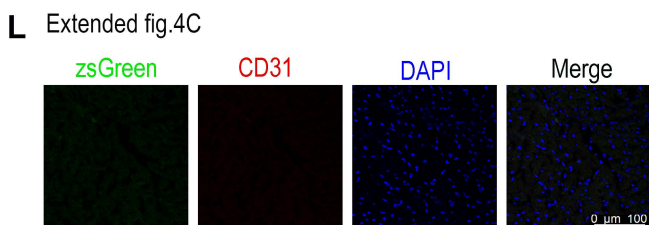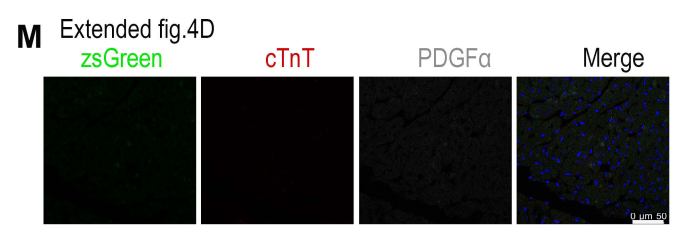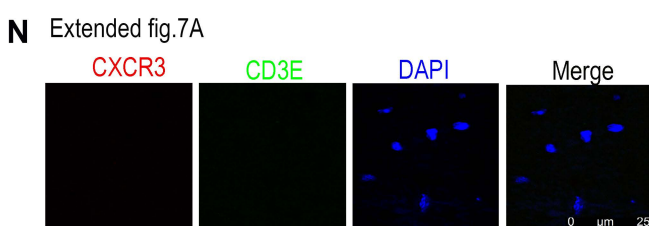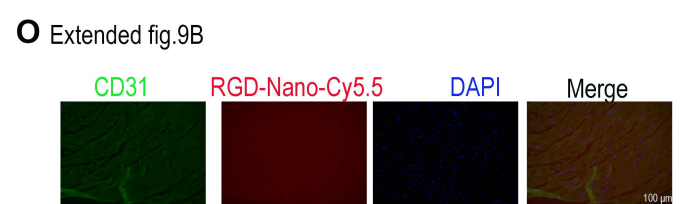

**Appendix Figure S14 All negative controls for immunofluorescence imaging are presented, with each panel clearly labeled to indicate the corresponding fluorescent image number.** Tissue sections or cell culture were incubated with antibody diluent in the absence of the primary antibody, while all other experimental conditions remained consistent.

**Appendix Table S1 Baseline characteristics of tissue samples from the control group and patients diagnosed with cardiomyopathy-related HFpEF**

|                          | Control (n=5) | HFpEF (n=12)         |
|--------------------------|---------------|----------------------|
| Clinical Characteristics |               |                      |
| Age (year)               | -             | 54.83 ± 2.91         |
| Female gender, n (%)     | 1 (20.00)     | 6 (50.00)            |
| SBP (mmHg)               | -             | 132.83 ± 3.00        |
| DBP (mmHg)               | -             | 75.67 ± 3.64         |
| HR (beats/min)           | -             | 72.50 ± 2.91         |
| BMI (kg/m <sup>2</sup> ) | -             | 27.92 ± 0.91         |
| Echocardiography         |               |                      |
| LVEF (%)                 | -             | 68.00 ± 2.02         |
| Septal e' (cm/s)         | -             | 4.66 ± 0.40          |
| Lateral e' (cm/s)        | -             | 6.18 ± 0.48          |
| E/e'                     | -             | 15.35 (14.23, 22.18) |
| PASP (mmHg)              | -             | 36.00 (31.00, 37.50) |
| LVPWT (mm)               | -             | 12.00 (11.00, 14.50) |
| LVIDD (mm)               | -             | 4.51 ± 0.17          |
| RWT                      | -             | 0.56 (0.48, 0.65)    |
| LVMI (g/m <sup>2</sup> ) | -             | 166.92 ± 13.21       |
| Medical history          |               |                      |
| Smoking, n (%)           | -             | 3 (25.00)            |
| Drinking, n (%)          | -             | 4 (33.33)            |
| Hypertension, n (%)      | -             | 6 (50.00)            |
| DM, n (%)                | -             | 4 (33.33)            |
| AF, n (%)                | -             | 2 (16.67)            |
| CAD, n (%)               | -             | 3 (25.00)            |
| Medical history          |               |                      |
| Diuretics, n (%)         | -             | 3 (25.00)            |
| Beta blocker, n (%)      | -             | 4 (33.33)            |
| CCB, n (%)               | -             | 3 (25.00)            |
| ACEI/ARB, n (%)          | -             | 1 (8.33)             |
| Laboratory Examination   |               |                      |
| Cr (μmol/L)              | -             | 75.18 ± 4.04         |
| NT-proBNP (pg/ml)        | -             | 2563.74 ± 535.14     |
| HDL-C (mmol/L)           | -             | 0.98 ± 0.09          |

Values are median (IQR), mean ± SEM or frequencies (%). SBP, systolic blood pressure; DBP, diastolic blood pressure; HR, heart rate; BMI, body mass index; LVEF, left ventricular ejection fraction; PASP, pulmonary artery systolic pressure; LVPWT, left ventricular diastolic posterior wall thickness; LVIDD, left ventricular internal diameter, diastolic; RWT, relative wall thickness; LVMI, left ventricular mass index; DM, diabetes mellitus; AF, atrial fibrillation; CAD, cardiac artery disease; CCB, calcium channel blockers;

ACEI, angiotensin-converting enzyme inhibitor; ARB, angiotensin receptor blocker; Cr, creatinine; NT-proBNP, N-terminal pro-B-type natriuretic peptide; HDL-C, high-density lipoprotein cholesterol.

**Appendix Table S2 Baseline characteristics of control group and patients diagnosed with HFpEF**

|                               | Control (n=67)         | HFpEF (n=109)            | P      |
|-------------------------------|------------------------|--------------------------|--------|
| Clinical Characteristics      |                        |                          |        |
| Age (year, IQR)               | 66 (63, 69.5)          | 67 (63, 71)              | 0.37   |
| Female gender, n (%)          | 35 (52.24)             | 52 (47.71)               | 0.67   |
| SBP (mmHg, IQR)               | 134 (129, 150)         | 137 (128, 148)           | 0.63   |
| DBP (mmHg, IQR)               | 80 (72, 86)            | 76 (70, 84)              | 0.08   |
| HR (beats/min, IQR)           | 75 (65, 79)            | 71 (66, 80)              | 0.38   |
| BMI (kg/m <sup>2</sup> , IQR) | 26.17 (24.16, 27.68)   | 25.26 (23.44, 27.34)     | 0.20   |
| Echocardiography              |                        |                          |        |
| LVEF (% , IQR)                | 65.00 (61.50, 67.00)   | 63.00 (58.00, 65.00)     | 0.01   |
| Septal e' (cm/s, IQR)         | 12.60 (11.05, 13.55)   | 5.20 (5.00, 6.40)        | <0.001 |
| Lateral e' (cm/s, IQR)        | 17.30 (15.95, 19.05)   | 7.00 (6.00, 8.00)        | <0.001 |
| E/e' (IQR)                    | 4.83 (4.43, 6.11)      | 10.91 (8.83, 13.67)      | <0.001 |
| PASP (mmHg, IQR)              | 9.20 (8.05, 10.65)     | 28.00 (25.00, 30.00)     | <0.001 |
| LVPWT (mm, IQR)               | 10.00 (9.00, 10.50)    | 10.00 (10.00, 11.00)     | <0.001 |
| LVIDD (mm, IQR)               | 45.00 (42.00, 47.50)   | 45.00 (41.00, 48.00)     | 0.99   |
| RWT (IQR)                     | 0.44 (0.40, 0.47)      | 0.47 (0.43, 0.51)        | 0.002  |
| LVMI (g/m <sup>2</sup> , IQR) | 87.26 (75.19, 99.71)   | 99.78 (87.28, 115.97)    | <0.001 |
| Medical history               |                        |                          |        |
| Smoking, n (%)                | 19 (28.36)             | 39 (35.78)               | 0.39   |
| Drinking, n (%)               | 18 (26.87)             | 36 (33.03)               | 0.49   |
| Hypertension, n (%)           | 21 (31.34)             | 78 (71.56)               | <0.001 |
| DM, n (%)                     | 13 (19.40)             | 43 (39.45)               | 0.01   |
| AF, n (%)                     | 7 (10.45)              | 21 (19.27)               | 0.18   |
| CAD, n (%)                    | 12 (17.91)             | 75 (68.81)               | <0.001 |
| Medicine history              |                        |                          |        |
| Diuretics, n (%)              | 2 (2.99)               | 22 (20.18)               | 0.003  |
| Beta blocker, n (%)           | 3 (4.48)               | 44 (40.37)               | <0.001 |
| CCB, n (%)                    | 11 (16.42)             | 27 (24.77)               | 0.26   |
| ACEI/ARB, n (%)               | 9 (13.43)              | 20 (18.35)               | 0.52   |
| Laboratory Examination        |                        |                          |        |
| Cr, (μmol/L, IQR)             | 63.00 (56.00, 72.00)   | 67.00 (58.00, 80.00)     | 0.16   |
| NT-proBNP, (pg/ml, IQR)       | 99.95 (51.26, 150.99)  | 597.20 (320.90, 1380.00) | <0.001 |
| HDL-C (mmol/L, IQR)           | 1.20 (1.05, 1.32)      | 1.01 (0.88, 1.13)        | <0.001 |
| CXCL10 (pg/ml, IQR)           | 114.75 (68.92, 145.20) | 159.95 (91.46, 296.91)   | 0.001  |

Values are median (IQR) or frequencies (%). SBP, systolic blood pressure; DBP, diastolic blood pressure; HR, heart rate; BMI, body mass index; LVEF, left ventricular ejection fraction; PASP, pulmonary artery systolic pressure; LVPWT, left ventricular diastolic posterior wall thickness; LVIDD, left ventricular internal diameter, diastolic; RWT, relative wall thickness; LVMI, left ventricular mass index; DM, diabetes mellitus; AF, atrial fibrillation; CAD, cardiac artery disease; CCB, calcium channel blockers; ACEI, angiotensin-converting enzyme inhibitor; ARB, angiotensin receptor blocker; Cr, creatinine; NT-proBNP, N-terminal pro-B-type natriuretic peptide; HDL-C, high-density lipoprotein cholesterol.

**Appendix Table S3 Univariate and multivariate logistic regression analysis of major cardiovascular risk factors on HFpEF pathogenesis**

| Variable   | Univariate analysis |       |               | Multivariate analysis |      |               |
|------------|---------------------|-------|---------------|-----------------------|------|---------------|
|            | <i>P</i> value      | OR    | 95%CI         | <i>P</i> value        | OR   | 95%CI         |
| Age        | 0.90                | 1.00  | (0.96, 1.04)  |                       |      |               |
| Gender     | 0.56                | 1.20  | (0.65, 2.21)  |                       |      |               |
| BMI        | 0.54                | 0.97  | (0.89, 1.06)  |                       |      |               |
| DBP        | 0.24                | 0.98  | (0.96, 1.01)  |                       |      |               |
| Smoking    | 0.31                | 1.41  | (0.73, 1.72)  |                       |      |               |
| AF         | 0.17                | 2.05  | (0.82, 5.11)  |                       |      |               |
| CAD        | <0.001              | 10.11 | (4.80, 21.29) | <0.001                | 8.05 | (3.54, 18.34) |
| HBP        | <0.001              | 5.51  | (2.84, 10.70) | 0.003                 | 3.25 | (1.51, 6.98)  |
| DM         | 0.007               | 2.71  | (1.32, 5.54)  | 0.006                 | 3.55 | (1.45, 8.70)  |
| Log CXCL10 | 0.003               | 4.28  | (1.64, 11.15) | 0.048                 | 3.28 | (1.01, 10.65) |

OR, odds ratio; CI, confidence interval.

**Appendix Table S4 Exact P Values for the partial figures reporting P-Value ranges.**

| Figure Name |                         | Group Name                                     | Exact P Value   |
|-------------|-------------------------|------------------------------------------------|-----------------|
| Figure 1    | Fig.1E                  | NC vs. HFpEF                                   | 0.000032        |
| Figure 2    | Fig.2B                  | $S^{fl/fl}$ vs. $S^{\Delta EC}$                | 0.000003        |
|             | Fig 2C                  | $S^{fl/fl}$ vs. $S^{\Delta EC}$                | 0.000031        |
|             | Fig.2G LVPWd            | NC: $S^{fl/fl}$ vs. NC: $S^{\Delta EC}$        | >0.999999999999 |
|             |                         | NC: $S^{fl/fl}$ vs. HFpEF: $S^{fl/fl}$         | 7.30001E-05     |
|             |                         | NC: $S^{fl/fl}$ vs. HFpEF: $S^{\Delta EC}$     | 3.96E-10        |
|             |                         | NC: $S^{\Delta EC}$ vs. HFpEF: $S^{fl/fl}$     | 0.001252442     |
|             |                         | NC: $S^{\Delta EC}$ vs. HFpEF: $S^{\Delta EC}$ | 5.384E-09       |
|             |                         | HFpEF: $S^{fl/fl}$ vs. HFpEF: $S^{\Delta EC}$  | 0.000737293     |
|             | Fig.2I LVIR             | NC: $S^{fl/fl}$ vs. NC: $S^{\Delta EC}$        | >0.999999999999 |
|             |                         | NC: $S^{fl/fl}$ vs. HFpEF: $S^{fl/fl}$         | 4.63481E-05     |
|             |                         | NC: $S^{fl/fl}$ vs. HFpEF: $S^{\Delta EC}$     | 1E-12           |
|             |                         | NC: $S^{\Delta EC}$ vs. HFpEF: $S^{fl/fl}$     | 0.00215645      |
|             |                         | NC: $S^{\Delta EC}$ vs. HFpEF: $S^{\Delta EC}$ | 2.338E-11       |
|             |                         | HFpEF: $S^{fl/fl}$ vs. HFpEF: $S^{\Delta EC}$  | 7.56744E-07     |
|             | Fig.2K MPI              | NC: $S^{fl/fl}$ vs. NC: $S^{\Delta EC}$        | >0.999999999999 |
|             |                         | NC: $S^{fl/fl}$ vs. HFpEF: $S^{fl/fl}$         | 2.49347E-06     |
|             |                         | NC: $S^{fl/fl}$ vs. HFpEF: $S^{\Delta EC}$     | 1.0218E-11      |
|             |                         | NC: $S^{\Delta EC}$ vs. HFpEF: $S^{fl/fl}$     | 2.76528E-05     |
|             |                         | NC: $S^{\Delta EC}$ vs. HFpEF: $S^{\Delta EC}$ | 7.7204E-11      |
|             |                         | HFpEF: $S^{fl/fl}$ vs. HFpEF: $S^{\Delta EC}$  | 0.000295228     |
|             | Fig.2L E/e'             | NC: $S^{fl/fl}$ vs. NC: $S^{\Delta EC}$        | >0.999999999999 |
|             |                         | NC: $S^{fl/fl}$ vs. HFpEF: $S^{fl/fl}$         | 0.000500158     |
|             |                         | NC: $S^{fl/fl}$ vs. HFpEF: $S^{\Delta EC}$     | 2.1509E-11      |
|             |                         | NC: $S^{\Delta EC}$ vs. HFpEF: $S^{fl/fl}$     | 0.001711282     |
|             |                         | NC: $S^{\Delta EC}$ vs. HFpEF: $S^{\Delta EC}$ | 6.2635E-11      |
|             |                         | HFpEF: $S^{fl/fl}$ vs. HFpEF: $S^{\Delta EC}$  | 3.17154E-06     |
|             | Fig.2N Running Distance | NC: $S^{fl/fl}$ vs. NC: $S^{\Delta EC}$        | >0.999999999999 |
|             |                         | NC: $S^{fl/fl}$ vs. HFpEF: $S^{fl/fl}$         | 1.72109E-05     |
|             |                         | NC: $S^{fl/fl}$ vs. HFpEF: $S^{\Delta EC}$     | 3.40339E-08     |
|             |                         | NC: $S^{\Delta EC}$ vs. HFpEF: $S^{fl/fl}$     | 5.35315E-05     |
|             |                         | NC: $S^{\Delta EC}$ vs. HFpEF: $S^{\Delta EC}$ | 8.15949E-08     |
|             |                         | HFpEF: $S^{fl/fl}$ vs. HFpEF: $S^{\Delta EC}$  | 0.008021452     |
| Figure 3    | Fig.3A Ventricle/TL     | NC: $S^{fl/fl}$ vs. NC: $S^{\Delta EC}$        | >0.999999999999 |
|             |                         | NC: $S^{fl/fl}$ vs. HFpEF: $S^{fl/fl}$         | 2.3153E-05      |
|             |                         | NC: $S^{fl/fl}$ vs. HFpEF: $S^{\Delta EC}$     | 1.81978E-09     |

|          |                               |                                                     |                     |
|----------|-------------------------------|-----------------------------------------------------|---------------------|
|          |                               | NC:S <sup>ΔEC</sup> vs. HFpEF:S <sup>fl/fl</sup>    | 9.60633E-05         |
|          |                               | NC:S <sup>ΔEC</sup> vs. HFpEF:S <sup>ΔEC</sup>      | 6.7309E-09          |
|          |                               | HFpEF:S <sup>fl/fl</sup> vs. HFpEF:S <sup>ΔEC</sup> | 0.011708303         |
|          | Fig.3B LW / TL                | NC:S <sup>fl/fl</sup> vs. NC:S <sup>ΔEC</sup>       | >0.9999999999999999 |
|          |                               | NC:S <sup>fl/fl</sup> vs. HFpEF:S <sup>fl/fl</sup>  | 0.003465676         |
|          |                               | NC:S <sup>fl/fl</sup> vs. HFpEF:S <sup>ΔEC</sup>    | 9.62333E-07         |
|          |                               | NC:S <sup>ΔEC</sup> vs. HFpEF:S <sup>fl/fl</sup>    | 0.003498021         |
|          |                               | NC:S <sup>ΔEC</sup> vs. HFpEF:S <sup>ΔEC</sup>      | 9.71738E-07         |
|          |                               | HFpEF:S <sup>fl/fl</sup> vs. HFpEF:S <sup>ΔEC</sup> | 0.044875531         |
|          | Fig.3D Relative fibrosis area | NC:S <sup>fl/fl</sup> vs. NC:S <sup>ΔEC</sup>       | >0.9999999999999999 |
|          |                               | NC:S <sup>fl/fl</sup> vs. HFpEF:S <sup>fl/fl</sup>  | 0.002083933         |
|          |                               | NC:S <sup>fl/fl</sup> vs. HFpEF:S <sup>ΔEC</sup>    | 1.52197E-08         |
|          |                               | NC:S <sup>ΔEC</sup> vs. HFpEF:S <sup>fl/fl</sup>    | 0.001762658         |
|          |                               | NC:S <sup>ΔEC</sup> vs. HFpEF:S <sup>ΔEC</sup>      | 1.29149E-08         |
|          |                               | HFpEF:S <sup>fl/fl</sup> vs. HFpEF:S <sup>ΔEC</sup> | 0.001320255         |
|          | Fig.3E: Cola3a1               | NC:flox vs. NC:ec                                   | >0.9999999999999999 |
|          |                               | NC:flox vs. HFpEF:flox                              | 0.00410197          |
|          |                               | NC:flox vs. HFpEF:ec                                | 8.80127E-10         |
|          |                               | NC:ec vs. HFpEF:flox                                | 0.005121372         |
|          |                               | NC:ec vs. HFpEF:ec                                  | 1.06975E-09         |
|          |                               | HFpEF:flox vs. HFpEF:ec                             | 1.66713E-05         |
|          | Fig.3E: Cola1a1               | NC:flox vs. NC:ec                                   | >0.9999999999999999 |
|          |                               | NC:flox vs. HFpEF:flox                              | 0.292053538         |
|          |                               | NC:flox vs. HFpEF:ec                                | 0.001121814         |
|          |                               | NC:ec vs. HFpEF:flox                                | 0.323390354         |
|          |                               | NC:ec vs. HFpEF:ec                                  | 0.001280096         |
|          |                               | HFpEF:flox vs. HFpEF:ec                             | 0.190759275         |
|          | Fig.3E: BNP                   | NC:flox vs. NC:ec                                   | >0.9999999999999999 |
|          |                               | NC:flox vs. HFpEF:flox                              | 0.000429403         |
|          |                               | NC:flox vs. HFpEF:ec                                | 7.10267E-10         |
|          |                               | NC:ec vs. HFpEF:flox                                | 0.000280922         |
|          |                               | NC:ec vs. HFpEF:ec                                  | 4.98652E-10         |
|          |                               | HFpEF:flox vs. HFpEF:ec                             | 0.000122107         |
|          | Fig.3F                        | NC:S <sup>fl/fl</sup> vs. NC:S <sup>ΔEC</sup>       | >0.9999999999999999 |
|          |                               | NC:S <sup>fl/fl</sup> vs. HFpEF:S <sup>fl/fl</sup>  | 0.000300311         |
|          |                               | NC:S <sup>fl/fl</sup> vs. HFpEF:S <sup>ΔEC</sup>    | 3.86224E-07         |
|          |                               | NC:S <sup>ΔEC</sup> vs. HFpEF:S <sup>fl/fl</sup>    | 0.00053118          |
|          |                               | NC:S <sup>ΔEC</sup> vs. HFpEF:S <sup>ΔEC</sup>      | 5.72422E-07         |
|          |                               | HFpEF:S <sup>fl/fl</sup> vs. HFpEF:S <sup>ΔEC</sup> | 0.000410611         |
| Figure 4 | Fig.4B: Cd31                  | NC vs. TGF-beta                                     | >0.9999999999       |
|          |                               | NC vs. TGF-beta+H2O2                                | 0.074957278         |
|          |                               | NC vs. TGF-beta+IL-1b                               | 0.011005872         |

|  |               |                                     |              |
|--|---------------|-------------------------------------|--------------|
|  |               | TGF-beta vs. TGF-beta+H2O2          | 0.117829459  |
|  |               | TGF-beta vs. TGF-beta+IL-1b         | 0.017998633  |
|  |               | TGF-beta+H2O2 vs.<br>TGF-beta+IL-1b | >0.999999999 |
|  | Fig.4B:Cdh5   | NC vs. TGF-beta                     | 0.000296924  |
|  |               | NC vs. TGF-beta+H2O2                | 0.000107935  |
|  |               | NC vs. TGF-beta+IL-1b               | 0.132730825  |
|  |               | TGF-beta vs. TGF-beta+H2O2          | >0.999999999 |
|  |               | TGF-beta vs. TGF-beta+IL-1b         | 0.122034718  |
|  |               | TGF-beta+H2O2 vs.<br>TGF-beta+IL-1b | 0.04885462   |
|  | Fig.4B:Col3a1 | NC vs. TGF-beta                     | 0.003048923  |
|  |               | NC vs. TGF-beta+H2O2                | 0.008714946  |
|  |               | NC vs. TGF-beta+IL-1b               | >0.999999999 |
|  |               | TGF-beta vs. TGF-beta+H2O2          | >0.999999999 |
|  |               | TGF-beta vs. TGF-beta+IL-1b         | 0.008714946  |
|  |               | TGF-beta+H2O2 vs.<br>TGF-beta+IL-1b | 0.02299695   |
|  |               |                                     |              |
|  | Fig.4B:Col1a1 | NC vs. TGF-beta                     | 0.003048923  |
|  |               | NC vs. TGF-beta+H2O2                | 0.000757041  |
|  |               | NC vs. TGF-beta+IL-1b               | 0.149844172  |
|  |               | TGF-beta vs. TGF-beta+H2O2          | >0.999999999 |
|  |               | TGF-beta vs. TGF-beta+IL-1b         | >0.999999999 |
|  |               | TGF-beta+H2O2 vs.<br>TGF-beta+IL-1b | 0.668300285  |
|  | Fig.4B:Acta2  | NC vs. TGF-beta                     | 0.000148522  |
|  |               | NC vs. TGF-beta+H2O2                | 0.000949177  |
|  |               | NC vs. TGF-beta+IL-1b               | 1.99654E-05  |
|  |               | TGF-beta vs. TGF-beta+H2O2          | 0.999996118  |
|  |               | TGF-beta vs. TGF-beta+IL-1b         | 0.001333147  |
|  |               | TGF-beta+H2O2 vs.<br>TGF-beta+IL-1b | 0.011577489  |
|  | Fig.4B:eNOS   | NC vs. TGF-beta                     | >0.999999999 |
|  |               | NC vs. TGF-beta+H2O2                | 0.000644613  |
|  |               | NC vs. TGF-beta+IL-1b               | 9.66E-08     |
|  |               | TGF-beta vs. TGF-beta+H2O2          | 2.72335E-05  |
|  |               | TGF-beta vs. TGF-beta+IL-1b         | 0.000000007  |
|  |               | TGF-beta+H2O2 vs.<br>TGF-beta+IL-1b | 0.007047323  |
|  | Fig.4B:Scarb1 | NC vs. TGF-beta                     | 0.000105989  |
|  |               | NC vs. TGF-beta+H2O2                | 3.76013E-05  |
|  |               | NC vs. TGF-beta+IL-1b               | 2.21123E-05  |

|          |               |                                                            |                    |
|----------|---------------|------------------------------------------------------------|--------------------|
|          |               | TGF-beta vs. TGF-beta+H2O2                                 | >0.9999999999      |
|          |               | TGF-beta vs. TGF-beta+IL-1b                                | >0.9999999999      |
|          |               | TGF-beta+H2O2 vs.<br>TGF-beta+IL-1b                        | >0.9999999999      |
| Figure 5 | Fig.5F:Scarb1 | HFpEF $S^{fl/fl}$ vs. HFpEF $S^{\Delta EC}$                | 7.23906E-05        |
|          | Fig.5F:Cxcl10 | HFpEF $S^{fl/fl}$ vs. HFpEF $S^{\Delta EC}$                | 1.22187E-05        |
|          | Fig.5G:CXCL10 | HFpEF $S^{fl/fl}$ vs. HFpEF $S^{\Delta EC}$                | 6.39807E-05        |
| Figure 6 | Fig.6A:SR-B1  | siNC vs. siSR-B1                                           | 6E-10              |
|          | Fig.6A:CXCL2  | siNC vs. siSR-B1                                           | 6.00623E-05        |
|          | Fig.6A:CXCL10 | siNC vs. siSR-B1                                           | 7.32764E-05        |
|          | Fig.6B        | Vehicle:siNC vs. Vehicle:siSRB1                            | >0.999999999999999 |
|          |               | Vehicle:siNC vs. LPS:siNC                                  | 0.602836543        |
|          |               | Vehicle:siNC vs. LPS:siSRB1                                | 3.3959E-11         |
|          |               | Vehicle:siSRB1 vs. LPS:siNC                                | >0.999999999999999 |
|          |               | Vehicle:siSRB1 vs. LPS:siSRB1                              | 4.5498E-11         |
|          |               | LPS:siNC vs. LPS:siSRB1                                    | 1.62464E-10        |
|          | Fig.6C        | Vehicle:siNC vs. Vehicle:siSRB1                            | 7.004E-07          |
|          |               | Vehicle:siNC vs. LPS:siNC                                  | 0.000364783        |
|          |               | Vehicle:siNC vs. LPS:siSRB1                                | 1.87E-08           |
|          |               | Vehicle:siSRB1 vs. LPS:siNC                                | 0.849553528        |
|          |               | Vehicle:siSRB1 vs. LPS:siSRB1                              | 0.000364783        |
|          |               | LPS:siNC vs. LPS:siSRB1                                    | 7.004E-07          |
|          | Fig.6G        | Vector vs. IRF1                                            | 2.917E-12          |
|          | Fig.6I:SR-B1  | NC vs. siSR-B1                                             | 4.7E-09            |
|          |               | NC vs. siSR-B1/silIRF1                                     | 2.892E-07          |
|          |               | siSR-B1 vs. siSR-B1/silIRF1                                | 0.786294612        |
|          | Fig.6I:IRF1   | NC vs. siSR-B1                                             | 0.001042125        |
|          |               | NC vs. siSR-B1/silIRF1                                     | 2.048E-07          |
|          |               | siSR-B1 vs. siSR-B1/silIRF1                                | 2.4807E-06         |
|          | Fig.6I:CXCL10 | NC vs. siSR-B1                                             | 0.001877148        |
|          |               | NC vs. siSR-B1/silIRF1                                     | 0.990987669        |
|          |               | siSR-B1 vs. siSR-B1/silIRF1                                | 0.002998433        |
| Figure 8 | Fig.8A:BNP    | Healthy vs. HFpEF                                          | 0.000323206        |
|          | Fig.8A:Col3a1 | Healthy vs. HFpEF                                          | 0.000323206        |
|          | Fig.8B        | Healthy vs. HFpEF                                          | 8.70329E-05        |
|          | Fig.8E        | Linear correlation between Log<br>CXCL10 and Log NT-ProBNP | 0.000009685        |
|          | Fig.8F:CAD    | The effect of CAD variable on<br>HFpEF                     | 6.7728E-07         |

How the deposited data were processed for this re-analysis (not part of the article)

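Processed data of 4 scecRNA-seq libraries were used, 2 from NC and 2 from HFpEF mice at 20 weeks. The unit of the deposited values is the UMI count per gene and cell, which the authors obtained with fastp and CellRanger on mm10 with Ensembl genes, without division by library size. The authors describe downsampling of reads between samples and an aggregated matrix, and the deposited counts carry barcode suffixes that differ by library. Cells with 200 genes or fewer (42) and with 20% or more mitochondrial UMIs (1669) are still in the deposited counts, so the authors' cell filter was applied again. The samples, the tests, the alternatives, the marker genes and 5 gene lists were set before the data were examined. Of 31253 gene identifiers, 31107 (99.5%) were found in the reference annotation, GENCODE for GRCm38, from which positions were taken.

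Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, python-igraph 0.11.9, statsmodels 0.14.6, scanpy 1.11.5 (for Scrublet) and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. UMI counts were scaled to 10000 per cell and log-transformed. The 2000 most variable genes were chosen with a lowess trend of the variance, without the 5 genes Scarb1, Irf1, Cxcl1, Cxcl2 and Cxcl10, and values were clipped at 10 standard deviations. Louvain clustering used 10 principal components, 20 neighbours and the best of 4 starts from seed 1. All cells and all ECs were clustered at resolution 0.8, and capillary ECs on a grid from 0.1 to 1.5 in steps of 0.05. A cluster was taken as a non-endothelial type when its mean log2 marker level exceeded that of the median cluster by 3, as lymphatic or endocardial by 3, and as artery or vein by 2. Leading genes were ranked by fold after 10 CPM was added to both sides. Marker genes were fixed in advance and these thresholds were set on the data.

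Clustering was run in different forms before it was settled. Without the hemoglobin filter the rule for the inflammatory subcluster picked one led by Pgf, Apln and Ccl2. With the filter, and proliferating cells kept among capillary ECs, it picked one led by Il6, Plaur and Cxcl10. In the form that was kept, proliferating cells were a class of their own, and the rule picked subcluster 8, which was not changed afterwards. Doublets were not removed from the counts, a step that the study's methods for the single-cell data do not describe. For the alternative without doublets, the automatic threshold of Scrublet called 0 cells in 3 libraries and 2253 in HFpEF library 2, so the expected share of 0.8% per 1000 cells with the highest scores was called instead, which gave 405, 358, 237 and 3391 cells.

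For HFpEF against NC, UMI counts were summed per library over capillary ECs and tested with edgeR's quasi-likelihood test, TMM normalization, filterByExpr and Benjamini-Hochberg adjustment, with diet as the only term and an adjusted p under 0.05 as a call. Genes were named in the text if the paper names them for these cells or processes, or if they were among the 5 with the largest rise or the 5 with the largest fall that were called, had a mean of at least 10 CPM, and separated the libraries of the diets. On simulated counts with the same means, dispersions and library sizes, 200 genes changed by a log2 fold change of 1 gave 172 recovered genes (86.0%) among 190 calls, of which 18 (9.47%) were false. With a log2 fold change of 2, all 200 were recovered among 211 calls, of which 11 (5.21%) were false. Within a library, log2 ratios of CPM between groups of ECs used a prior of 1 CPM and a two-sided exact sign-flip permutation test over the 4 libraries, which cannot give a p below 0.125. Shares have 95% exact Clopper-Pearson intervals, which cover counting error only. Gene sets were tested with limma's fry and adjusted over all lists and EC classes.

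The alternatives changed the normalization, the count filter, the replicate block, the cell filter, doublets, the clustering genes and resolution, the number of components, the scaling, the depth, the prior and the thinning, and left out each library in turn. Further alternatives were added after the data had been seen: keeping hemoglobin-rich cells, the summed rule, clustering without stress genes, clustering without genes that differed between the diets, and a block with crossed library numbers. Lists of aryl hydrocarbon receptor targets, heat shock genes and immediate early genes were also added then. Genotype comparisons were not made, because no library was assigned to a genotype.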

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

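The tests for Cyp1a1 at other depths and for heat shock genes were chosen only after the results were seen, whereas the test with aryl hydrocarbon receptor targets, a list added once the fall of Cyp1a1 was known, was set before its result was read. None of the results below is discussed in the paper. In all of them genotype was not assigned and may add to the spread between the 2 libraries of a diet, as the log2 fold change of Scarb1 moved from -0.59 to 0.79 when 1 library was left out.

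Cyp1a1 (ENSMUSG00000032315, chromosome 9 from 57687928 to 57703824) was called lower in HFpEF capillary ECs, with a log2 fold change of -4.39 (standard error 0.22, adjusted p = 0.000368 from edgeR's quasi-likelihood test), in both libraries against both of NC. It had 30.5 and 35.2 CPM in the NC libraries and 0.929 and 1.78 CPM in the HFpEF libraries, from 530, 633, 6 and 50 UMIs. The change stayed between -5.13 and -4.21 when 1 library was left out, and the gene was called in each of 8 settings with a test. Artery ECs had 59.7, 45.8, 1.21 and 1.33 CPM and vein ECs 12.4, 17.9, 0 and 0.317 CPM. Lower depth in HFpEF is argued against, because the 1802 genes with 25 to 45 CPM in NC had a median log2 fold change of -0.0088, the lowest was -1.19, and 0 of them fell as far. An aryl hydrocarbon receptor agonist in the NC diet or housing may be a cause, since Cyp1a1 is a target of that receptor. The 2 other targets with enough counts, Nqo1 and Tiparp, had a median log2 fold change of 0.32 in capillary ECs, where neither fell, -0.15 in artery and 0.39 in vein ECs, with 1 of 2 lower in each of these classes. With only 2 genes this explanation and an effect of the diet or L-NAME on Cyp1a1 itself cannot be told apart, and the latter remains untested.

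Thrsp (chromosome 7 from 97412938 to 97417730) was lower in HFpEF capillary ECs, with a log2 fold change of -1.08 (standard error 0.11, adjusted p = 0.0410), between -1.16 and -1.0 when 1 library was left out. Ptger4 (chromosome 15 from 5206661 to 5244187) was higher, by 1.11 (standard error 0.12, adjusted p = 0.0410), between 0.99 and 1.23. Dnajb4 (chromosome 3 from 152178511 to 152210302) was higher by 0.96 (standard error 0.10, adjusted p = 0.0410), between 0.93 and 1.00. All 3 separated the libraries of the diets. Their calls depended on the setting. Over 8 settings with a test, 1 of them (hemoglobin-rich cells kept) chosen after the data were seen, the adjusted p ranged from 1.1e-14 to 0.0661 for Thrsp, from 1.7e-13 to 0.0661 for Ptger4 and from 2.4e-10 to 0.0736 for Dnajb4, and none of the 3 was called without Scrublet doublets or with hemoglobin-rich cells kept. Ptger4 and Dnajb4 were also not called with over 500 genes and under 10% mitochondrial UMIs (adjusted p = 0.0623 for each). The lowest adjusted p of each gene came without the low-count filter, in a fit that took up little of the spread between libraries. No technical or biological explanation was tested for Thrsp and Ptger4, and the diets differ in fat content and in L-NAME.

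Dnajb4 encodes a heat shock protein, and a list of 7 other heat shock genes was higher in HFpEF in each EC class. Hspa1a reached 2885 and 1853 CPM in NC and 6325 and 7302 CPM in HFpEF capillary ECs. Stress during cell isolation may raise such genes, and it would also be seen in immediate early genes. Their median log2 fold change was 0.04 in capillary, 0.02 in artery and -0.0886 in vein ECs. Of 14 genes, 9 were higher in HFpEF in capillary and 8 in artery ECs, but 1 was higher and 13 were lower in vein ECs, against what such stress predicts. The fall in vein ECs was small, with 0 genes called and a fry p of 0.261, and medians near 0 over members that go both ways decide nothing in the other classes, so handling of the HFpEF hearts and an effect of the diet on heat shock genes cannot be told apart.

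In artery ECs, 17 genes were called between the diets (11 higher and 6 lower in HFpEF) of 11000 tested, with 1455 at an unadjusted p under 0.05. In vein ECs, 73 genes were called (64 higher and 9 lower) of 9874 tested, with 1147 at an unadjusted p under 0.05. The paper describes the diet comparison for capillary ECs, in which 4 genes were called here. Whether the classes differ was not tested, and no explanation was tested for these counts.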

How the results depend on the processing

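The summed rule, the clusterings without stress genes and without genes that differed between the diets, the crossed block and the setting that kept hemoglobin-rich cells were tests chosen only after the results were seen. Of the values that answer a comparison, 163 kept their direction and side of the threshold or moved by less than the spread under an alternative, 6 became stronger, 62 moved and 56 reversed. Among other named genes, 113 values did so, 2 became stronger, 8 weaker and 6 moved. Except where a cause is named, the cause was not tested.

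The Scarb1 ratios between classes stayed above 0 in all settings that gave them. Leaving out 1 library, with the classes formed anew each time, gave log2 ratios from 0.22 to 0.68 for capillary against artery ECs and from 0.55 to 0.87 against vein ECs. No vein class formed with genes scaled within library or without NC replicate 2, so these gave no value.

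The inflammatory subcluster picked by the z-score rule depended on the clustering, and both rules picked the same one in 7 of 16 clusterings. For Irf1 the main log2 ratio of 0.77 became -0.31 at resolution 0.3, -0.14 without Scrublet doublets, -0.29 with all 2000 variable genes, -4.52 with genes scaled within library (2 libraries only, as that subcluster held 3208 cells of HFpEF library 2, 1 of HFpEF library 1 and 0 of NC), -0.0892 with 20 principal components, -0.13 without genes that differed between the diets, and from -0.34 to 1.56 across the 4 fits that each left out 1 library. For Cxcl10 the main ratio of -0.70 became 1.94 with the summed rule, 1.08 at resolution 0.3, 2.80 at resolution 0.8, 2.34 with over 500 genes and under 10% mitochondrial UMIs, 1.35 without Scrublet doublets, 1.08 with all 2000 variable genes, 2.86 with counts downsampled to equal mean UMIs, 2.13 with hemoglobin-rich cells kept, 1.20 with 20 principal components, 1.88 without stress genes, 1.30 without genes that differed between the diets, and from 1.09 to 2.51 with 1 library left out.

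In the same order of settings, the main Cxcl1 ratio of -0.06 became 1.05, 0.92, 1.56, 1.24, 1.09, 0.83, 1.49, 1.29, 0.93, 1.23 and 0.75, and from 0.81 to 1.44 with 1 library left out. The main Cxcl2 ratio of -0.66 became 1.72, 1.82, 2.56, 1.93, 1.98, 1.64, 2.59, 1.94, 1.86, 1.74 and 1.57, and from 1.68 to 2.26 with 1 library left out. These settings picked another subcluster, which by construction changed the cells compared. With the summed rule, the means of all 4 ratios stayed above 0, from 0.50 to 1.66 for Irf1, 0.0663 to 2.86 for Cxcl10, 0.26 to 1.56 for Cxcl1 and 0.35 to 2.59 for Cxcl2 over 16 settings, where the 3 chemokines were lowest without genes that differed between the diets. With 1 library left out they ran from 0.99 to 1.56 for Irf1, 0.83 to 2.51 for Cxcl10, 0.86 to 1.44 for Cxcl1 and 0.95 to 2.26 for Cxcl2. Each of these fits clustered the cells again, so the cells compared also changed.

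The difference in the share of the z-score subcluster, 1.09 percentage points, became 11.4 with the summed rule, 5.58 at resolution 0.8, 8.53 with over 500 genes and under 10% mitochondrial UMIs, 2.16 with all 2000 variable genes, 9.40 with genes scaled within library (the subcluster of 1 library named above), 6.62 with counts downsampled, 12.7 with hemoglobin-rich cells kept, 11.3 without stress genes, and from -0.573 to 16.98 with 1 library left out. The z-score difference was smaller, with overlapping libraries, without Scrublet doublets (0.131), with 20 principal components (0.901) and without genes that differed between the diets (0.696). For the summed rule the difference was 5.58 at resolution 0.8, 2.96 without Scrublet doublets and 5.71 with genes scaled within library. It was 0.516 without genes that differed between the diets, and from 4.33 to 16.98 with 1 library left out.

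The share of capillary ECs with a Cxcl10 UMI was higher in HFpEF in all settings, by 4.96 percentage points at 1000 UMIs, 2.81 at 500 and 10.2 at 2000. For Irf1 the difference was 6.37 at 1000 UMIs, 4.38 at 500 and 11.0 at 2000. At 1000 UMIs it fell to 3.04 without HFpEF library 2 and rose to 9.70 without HFpEF library 1. It reversed to -9.84 without thinning, where the HFpEF cells had fewer UMIs. Thinning to 2000 UMIs left out 73.5% and 68.2% of HFpEF but 21.1% and 15.9% of NC capillary ECs. The larger differences at 2000 UMIs therefore cannot be told apart from this selection of deep cells.

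The number of genes called between the diets in capillary ECs was 4 (2 higher, 2 lower in HFpEF). It was 225 (143 higher, 82 lower) with DESeq2, 984 (566 higher, 418 lower) without the low-count filter, 10 (7 higher, 3 lower) over all ECs, and 1 (0 higher, 1 lower) without Scrublet doublets and with hemoglobin-rich cells kept, with 2133 and 2222 genes at an unadjusted p under 0.05. With the library number as a replicate block it was 229 (166 higher, 63 lower), among them the same 4. The numbers are not known to pair the libraries: the correlation across 7818 genes of library 1 minus library 2 between the diets was 0.00870 (Pearson) and -0.131 (Spearman), and a block with crossed numbers called 1 gene. Such a correlation does not exclude a shared difference in a few genes: Scarb1, Irf1, Cxcl10, Cxcl1 and Cxcl2, looked at after their values were seen, differed between library 1 and library 2 in the same direction in both diets. No genotype was assigned from this. The fit without the low-count filter took up little of the spread between libraries, with a standard error of 0.13 for Scarb1 against 0.42 in the main fit.

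Of single genes, the Scarb1 change between the diets (0.02) was -0.0618 with over 500 genes and under 10% mitochondrial UMIs and ran from -0.59 to 0.79 with 1 library left out. Irf1 (0.31) ran from 0.15 to 0.46 and was called in none of the 8 settings with a test. Cxcl10 (1.03) was called with DESeq2 (1.03), without the low-count filter (1.02) and with the replicate block (1.03), and ran from 0.84 to 1.25. Cxcl1 (0.51) was called without the filter (0.50) and ran from 0.12 to 0.81. Cxcl2 (0.90) was called without the filter (0.89) and with the block (0.83), and ran from 0.36 to 1.27. With 2 libraries per diet, calls rest on dispersions shared between genes, and the depth of HFpEF cells limits the shares of cells with a UMI. Calls without the low-count filter rest on a fit that took up little of the spread between libraries.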

Differences from the paper's values

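For the share of capillary ECs with an Irf1 UMI, the paper's value is about 60% for NC and about 60% for HFpEF in Appendix Fig. S10A, read by eye. After thinning to 1000 UMIs per cell the shares were 28.5% in NC and 34.9% in HFpEF. The paper's percentages are on the scale of all UMIs of a cell, on which the shares were 54.8% in NC and 44.9% in HFpEF, within 1.5 times the paper's. Of the alternatives set before the data were examined, that without thinning and that with 2000 UMIs per cell (44.7% and 55.7%) reached the paper's values by this measure. The alternative with 2000 UMIs left out 73.5% and 68.2% of HFpEF capillary ECs, so it covers only the deeper cells. The alternatives with 500 UMIs (16.3% and 20.7%), with over 500 genes and under 10% mitochondrial UMIs (29.0% and 35.8%), without Scrublet doublets (27.4% and 34.7%) and without each library did not reach them.

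The paper states that IRF1 was significantly higher in cardiac ECs of HFpEF hearts, with a Mann-Whitney U test in Appendix Fig. S10B, whose legend gives no number of replicates, and a separate measurement of isolated ECs (n = 6) in Appendix Fig. S10C. The test used here has libraries as replicates, 2 per diet, and so asks another question than a test over cells. Here Irf1 in capillary ECs was higher, by a log2 fold change of 0.31, but with an adjusted p of 0.285 over libraries from edgeR, and none of the alternatives with a test gave an adjusted p under 0.05 (0.153 to 0.464).

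The paper gives IRF1 as the top marker gene of its inflammatory subcluster. Here Irf1 ranked 19 by fold in subcluster 1 and 850 in subcluster 8, although its level was highest in subcluster 1 in 4 of 4 libraries. The subclusters were rebuilt, so they need not hold the same cells as those of the study. The ranking also differs: the paper takes markers from a Wilcoxon test over cells, with limits on fold and on the share of cells. Here genes were ranked by fold of summed CPM, with no limit on the share of cells.

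The paper states that Cxcl10, Cxcl2 and Cxcl1 are among the leading genes of that subcluster. In the subcluster picked by the rule set before the data were examined, the log2 ratios against other capillary ECs were -0.70, -0.66 and -0.06. At resolution 0.8, one of the alternatives set before, they were 2.80, 2.56 and 1.56. With the summed rule, which was chosen after seeing the values, they were 1.94, 1.72 and 1.05.

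The paper states that the share of that subcluster was higher in HFpEF and attributes this to the loss of endothelial SR-B1. Genotype was not assigned here, so only the diet part of that statement was compared, by the share in each library. For the rule set before the data were examined it was higher by 1.09 percentage points with overlapping libraries. At resolution 0.8 it was higher by 5.58 percentage points with both HFpEF libraries above both NC libraries. So it was at resolution 0.3 (1.27), with over 500 genes and under 10% mitochondrial UMIs (8.53), with all 2000 variable genes (2.16) and with counts downsampled (6.62). The libraries overlapped without Scrublet doublets (0.131) and with 20 principal components (0.901), and leaving out 1 library gave from -0.573 to 16.98. The summed rule, chosen after seeing the values, gave 11.4 with separated libraries, and 2.96 with overlapping libraries without Scrublet doublets. With the z-score rule and genes that differed between the diets kept out of the clustering, the share was higher by 0.696 with overlapping libraries. That clustering was also chosen after seeing the values and was expected to shrink a difference.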

Other observations

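The tests of depth, doublets, macrophages and clustering genes for subcluster 1, of gamma-interferon as an explanation, of the mural-like cells, and those with heat shock genes were chosen only after the results were seen. The list of aryl hydrocarbon receptor targets was added once the fall of Cyp1a1 was known, before their own values were read. The explanations below are hypotheses tested on the data in which the patterns were found.

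Scarb1 in capillary ECs did not differ detectably between the diets, with 128.0 and 53.3 TMM-normalized CPM in NC and 128.1 and 59.8 CPM in HFpEF (log2 fold change 0.02, standard error 0.42, adjusted p = 0.985 from edgeR's quasi-likelihood test). The 2 libraries of each diet differed widely, and genotype, which targets Scarb1, was not assigned, so a moderate change could be missed. The paper reports lower SR-B1 protein in isolated ECs of HFpEF mice and Scarb1 mRNA that fell as HFpEF worsened. That fall was neither shown nor excluded here. Within subclusters Scarb1 was highest in the shallow subcluster 8 in 4 of 4 libraries, at 170.3 ± 44.3 CPM (SD, n = 4).

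In the re-clustering, the share of subcluster 1 among capillary ECs was 9.07% and 8.92% in the NC libraries and 15.2% and 25.6% in the HFpEF libraries. In all, 7 of 9 subclusters were separated in this way, in either direction. The leading genes of subcluster 1 also differed between the diets, so this may be a change of expression rather than of cells. Depth is argued against as the whole cause, because with counts downsampled to equal mean UMIs the lower HFpEF library was still 4.10 percentage points above the higher NC library, more than the SD of 3.16 between the HFpEF libraries. Macrophages in the same droplets are argued against, because their RNA could bring at most 9.44% of the excess of any of Irf1, Cxcl1, Cxcl2 and Cxcl10, and at most 0.320% for Cxcl10. Doublets stay open: the gap was 5.62 percentage points when called doublets were taken out after clustering and -0.445 when they were left out before it. Clustering on genes that themselves differ stays open, as the gap was -2.61 without them, a step that also removes the axis of interest. Stress of the cell isolation stays open, as the median log2 fold change of 21 stress genes was 0.16 and 16 of them rose (5 adjusted over the list alone, 0 over all genes, 7 at an unadjusted p under 0.05). With these 21 genes left out of the clustering the gap was 4.80, which goes against stress but is less than the SD of 8.70 between the HFpEF libraries. These explanations and an effect of the diet cannot be told apart.

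Cxcl10 is induced by interferons, and 2 lists that hold neither Cxcl10 nor Irf1 were examined in capillary ECs. All 15 tested gamma-interferon targets, among them Gbp and MHC class II genes, were higher in HFpEF, with a median log2 fold change of 0.91 and values from 0.39 for Iigp1 to 1.45 for Gbp6. All 15 passed adjusted over the list alone and had an unadjusted p under 0.05, 0 passed over all genes, and the set as a whole had a fry p of 0.0537 (adjusted 0.241). The median over artery ECs was 0.58 and over vein ECs 0.98, where 7 of 16 were called. The list of other interferon targets had a median of 0.18 with 14 of 16 higher, 1 adjusted over the list alone, 0 over all genes and 5 at an unadjusted p under 0.05, and cannot be told apart from no response. A response of ECs to gamma-interferon may therefore accompany the higher Cxcl10 in HFpEF. Its source was not measured, and RNA from other cells, an effect of genotype or of the diet through another route was not tested.

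The other lists in capillary ECs were as follows. Of 16 NF-κB targets, 9 were higher in HFpEF (median log2 fold change 0.21, 0 called over all genes, 2 adjusted over the list alone, 5 at an unadjusted p under 0.05). Of 10 mesenchymal genes, 9 were higher (median 0.28, 0 called either way, 1 at an unadjusted p under 0.05). Of 7 heat shock genes, 7 were higher (median 0.76, 0 called over all genes, 7 at an unadjusted p under 0.05). No list passed fry's test after adjustment, the lowest adjusted p being 0.186 for the 2 aryl hydrocarbon receptor targets.

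Mural-like cells, led by Rgs5 (9956 CPM), numbered 1639, or 3.74% and 5.70% of the NC and 5.24% and 3.43% of the HFpEF cells used, although RFP marks cells of endothelial origin in the paper's design. They carried Pecam1 at 502.5 CPM and Cdh5 at 765 CPM, against 760 and 1361 CPM in capillary ECs. Endothelial-to-mesenchymal transition stays open: 99.7% of the 696 mural-like cells with an Acta2 UMI also had a pericyte gene, but the class was picked by such genes, so this decides nothing. Doublets of an EC and a mural cell stay open: median UMIs were at least 1.43 times those of capillary ECs in each library, but other non-endothelial types also had more UMIs. Called doublets were 4.89% and 6.04% of mural-like cells in NC, no more than the 6.79% and 6.28% of capillary ECs, but 9.82% and 26.9% in HFpEF against 4.28% and 16.8%. Free RNA from ECs stays open, since B cells had Cdh5 at 701 CPM while macrophages had 171 CPM. Transition, doublets and free RNA cannot be told apart from the counts. Sorting of RFP-negative cells was not tested, although 164 B cells and 87 T cells were also among the sorted cells.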
